# PQM-1 controls hypoxic survival via regulation of lipid metabolism

**DOI:** 10.1038/s41467-020-18369-w

**Published:** 2020-10-02

**Authors:** Thomas Heimbucher, Julian Hog, Piyush Gupta, Coleen T. Murphy

**Keywords:** Development, Gene expression, Molecular biology

## Abstract

Animals have evolved responses to low oxygen conditions to ensure their survival. Here, we have identified the *C. elegans* zinc finger transcription factor PQM-1 as a regulator of the hypoxic stress response. PQM-1 is required for the longevity of insulin signaling mutants, but surprisingly, loss of PQM-1 increases survival under hypoxic conditions. PQM-1 functions as a metabolic regulator by controlling oxygen consumption rates, suppressing hypoxic glycogen levels, and inhibiting the expression of the sorbitol dehydrogenase-1 SODH-1, a crucial sugar metabolism enzyme. PQM-1 promotes hypoxic fat metabolism by maintaining the expression of the stearoyl-CoA desaturase FAT-7, an oxygen consuming, rate-limiting enzyme in fatty acid biosynthesis. PQM-1 activity positively regulates fat transport to developing oocytes through vitellogenins under hypoxic conditions, thereby increasing survival rates of arrested progeny during hypoxia. Thus, while *pqm-1* mutants increase survival of mothers, ultimately this loss is detrimental to progeny survival. Our data support a model in which PQM-1 controls a trade-off between lipid metabolic activity in the mother and her progeny to promote the survival of the species under hypoxic conditions.

## Abstract (web summary)

Animals respond to hypoxic stress by adjusting metabolic processes to balance survival and reproduction. Here the authors identify the transcription factor PQM-1 as a metabolic regulator that balances hypoxic lipid and carbohydrate metabolism in *C. elegans* to limit somatic integrity and promote progeny survival.

## Introduction

A constant oxygen supply is essential to sustain the life of aerobic organisms, which have evolved multiple adaptive mechanisms to maintain the delicate balance between oxygen supply and demand. Impairment of this balance is associated with many age-related diseases, affecting pulmonary and cardiac function^1^ and increasing the economic burden of aging populations in modern societies. Consequently, understanding the defense mechanisms that animals have developed to protect against oxygen deprivation is important for the development of treatment strategies for human ischemia-related diseases and cancer.

*C. elegans* has been used as a model to study survival under a range of oxygen levels^2^ because it is well adapted to limited oxygen conditions; in fact, worms prefer 5–12% rather than atmospheric (21%) levels of oxygen^3,4^. In its natural habitat, *C. elegans* frequently encounters conditions where oxygen is depleted, because flooded soils can become hypoxic^5,6^. When exposed to very low oxygen levels (<0.3% O_2_), *C. elegans* enters a state of suspended animation^2^, a reversible hypometabolic state in which biological processes are largely slowed or even arrested. Intermediate levels of oxygen differentially affect transcriptional responses. The key hypoxic transcriptional regulator HIF-1 is required for development and survival of *C. elegans* at 0.5–1% oxygen (hypoxia), whereas it is not essential for survival in complete anoxia^7^. More recently, the zinc finger protein BLMP-1 was identified as a regulator of a HIF-1-independent hypoxic response based on a reporter screen performed with the hypoxia mimetic CoCl_2,_ which largely replicates the hypoxic state^8^.

Insulin/IGF-1 signaling (IIS) controls survival under various stresses, including hypoxia. Reduction-of-function mutations in the Insulin/IGF-1 receptor homolog *daf-2* protect *C. elegans* from high-temperature hypoxia and long-term anoxia^9,10^. The resistance against oxygen depletion is mediated by the FoxO transcription factor DAF-16, the major downstream transcriptional effector of IIS^11–15^.

We previously identified the C2H2-type zinc finger protein PQM-1 as an IIS-regulated DAF-16 antagonist and transcriptional regulator that is required for the exceptional longevity of *daf-2* mutants^15^. As reduction of IIS is highly protective for survival of nematodes exposed to hypoxic stress^9^, here we asked whether PQM-1, like DAF-2 and DAF-16, plays a role in hypoxic survival. Surprisingly, loss of *pqm-1*, unlike loss of *daf-16*, protects *C. elegans* from hypoxic stress. To understand the underlying mechanisms of this protection, we studied the transcriptional changes in *pqm-1* mutants under normoxia versus hypoxia, and discovered that alterations in carbohydrate and lipid metabolism are key to this survival. Ultimately, however, the loss of *pqm-1* under hypoxic stress is detrimental to future generations, suggesting that PQM-1 is an important component of multi-generational hypoxic survival through its regulation of key lipid metabolic genes.

## Results

### PQM-1 acts as a negative regulator of hypoxic survival independently of Insulin-like signaling

We previously found that the zinc finger transcription factor PQM-1 is partially required for *daf-2* mutants’ extended longevity^15^, and thus we expected PQM-1 to also be required for *daf-2’s* extended survival in hypoxic conditions. Exposure of *C. elegans* to the hypoxia mimetic cobalt chloride (CoCl_2_) activates HIF-1 and mimics hypoxic responses^16^, allowing time course survival analysis under chemical hypoxia conditions^8^, whereas a typical hypoxic chamber experiment allows one survival time point after a normoxic recovery period. CoCl_2_ might mimic HIF dependent, chronic lower level of hypoxia in *C. elegans* and might have disease relevance for chronic lower level hypoxia in cancer cells. Counter to our expectations, *pqm-1(ok485);daf-2(e1370)* double mutants exposed to 5 mM CoCl_2_ survived significantly longer than did *daf-2(e1370)* worms (Fig. 1a). (All animals were synchronized at the L4 larval stage for survival analyses, as we previously found that *pqm-1* mutants develop more slowly than do wild-type animals^15^.) Together, these results suggest that PQM-1 activity may limit the resistance of *daf-2(e1370)* animals exposed to hypoxic stress.

**Fig. 1:**
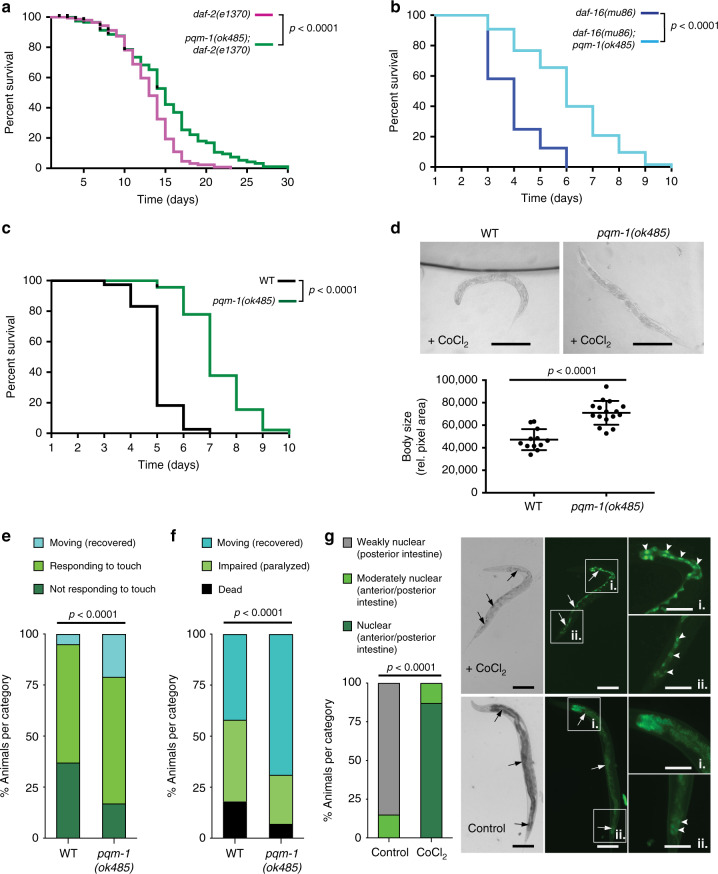
Loss of *pqm-1* increases survival and recovery under hypoxic conditions. **a**–**c** Survival analysis of animals exposed to 5 mM CoCl_2_ at the L4 larval stage. **a** *daf-2(e1370)* (*n* = 130), *pqm-1(ok485);daf-2(e1370)* (*n* = 99). **b** *daf-16(mu86)* (*n* = 51), *daf-16(mu86);pqm-1(ok485)* (*n* = 63). **c** WT (N2) (*n* = 70), *pqm-1(ok485)* (*n* = 45). Log-rank analysis (two-sided) (**a**–**c**). Three (**a**, **b**) and four (**c**) independent experiments were performed. **d** Shrinking of worms exposed to 5 mM CoCl_2_ at the L4 larval stage for 3 days and quantification of body size. Two-tailed *t*-test, mean ± SD, WT (N2) (*n* = 12), *pqm-1(ok485)* (*n* = 16); scale bars: 200 µm. Three independent experiments were performed. **e** Measurement of touch response of animals after exposure to <0.3% O_2_ in a hypoxic chamber for 16 h at 26 °C followed by an 8 h recovery period; WT (N2) (*n* = 156), *pqm-1(ok485)* (*n* = 196). **f** Survival analysis of animals after exposure to <0.3% O_2_ in a hypoxic chamber for 16 h at 26 °C followed by a one-day recovery period; WT (N2) (*n* = 137), *pqm-1(ok485)* (*n* = 162). **e**, **f** Chi-square analysis was performed, three independent experiments. **g** Nuclear localization analysis of a PQM-1::GFP fusion protein expressed in the intestine of worms exposed to 5 mM CoCl_2_ at the late L4 larval stage for 20 h until worms reach the adulthood stage. Arrows point to intestine; arrowheads point to intestinal nuclei in insets. Insets display anterior (i.) and posterior (ii.) intestinal regions. Representative images for the category “nuclear in anterior and posterior intestine” are displayed (CoCl_2_ condition, top). The category “weakly nuclear in posterior intestine” is represented by the control condition (bottom); scale bars: 100 µm, in insets: 50 µm. Chi-square analysis was performed; control condition (*n* = 54), CoCl_2_ condition (*n* = 30); three independent experiments.

The transcriptional outputs of IIS are largely mediated by the FOXO transcription factor DAF-16^14,15^. Superficially, *daf-16* and *pqm-1* act similarly in longevity regulation, as the mutants both have normal/short lifespans and both transcription factors are required for *daf-2’s* longevity. However, under CoCl_2_-mediated hypoxia, loss of *pqm-1* greatly increased the survival of a *daf-16(mu86)* null mutant (Fig. 1b and Supplementary Fig. 1), suggesting that PQM-1 acts independently of DAF-16 to regulate hypoxic survival. *pqm-1(ok485)* loss-of-function mutants survived longer than wild-type animals (Fig. 1c and Supplementary Fig. 1) and maintained a largely normal morphology, whereas wild-type worms shrank after 3 days of exposure to the hypoxia mimetic (Fig. 1d). Our data indicate that PQM-1 acts as a negative regulator of somatic integrity and survival under CoCl_2_-induced chemical hypoxia stress.

To verify our findings from CoCl_2_-mediated hypoxia to true hypoxia, we tested the recovery rate of wild-type and *pqm-1(ok485)* mutants after treatment in a hypoxic chamber. When animals were exposed to <0.3% O_2_ for 16 h at 26 °C^17^ followed by an 8 h normoxic recovery period, *pqm-1(ok485)* mutants exited suspended animation earlier than did wild-type animals (Fig. 1e). Following a normoxic one-day recovery period to identify dead worms, *pqm-1(ok485)* mutants survived and recovered from oxygen depletion better than did wild-type animals (Fig. 1f), indicating that loss of PQM-1 function improved survival under true hypoxia.

To address whether hypoxic stress can activate PQM-1 as transcription factor, we exposed worms expressing a PQM-1::GFP fusion protein to 5 mM CoCl_2_ and found that hypoxic stress promoted the nuclear localization of PQM-1::GFP in the intestine of worms (Fig. 1g). Together, these results suggest that hypoxic stress appears to activate PQM-1 by enhancing its nuclear localization to confer its function as a transcriptional regulator in the hypoxic stress response.

### PQM-1 is a transcriptional regulator of the hypoxic stress response

Under normoxia, the transcription factor PQM-1 controls gene expression programs that regulate development, growth, and reproduction^15^. To identify genes altered in chemical hypoxia, we carried out three types of analyses: first, we performed an analysis of genes that change their expression in wild-type animals treated with CoCl_2_ (Supplementary Fig. 2a and Supplementary Data 1; one-class SAM, 366 upregulated and 56 downregulated genes). 

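RNA of early adult worms was compared on 24 Agilent arrays, on each of which the 2 RNAs of a comparison were labeled with Cy3 and Cy5. The 4 comparisons were wild type with CoCl2 against untreated wild type, *pqm-1(ok485)* with CoCl2 against untreated *pqm-1(ok485)*, untreated *pqm-1(ok485)* against untreated wild type, and *pqm-1(ok485)* with CoCl2 against wild type with CoCl2. Each comparison was made on 3 arrays, 1 per biological replicate, after 6 h and again after 20 h of 5 mM CoCl2. Between 68.5% and 92.0% of the probes on an array (median 85.9%) stood above background in at least 1 channel, and between 0 and 996 probes (median 194) were saturated. The number of arrays limits the precision of every value. The authors' files hold the median signal of each spot in both channels and the scanner software's log ratio, and the authors' series table holds that ratio as log2. The median signals were corrected for local background by normexp with an offset of 50, the log2 ratios were normalized by loess within each array, and the probes of a gene were averaged. The labels name the dye of each RNA in 2 places that differ on 11 of the 24 arrays; the strain and treatment fields were followed, whose direction equals that of the series table on 24 of 24 arrays. The 12 arrays of a time point were fitted together with limma, each gene's response was the mean of its 3 log2 ratios, and genes with a Benjamini-Hochberg adjusted p below 0.01 are called differentially expressed. The fit covered 22052 genes at 6 h and 23044 genes at 20 h.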

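The 1 probe for *pqm-1* gave a lower signal in untreated *pqm-1(ok485)* than in untreated wild type, with a log2 ratio of -2.27 (SE 0.12, adjusted p = 1.15e-07 from limma, 3 of 3 arrays) at 6 h and -1.46 (SE 0.16, adjusted p = 0.000238) at 20 h, the latter not past the threshold when the arrays were only centered on their median. With CoCl2 the *pqm-1* signal did not differ detectably between the strains, with a log2 ratio of -0.038 (adjusted p = 0.857) at 6 h and 0.19 (adjusted p = 0.36) at 20 h. Where this probe lies relative to the *ok485* lesion is not known from the files.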

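In wild-type worms exposed to CoCl2 for 6 h, 937 of 22052 genes were differentially expressed, 567 of them higher and 370 lower than in untreated worms. All 937 changed the same way on each array that measured them. At least 2-fold changes were seen for 245 of the higher and 77 of the lower genes. The largest log2 ratios were those of *gst-38* (4.98), *hsp-16.48* (4.90), *oac-32* (4.83), *numr-1* (4.67) and *hsp-16.1* (4.63), and the lowest those of *cyp-35A2* (-2.16), F48D6.4 (-2.00), *scl-2* (-1.97), EC018586 (-1.88) and T22B7.7 (-1.87). The call of *scl-2* rested on replicate 1, without which its log2 ratio was -1.53 and not past the threshold, and was lost when the arrays were only centered on their median. With the dyes as the source names give them limma called 0 genes, with an unadjusted p below 0.05 for 1433 genes against 2862 with the fields. Among the treatments that keep the dyes of the fields, the number was lowest, at 288, when the log ratios of each array were only centered on their median, and highest, at 1604, when the slide was added as a random block.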

Second, we directly compared *pqm-1* and wild-type animals that had both been exposed to CoCl_2_ to identify those genes that provide *pqm-1* a survival advantage under hypoxic conditions (Fig. 2a and Supplementary Data 2; one-class SAM, 1650 upregulated and 629 downregulated genes). 

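Between *pqm-1(ok485)* and wild-type worms that had both received CoCl2 for 6 h, 4322 of 22052 genes were differentially expressed, 3124 higher and 1198 lower in *pqm-1(ok485)*. At least 2-fold differences were seen for 774 of the higher and 98 of the lower genes. The largest log2 ratios belonged to *col-162* (4.10), C48E7.7 (3.61), *msp-19* (3.48), *msp-59* (3.45) and ZK546.3 (3.44), and the lowest to NM_077386 (-3.51), *clec-190* (-3.50), TC191869 (-3.27), M79.2 (-3.07) and *col-74* (-2.68). Major sperm protein genes were higher for 27 of the 27 genes tested, with a median log2 ratio of 3.25. Without CoCl2, 3036 genes differed between the same strains at 6 h, 2327 higher and 709 lower in *pqm-1(ok485)*, so that a difference with CoCl2 need not be a response to it.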

Third, we carried out a two-class SAM analysis in comparisons of wild-type and *pqm-1* worms both treated with CoCl_2_ vs untreated to further identify potential *pqm-1* targets that increase survival under hypoxic conditions (Fig. 2b–c and Supplementary Data 3). 

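The two-class comparison was estimated per gene as the log2 ratio of *pqm-1(ok485)* to wild type with CoCl2 minus the same ratio without CoCl2, each over 3 arrays. At 6 h this difference passed the threshold for 668 of 22052 genes, with 374 positive and 294 negative values. It was at least 2-fold for 152 of the positive and 139 of the negative genes. The largest positive differences besides *sodh-1* were those of F46C5.1 (log2 3.71), C50F7.5 (3.61), F45D3.4 (3.09) and C23G10.11 (3.02), and the largest negative ones those of *hrg-7* (-3.60), *hrg-4* (-3.31), Y49G5A.1 (-2.71), F18E3.12 (-2.66) and R193.2 (-2.45). C50F7.5 fell short of the threshold when replicate 1 of the untreated comparison or any replicate with CoCl2 was left out, when the arrays were only centered on their median and with the other pair of comparisons; with 1 array left out its difference lay between 2.98 and 3.99. The other pair of comparisons, *pqm-1(ok485)* with and without CoCl2 against wild type with and without CoCl2, estimates the same difference on 6 other arrays and gave 373 genes, 167 positive and 206 negative. The number fell to 12 when the arrays were only centered on their median, without *hrg-7*, Y49G5A.1 and F45D3.4.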

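After 6 h of CoCl2, 4 of the 6 *hsp-16* genes tested were higher in wild-type worms (median log2 ratio 4.38, highest 4.90) and the other two were not differentially expressed. The *hsp-16* genes as a set were higher than other genes (camera, adjusted p = 3.62e-48). The single *hsp-70* probe rose by a log2 ratio of 3.16 (SE 0.20, adjusted p = 6.53e-07 from limma, 3 of 3 arrays). Among metal-responsive genes *numr-1* rose, and of the 5 *cdr* genes tested 3 were higher and 1 was lower. The log2 ratio of *irg-1* was 2.87 (SE 0.17) and that of *irg-2* 2.85 (SE 0.16). Of the 41 glutathione S-transferase genes tested, 11 were higher and 1 was lower (13 and 3 adjusted over the list alone), with log2 ratios from -0.67 to 4.98 and a median of 0.17. Glutathione S-transferases as a set were higher (camera, adjusted p = 9.07e-16). These set results, and the other set results past the threshold given for lists of genes beside these sentences, also passed with the rotation test fry. The DAF-16 target genes *dod-22*, *dod-17* and *dod-24* had log2 ratios of 3.36 (SE 0.088), 3.53 (SE 0.082) and 3.80 (SE 0.13). Of the genes in the C32H11 cluster 5 of 8 were higher, and of those in the F55G11 cluster 6 of 8, with none lower in either; these clusters include *dod-24* and *dod-22*. The median of the C32H11 genes was 1.88 and that of the F55G11 genes 0.68 (2.41 and 1.45 for normexp with no offset, 2.77 and 2.16 with the scanner software's ratios, 3.12 and 1.52 over the 6 genes of each cluster left by the strict filter, and 0.71 and 0.48 over 10 genes each with no filter on dim probes). The 6 F55G11 genes became 3 without replicate 2, 4 without replicate 1 or 3, with no offset or with centering on the median, and 5 with the scanner software's ratios, while the C32H11 genes stayed at 5. With centering on the median 5 glutathione S-transferases and 2 *cdr* genes were higher and none lower; the 1 lower *cdr* gene was also not called without replicate 2, with the scanner software's ratios or with only the arrays compared in the fit.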

We found that genes associated with response to heat shock (*hsp-16*, *hsp-70*), metal (*numr* and *cdr*), and infection (*irg-1*, *-2*), as well as glutathione S-transferases (*gst*), several DAF-16 target genes (*dod-22, -17, -24*), and PQM-1/DAF-16 regulated targets (C32H11 and F55G11)^14^ are upregulated, indicating that the animals are responding to stress conditions. Several cytochrome P450s (*cyp-35A2, -25A1, -14A2, -25A2, -34A9*), short-chain dehydrogenases (*dhs-25, -20, -2*) and lipid metabolism genes (e.g., *lips-14, elo-6, acdh-2, elo-5*) are downregulated under chemical hypoxia conditions (Supplementary Fig. 2a and Supplementary Data 1; FDR < 0.01), indicating metabolic changes. 

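The log2 ratio of *cyp-35A2* was -2.16 (SE 0.092, adjusted p = 1.87e-08 from limma), the lowest of all differentially expressed genes in this comparison. The other cytochrome P450 genes *cyp-25A2*, *cyp-14A2* and *cyp-34A9* had log2 ratios of -1.60 (SE 0.092), -1.22 (SE 0.15) and -1.10 (SE 0.071). The 1 probe of *cyp-25A1* had a usable value on 9 of the 12 arrays of this time point, too few for the rule of at least 2 arrays in each comparison. Without that rule, which was set after the data had been examined, the log2 ratio of *cyp-25A1* was -1.92 (adjusted p = 7.87e-07). Over the 71 cytochrome P450 genes tested, 25 were lower and 2 were higher (26 and 3 adjusted over the list alone), with a median log2 ratio of -0.13 (camera, adjusted p = 4.87e-15). The 25 became 15 without replicate 1, 13 without replicate 2, 19 without replicate 3, 15 for normexp with no offset, 16 with only the arrays compared in the fit and 12 with centering on the median. Among the short-chain dehydrogenases the log2 ratios were -1.801 (SE 0.11) for *dhs-25*, -1.76 (SE 0.15) for *dhs-20* and -0.997 (SE 0.081) for *dhs-2*. Over the 29 *dhs* genes tested, 8 were lower and 1 was higher (9 and 1 adjusted over the list alone); the 8 became 5 without replicate 1 or 2, 6 without replicate 3 or with no offset, and 4 with centering on the median. Their median log2 ratio was -0.019 (0.024 when the arrays were only centered on their median) and their mean -0.27 (camera, adjusted p = 4.85e-05). Without the *dhs* genes that the paper selected on these arrays the median was 0.010 and the set test no longer passed (camera, adjusted p = 0.136). The lipid metabolism genes *elo-6*, *lips-14*, *elo-5* and *acdh-2* had log2 ratios of -1.64 (SE 0.14), -1.46 (SE 0.19), -1.36 (SE 0.15) and -1.27 (SE 0.16). The calls of *dhs-25* and *elo-5* were lost when the arrays were only centered on their median. Each named gene with a value was lower on 3 of 3 arrays. From the lower expression of these enzymes the paper reasons that CoCl2 changes metabolism.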

Gene Ontology analysis (Supplementary Fig. 2b) suggests that worms subjected to CoCl_2_ hypoxic conditions affect immune and defense response, ER signaling, aging and lifespan regulation, and lipid metabolism. *pqm-1* and CoCl_2_-dependent upregulated gene categories are enriched for immune, defense, and stress responses, while downregulated genes are associated with the response to xenobiotic stimuli, oxidation-reduction processes, lipid metabolism, and transmembrane transport (Supplementary Fig. 2c, d and Supplementary Data 2). 

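The enrichment itself was not recomputed here. Of the 366 genes in the paper's upregulated list for wild-type worms with CoCl2 (Supplementary Data 1), 348 matched a gene tested at 6 h. All 348 were higher, 319 of them past the threshold, with a median log2 ratio of 1.18. Of the 56 genes in its downregulated list 55 were tested. All 55 were lower, 54 past the threshold, with a median of -1.30. Within the GO terms that the supplement lists with their genes in full, defense response to Gram-negative bacterium holds 25 upregulated genes of the paper, of which 22 were tested and 22 passed, with log2 ratios from 0.57 to 4.23. For response to cadmium ion the 7 genes had a median log2 ratio of 1.70 and 7 passed. For oxidation-reduction process, 17 of the paper's 18 downregulated genes were tested and 17 passed, with a median of -1.48. For response to xenobiotic stimulus 4 of 4 passed, with a median of -1.56. These genes had been selected on the same arrays, so the counts are not independent evidence. The genes listed in Supplementary Data 2 are at hand only in part and were not summarized.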

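The paper's upregulated list from the two-class comparison at 6 h holds 152 genes (Supplementary Data 3), of which 147 matched a gene tested here. The two-class difference was positive for all 147 and passed the threshold for 99, with a median of 1.19 on the log2 scale. The supplement's GO term defense response holds 15 of these genes; 14 were tested and 10 passed, with differences from 0.21 to 3.40. For the narrower term defense response to Gram-positive bacterium 4 of the 6 genes tested passed, with a median difference of 1.31. Defense response is also listed among the downregulated genes, where 10 of 11 passed (median -1.17). The genes had been selected on the arrays that measured them.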

GO analysis of the *pqm-1* and CoCl_2_-dependent upregulated gene sets, which were analyzed for expression changes relative to wild-type animals and untreated controls using two-class SAM, revealed an enrichment for oxidation-reduction processes and the innate immune response (Supplementary Fig. 3a and Supplementary Data 3). 

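The paper's downregulated list from the same comparison holds 243 genes. Of these 236 were tested, 232 had a negative two-class difference, 155 of them past the threshold, and the median was -1.03 on the log2 scale. The supplement lists 10 of these genes under fatty acid metabolic process. All 10 passed, with differences from -2.32 to -0.82. Under glucuronosyltransferase activity 5 of 7 genes passed (median -1.22), and under transmembrane transporter activity 14 of 15 (median -1.68). Defense response is listed on this side too, with 10 of 11 genes past the threshold (median -1.17), and of the 26 genes under oxidation-reduction process 15 passed (median -0.91). The broader term small molecule metabolic process holds 25 genes, of which 21 passed, with a median of -1.25.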

The GO term “metabolism” is highly significant in the downregulated gene set (Supplementary Fig. 3b and Supplementary Data 3), with fatty acid metabolism, flavonoid-related processes, and transmembrane transport GO terms statistically enriched.

**Fig. 2:**
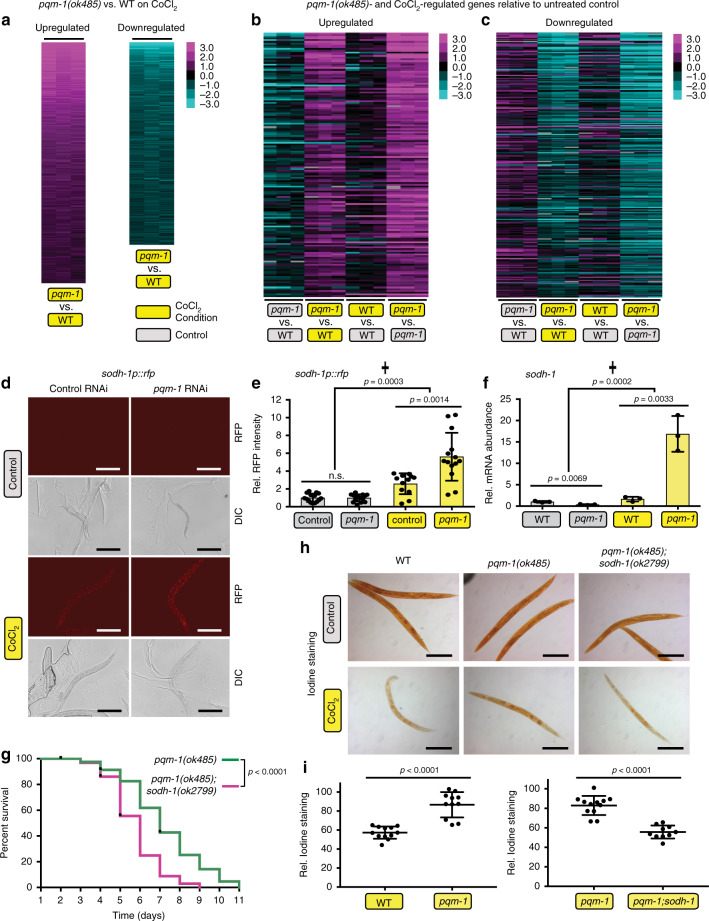
Glycogen metabolism is altered under hypoxia via PQM-1’s regulation of *sodh-1*. **a** One-class SAM analysis of gene expression changes in *pqm-1(ok485)* mutants +CoCl_2_ versus wild type (WT) +CoCl_2_ identified 1650 upregulated and 629 downregulated genes (Supplementary Data 2). **b**, **c** *pqm-1-* and CoCl_2_-dependent upregulated (**b**) and downregulated genes (**c**). Two-class SAM of *pqm-1(ok485)* +CoCl_2_ versus WT +CoCl_2_ compared to untreated *pqm-1(ok485)* versus untreated WT identified 152 upregulated and 243 downregulated genes (Supplementary Data 3). Heat maps depict individual genes (rows) ranked by SAM score (median FDR < 0.01), with columns representing individual microarrays (**a**–**c**). Animals were exposed to 5 mM CoCl_2_ for 6 h at early adulthood (**a**–**c**). **d** *sodh-1p::rfp* reporter activity after 20 h of 5 mM CoCl_2_ exposure at a late larval (L4) stage; **e** quantification of reporter activity in (**d**); empty-vector control (*n* = 15) and *pqm-1(ok485)* (*n* = 16) without CoCl_2_ (gray bars); empty-vector control (*n* = 12) and *pqm-1(ok485)* (*n* = 14) +CoCl_2_ (yellow bars); three independent experiments. **f** *pqm-1-* and CoCl_2_-dependent expression changes of endogenous *sodh-1* determined by RT-qPCR (*n* = 3 biological replicates) following 5 mM CoCl_2_ exposure for 6 h at early adulthood. Two-tailed *t*-test and Two-way ANOVA (✝) (**e**, **f**), mean ± SD, ns = not significant. **g** Survival analysis of *pqm-1(ok485)* (*n* = 67) and *pqm-1(ok485);sodh-1(ok2799)* mutants (*n* = 72) exposed to 5 mM CoCl_2_ at the L4 larval stage. Log-rank analysis (two-sided). Three independent experiments were performed. **h**, **i** Glycogen levels of worms  subjected to 5 mM CoCl_2_ followed by iodine vapor staining (**h**); **i** quantification of glycogen levels in (**h**); wild type (*n* = 12), *pqm-1(ok485)* (*n* = 11 [left in (**i**)], *n* = 12 [right in (**i**)]) and *pqm-1(ok485);sodh-1(ok2799)* mutants (*n* = 10). Scale bars: 200 µm (**d**, **h**). Two-tailed *t*-test, mean ± SD; three independent experiments.

Carbohydrate metabolism is critical for *C. elegans* survival under conditions where oxygen is limited^10,18–20^. *sodh-1/dod-11* was one of the top two-class SAM hits for upregulated genes in a *pqm-1(ok485)* mutant challenged with CoCl_2_ (Supplementary Fig. 3c and Supplementary Data 3). 

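*sodh-1* is measured by 2 probes. On the 3 arrays of *pqm-1(ok485)* against wild type with CoCl2 its log2 ratio was 2.21, 2.76 and 2.61, and on the 3 arrays without CoCl2 it was -1.31, -0.42 and -0.88. The two-class difference was 3.40 on the log2 scale (SE 0.24, adjusted p = 1.5e-05 from limma), the third largest positive difference of all genes past the threshold at 6 h and the sixth by its p. With each array of the comparison left out in turn the difference of *sodh-1* stayed between 3.18 and 3.62.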

Sorbitol dehydrogenase (SODH) enzymatic activity converts sorbitol, the sugar alcohol form of glucose, into fructose^21^. *sodh-1/dod-11* was previously identified as a downstream target of the IIS/DAF-16 pathway and is required for the long lifespan of *daf-2(lf*) mutants^14^; moreover, it is a key enzyme for starvation-induced aggregation of *C. elegans* and ethanol metabolism^22^ and is upregulated when worms are exposed to transient hypoxia^23^. The promotor region of *sodh-1/dod-11* contains two PQM-1 binding sites (DAEs) located within 1000 bp upstream of the translational start site, suggesting that it functions as a direct PQM-1 target gene^14,24^.

We confirmed the upregulation of *sodh-1/dod-11* observed in our two-class SAM using a fluorescent reporter: *sodh-1p::rfp* is induced when *pqm-1* was reduced by RNAi-mediated knock down in worms treated with CoCl_2_ (Fig. 2d, e). In addition, *sodh-1* endogenous transcript levels were upregulated in a *pqm-1(ok485)* mutant exposed to chemical hypoxia (Fig. 2f), suggesting that PQM-1 likely normally represses *sodh-1* expression. Reduction of *sodh-1* in *pqm-1(ok485)* mutants significantly reduced CoCl_2_ survival (Fig. 2g), indicating that *sodh-1* is necessary for *pqm-1’s* enhanced hypoxic survival.

The upstream regulatory region of *sodh-1/dod-11* is enriched for DAF-16 binding sites (DBEs) in addition to the two PQM-1 binding sites (DAEs)^14,24^. DAF-16 is required for *sodh-1* mediated transcriptional activation in *daf-2(lf)* mutants based on the *sodh-1p::rfp* fluorescent reporter^24^. Counter our expectations, however, we found that loss of *daf-16* increased the expression of the *sodh-1p::rfp* reporter in wild-type worms when IIS functions at normal physiological levels and in chemical hypoxia (Supplementary Fig. 3f–h). These data indicate that DAF-16 could act as a repressor along with PQM-1 to downregulate *sodh-1* expression in regular growth conditions or hypoxic stress.

Previous studies have demonstrated that sorbitol, the substrate of SODH-1, can be metabolized to glycogen in diapause eggs of insects (*Bombyx mori*) depending on the activity of SODH-1^25,26^. The ability to store carbohydrates such as glycogen correlates with increased survival of *C. elegans* in oxygen-deprived conditions^18,20^. To test the role of *pqm-1* and its downstream regulated target *sodh-1* in hypoxic carbohydrate metabolism, we measured glycogen levels. *pqm-1(ok485)* mutants maintain glycogen at higher levels than wild-type animals challenged with CoCl_2_, while *pqm-1(ok485);sodh-1(ok2799)* double mutants had reduced glycogen levels (Fig. 2h, i and Supplementary Fig. 3d, e), suggesting that *pqm-1’s* increased hypoxia survival is linked to its SODH-1-dependent increased glycogen levels.

### PQM-1 activity regulates lipid levels in hypoxia

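The lipid metabolism genes drawn in Fig. 3a were taken as fixed lists, 17 drawn as downregulated and 3 as upregulated. In the two-class comparison at 6 h, 13 of the 17 genes passed the threshold with a negative difference (16 adjusted over the list alone), and the median was -1.36 on the log2 scale (camera, adjusted p = 9.76e-53). All 3 genes drawn as upregulated passed with a positive difference, with a median of 1.40 (camera, adjusted p = 4.46e-11). The paper selected these genes on the same arrays, so that neither the counts within the list nor the set tests are independent evidence. In the other pair of comparisons at 6 h, on 6 other arrays, the median of the 17 genes was -1.29.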

The CoCl_2_-induced *pqm-1*-differentially-expressed gene list is enriched for lipid metabolism regulators. The downregulated genes included fatty acid elongases (*elo-2, -5, -6*, and *-9*), the stearoyl-CoA fatty acid desaturase *fat-7*, and enzymes predicted to function in fatty acid β-oxidation (*acdh-1*, *acdh-2, ech-7* and *-9*) (Fig. 3a, top), while upregulated genes included the fatty acid and retinoid-binding protein *far-7* and the acyl-CoA synthetases *asc-2* and *asc-17* (Fig. 3a, bottom). 

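Among the fatty acid elongases the two-class difference at 6 h was -2.32 on the log2 scale for *elo-2* (SE 0.18), -1.73 for *elo-6* (SE 0.20) and -1.69 for *elo-5* (SE 0.22), all past the threshold. For *elo-9* it was -0.16 (SE 0.098, adjusted p = 0.488 from limma), a small difference not past the threshold. With 1 array left out the value of *elo-9* lay between -0.18 and -0.14. The difference of *fat-7* was -1.64 (SE 0.14, adjusted p = 3.61e-05). For the enzymes of β-oxidation it was -1.57 for *ech-7* (SE 0.089), -1.36 for *acdh-1* (SE 0.15), -2.08 for *ech-9* (SE 0.40) and -1.21 for *acdh-2* (SE 0.23). The last 2 stood near the threshold, with adjusted p of 0.0082 for *ech-9* and 0.00867 for *acdh-2*. *ech-9* failed it when any 1 of the 6 arrays was left out, with differences of -2.27 to -1.803, and *acdh-2* when replicate 1 or 3 of the untreated comparison or any replicate with CoCl2 was left out. Upregulated were *far-7* by 1.62 (SE 0.17), *acs-2* by 1.40 (SE 0.23) and *acs-17* by 1.21 (SE 0.14). Of the 3 probes of *acdh-1*, 1 stood above background in neither strain with CoCl2, and of the 3 of *far-7*, 1 did so on only 1 untreated array. With the other pair of comparisons *ech-9* (-2.12) and *acdh-2* (-0.63) did not pass. Among 20 alternatives, single arrays left out included, *ech-9* lost its call under 10 and changed sign under 1. The latter was with the dyes of the source names. These also turned the signs of *fat-7*, *elo-2*, *elo-5*, *elo-6*, *acdh-1*, *acdh-2*, *ech-7*, *far-7* and *acs-17*. None of the calls in these sentences was kept when the arrays were only centered on their median; with only the arrays compared in the fit those of *acdh-2* and *acs-2* were lost, and with no filter on dim probes those of *acdh-2* and *ech-9*. The call of *acs-2* was also lost when replicate 1 or 2 of the untreated comparison, or replicate 2 or 3 with CoCl2, was left out.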

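The other genes of Fig. 3a drawn as downregulated had two-class differences of -1.96 for *dhs-25*, -1.36 for *sur-5*, -1.12 for *pcyt-1*, -1.03 for *oac-6* and -0.90 for *sptl-2* on the log2 scale, past the threshold. The calls of *pcyt-1*, *oac-6* and *sptl-2* were lost without some single arrays, with differences no nearer to 0 than -0.998 for *pcyt-1*, -0.84 for *oac-6* and -0.79 for *sptl-2*. The other pair of comparisons did not pass for *pcyt-1* (-0.90) and *sptl-2* (-0.62). Centering on the median took the calls of all 5 genes, the fit of only the arrays compared those of *pcyt-1* and *oac-6*, and the slide as a block that of *oac-6*. Among 20 alternatives, single arrays left out included, the call of *oac-6* was lost under 8 and that of *sptl-2* under 9. The sign of *oac-6* turned under 1 more, the dyes of the source names, which also turned those of *dhs-25* and *sur-5*. The differences of *oac-20* (-1.40, adjusted p = 0.0137 from limma), *acs-1* (-0.67, adjusted p = 0.018) and *dhs-7* (-0.64, adjusted p = 0.0479) were negative and not past the threshold.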

Oil Red O (ORO) staining, which detects neutral triglycerides and lipids, revealed no significant differences between wild type and *pqm-1* mutants under control conditions (Fig. 3b–c, top), but CoCl_2_ treatment for 44 h induced fat loss relative to untreated controls (Fig. 3b, d, left); this lipid loss was significantly more pronounced in *pqm-1(ok485)* mutants challenged with CoCl_2_ (Fig. 3b, d, right), suggesting that PQM-1 normally acts as a positive regulator of lipid level maintenance. Similarly, *pqm-1* mutants exposed to 0.4% O_2_ (hypoxia) for 44 h exhibited a significant reduction in fat levels compared to hypoxic wild-type animals (Fig. 3e, f), confirming that CoCl_2_ conditions mimic true hypoxia for fat metabolism. An additional, PQM-1-independent mechanism might be implicated in maintaining hypoxic fat mass, as wild-type animals also lose fat when challenged with the hypoxia mimetic. In some individual hypoxic *pqm-1(ok485)* animals, lipid levels were strongly depleted in the intestinal tissue (Fig. 3e), and fat was only detected in the eggs located in the uterus of *pqm-1(ok485)* mutants. These results suggest that PQM-1 acts as an essential intestinal metabolic regulator, promoting lipid levels under oxygen depletion.

**Fig. 3:**
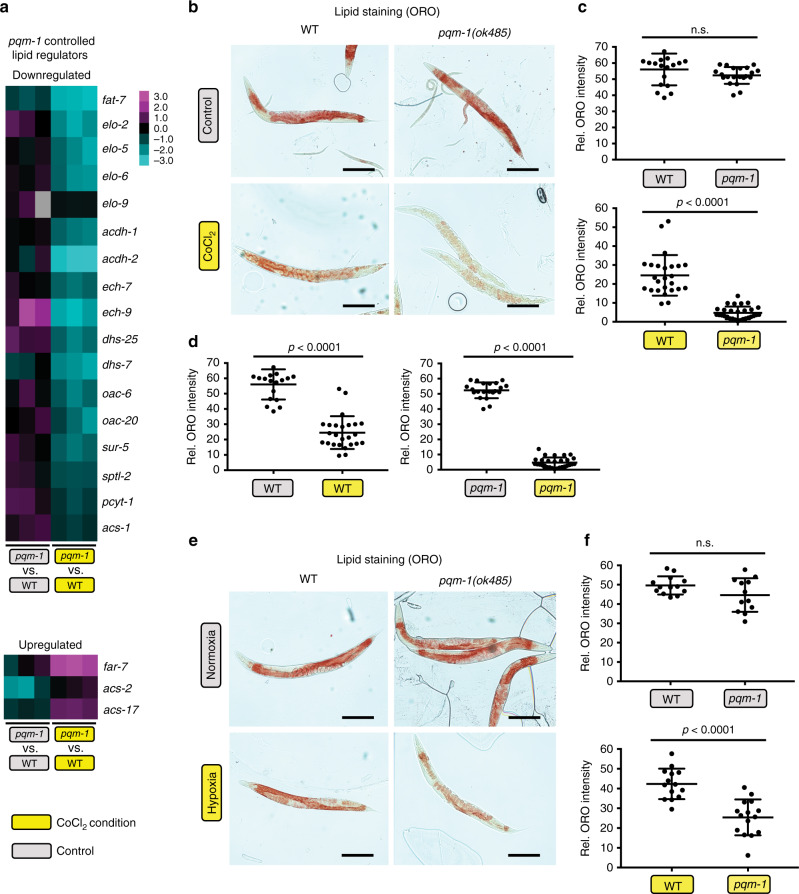
PQM-1 controls expression of lipid regulators and positively regulates hypoxic fat levels. **a** Expression based analysis of *pqm-1*-dependent regulators implicated in hypoxic lipid metabolism. Two-class SAM (*pqm-1(ok485)* +CoCl_2_ versus WT +CoCl_2_ compared to *pqm-1(ok485)* −CoCl_2_ versus WT −CoCl_2_) identified downregulated (top) and upregulated (bottom) lipid regulators. **b**–**f** Oil Red O-based lipid staining of animals subjected to control conditions, chemical hypoxia (2.5 mM CoCl_2_, **b**–**d**), and real hypoxia (0.4% oxygen, **e**, **f**) at the early day-1 of adulthood stage for 44 h followed by Oil Red O-based lipid staining (**b**, **e**) and whole worm quantification of fat levels (**c**, **d**, **f**). Animals were synchronized at the L4 larval stage for adult analyses. Two-tailed *t*-test, mean ± SD, **c**, **d**) WT (N2) (*n* = 18) and *pqm-1(ok485)* (*n* = 21) in control condition; WT (N2) (*n* = 25) and *pqm-1(ok485)* (*n* = 29) in CoCl_2_ condition. **f** WT (N2) (*n* = 13) and *pqm-1(ok485)* (*n* = 12) in control condition; WT (N2) (*n* = 14) and *pqm-1(ok485)* (*n* = 15) in hypoxic condition; ns = not significant; scale bars: 200 µm (**b**, **e**). Four (**b**–**d**) and two (**e**, **f**) independent experiments were performed.

### FAT-7 functions as a downstream PQM-1 target in hypoxic lipid metabolism

The stearoyl-CoA desaturase *fat-*7 was the most significantly downregulated lipid regulator upon exposure to chemical hypoxia (Supplementary Fig. 4a and Supplementary Data 4). This suggests that *fat-7* is an essential transcriptional target of PQM-1 and that reduction of *fat-7* might be important for *pqm-1(ok485)*-mediated hypoxic fat loss and subsequent survival. 

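In the two-class comparison at 20 h, set between *pqm-1(ok485)* with and without CoCl2 and wild type with and without CoCl2, 2049 of 23044 genes passed the threshold, 1879 with a positive and 170 with a negative difference. The largest positive differences were those of T19C9.8 (3.32), *dod-3* (3.20), R12E2.14 (3.15), F41F3.3 (3.11) and F53F1.4 (2.96), and the largest negative ones besides those of *ins-19* and *nspe-7* were those of *hrg-2* (-3.09), C08F11.12 (-2.70) and Y45F10C.2 (-2.68). The 1 probe of F41F3.3 was saturated in *pqm-1(ok485)* with CoCl2 on 3 of 3 arrays, which limits its difference. The call of F53F1.4 was lost with the slide as a block. The sizes for *ins-19* and *nspe-7* are not measured: each of the 5 probes of *ins-19* stood above background in *pqm-1(ok485)* on 0 arrays without CoCl2 and on 1 with it, and the 1 probe of *nspe-7* in wild type on 0 without and 1 with CoCl2. The 1 probe of *fat-7* fell with CoCl2 for 20 h in both strains, with a log2 ratio of -2.76 ± 0.52 (SD, n = 3 arrays) in wild type and -4.01 ± 0.78 (SD, n = 3 arrays) in *pqm-1(ok485)*. The two-class difference of *fat-7* was -1.25 (SE 0.36, adjusted p = 0.0337 from limma). It did not pass the threshold, except when replicate 3 of *pqm-1(ok485)* with CoCl2 against untreated *pqm-1(ok485)* was left out (-1.67), in the loop model (-1.36) and with the scanner software's ratios and the series table (-2.14). It was the lowest value among the 20 genes of Fig. 3a. In the direct comparison with CoCl2, *fat-7* was lower in *pqm-1(ok485)* by a log2 ratio of -2.13 (SE 0.25, adjusted p = 3.11e-05), again the lowest of these genes.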

FAT-7 is a stearoyl-CoA desaturase that catalyzes a critical rate-limiting step in fatty acid biosynthesis, desaturating stearate [CH_3_(CH2)_16_COO^−^] to mono-unsaturated oleate [CH_3_(CH_2_)_7_CH=CH(CH_2_)_7_COO^−^], which requires oxygen as an electron acceptor (Supplementary Fig. 4b). To verify our transcriptional results, we examined the expression of a *fat-7p::fat-7::gfp* translational reporter^27^ in *pqm-1* mutants, and found that fluorescence is significantly reduced in chemical hypoxia (Fig. 4a, b). Quantification of endogenous *fat-7* transcript levels revealed a downregulation of *fat-7* in *pqm-1* mutants after 6 h of CoCl_2_ exposure (Supplementary Fig. 4c). The reduction of *fat-7* transcript level was more pronounced after 20 h of chemical hypoxia (Fig. 4c), although already wild-type worms exposed to CoCl_2_ displayed a slight *fat-7* downregulation under these conditions, indicating that other regulators in addition to PQM-1 control *fat-7* expression in chemical hypoxia. Together, these data point to an important role of PQM-1 in *fat-7* transcriptional regulation in hypoxic conditions.

**Fig. 4:**
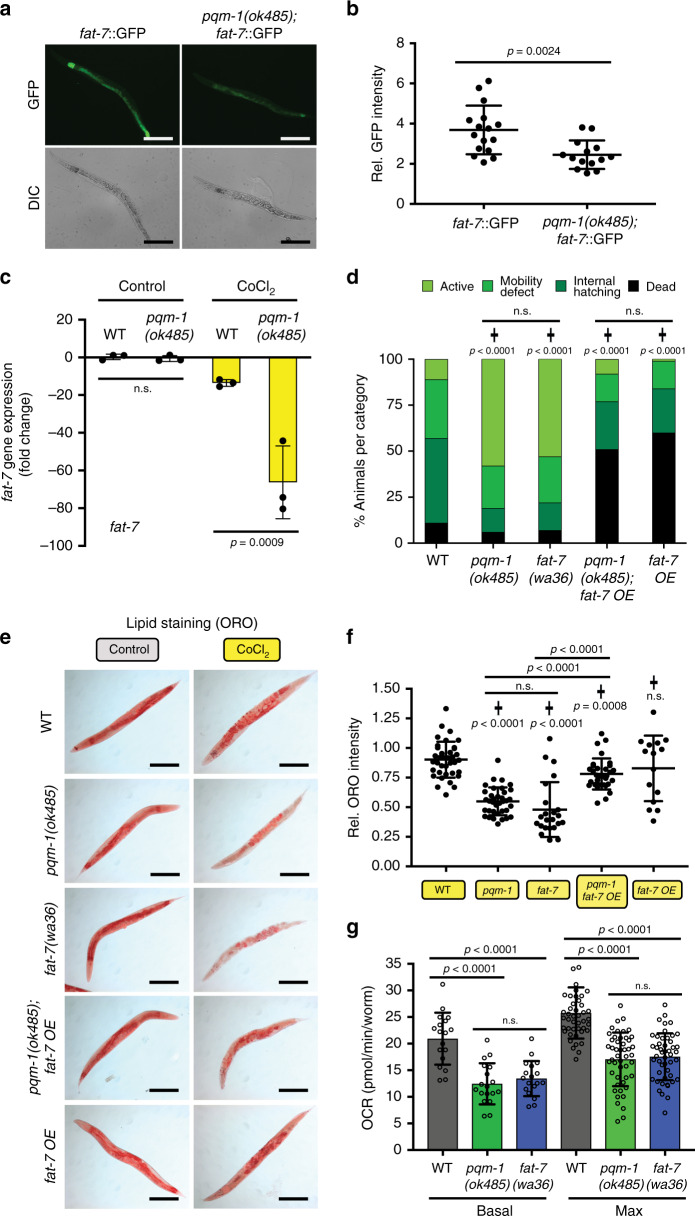
FAT-7 functions as a downstream PQM-1 target regulating hypoxic fat levels, oxygen consumption rates, and survival. **a**, **b** PQM-1 positively regulates *fat-7* expression in hypoxic conditions based on a *fat-7p*::*fat-7*::GFP translational reporter (**a**) and its quantification (**b**); *fat-7*::GFP (*n* = 16), *pqm-1(ok485);fat-7*::GFP (*n* = 14). Animals were exposed to 5 mM CoCl_2_ at a late larval (L4) stage for 24 h. Three independent experiments. **c** *pqm-1-* and CoCl_2_-dependent regulation of endogenous *fat-7* determined by RT-qPCR (*n* = 3 biological replicates) following 5 mM CoCl_2_ exposure for 20 h at early adulthood. Two-tailed *t*-test (**b**, **c**), mean ± SD, ns = not significant. **d** Survival and matricide analysis of indicated *C. elegans* strains exposed to 5 mM CoCl_2_ at the early adulthood stage (early day-1 of adulthood stage) for 50 h. (✝) indicates mutant versus wild type strain, Chi-square analysis; WT (N2) (*n* = 136), *pqm-1(ok485)* (*n* = 87), *fat-7(wa36)* (*n* = 76)*, pqm-1(ok485);fat-7* OE (*n* = 61), *fat-7* OE (*n* = 62); three independent experiments. **e** Oil Red O-based lipid staining of animals subjected to control and chemical hypoxia conditions. Animals were exposed to 2.5 mM CoCl_2_ at the early day-1 of adulthood stage for 44 h followed by Oil Red O staining (**e**) and whole worm quantification of fat levels (**f**). Quantification values were normalized to the mean value of WT control without CoCl_2_ (Supplementary Fig. 4e). WT (*n* = 37), *pqm-1(ok485)* (*n* = 36), *fat-7(wa36)* (*n* = 23)*, pqm-1(ok485);fat-7* OE (*n* = 32), *fat-7* OE (*n* = 15); scale bars: 200 µm (**a**, **e**); three independent experiments. **g** Measurement of oxygen consumption rates. The uncoupler FCCP was injected twice (10 µM each injection) to obtain maximal oxygen consumption rates. For each strain six biological repeats, each consisting of approximately 20–25 worms, have been repeatedly measured to obtain OCR values (source data file). Three independent experiments were performed. Two-tailed *t*-test (**f**, **g**), mean ± SD, (✝) indicates mutant versus wild type strain (**f**); ns = not significant. Animals were synchronized at the L4 larval stage for adult analyses.

We tested the survival of the *fat-7(wa36)* loss-of-function mutant under CoCl_2_ conditions, and found that *fat-7* mutants displayed a moderate increase in survival when exposed to CoCl_2_ at a late larval (L4) stage (Supplementary Fig. 4d). When challenged with CoCl_2_ at the early adulthood stage, which promotes matricide in wild-type worms, *fat-7* loss-of-function mutants largely phenocopied the beneficial effect of *pqm-1* ablation in hypoxic survival (Fig. 4d). After 50 h of CoCl_2_ treatment, approximately half of *fat-7* mutants were still actively crawling on plates, which was similar to the mobility of *pqm-1(ok485)* animals under chemical hypoxia, and strikingly different from the immobility that wild-type animals display under these conditions (Fig. 4d). By contrast, reintroducing *fat-7* activity into a *pqm-1* loss-of-function mutant by overexpressing a *fat-7p::fat-7::gfp* translational reporter (“*fat-7 OE*”) completely reversed the beneficial effects of a *pqm-1(ok485)* mutant on hypoxic mobility and survival (Fig. 4d). Overexpression of FAT-7 in wild-type and *pqm-1* CoCl_2_-treated worms also caused high rates of matricide and death.

Next, we asked what role FAT-7 plays in lipid regulation under hypoxic conditions. *fat-7(wa36)* mutants under normoxia did not display decreased fat levels relative to wild-type animals (Fig. 4e and Supplementary Fig. 4e), but lack of *fat-7* activity in chemical hypoxia caused a reduction of lipid levels, similar to those observed in *pqm-1(ok485)* mutants (Fig. 4e, f). To determine whether the lipid-loss phenotype of *pqm-1* mutants is primarily caused by a downregulation of fatty acid synthesis through decreased *fat-7* expression, we performed a rescue experiment by re-expressing *fat-7* under its own promoter (*fat-7p::fat-7::gfp* translational reporter) and measuring lipid levels. Expression of *fat-7* largely restored lipid levels of *pqm-1* mutants exposed to the hypoxia mimetic (Fig. 4e, f), but did not significantly change lipid levels in *pqm-1* mutants relative to wild type animals under control conditions (Fig. 4e and Supplementary Fig. 4e). Thus, *pqm-1* partially controls hypoxic lipid levels through *fat-7*-mediated lipid biosynthesis.

As PQM-1 was initially identified as a transcriptional regulator downstream of IIS^15^, we analyzed whether PQM-1 controls hypoxic fat levels in the Insulin/IGF-1 receptor mutant *daf-2(e1370)*. Loss of *pqm-1* did not reduce fat levels of *daf-2(e1370)* mutants exposed to CoCl_2_ as it was observed for *pqm-1* mutants versus wild-type worms (Supplementary Fig. 4g). Both *daf-2(e1370)* and *pqm-1(ok485);daf-2(e1370)* mutants displayed increased amount of lipids relative to wild-type animals in control conditions and chemical hypoxia (Supplementary Fig. 4f, g). *pqm-1(ok485);daf-2(e1370)* mutants survive longer than *daf-2(e1370)* animals in hypoxic stress (Fig. 1a), but do not seem to reduce hypoxic lipid levels as *pqm-1(ok485)* versus wild-type worms. Thus, it is likely that processes in addition to fat metabolism might contribute to *pqm-1* loss-of-function mediated survival extension when IIS is compromised.

Next, we tested whether IIS regulates *fat-7* expression, and found that *fat-7p::fat-7::gfp* levels were suppressed in a *daf-2(e1370)* mutant compared to wild-type worms under control conditions (Supplementary Fig. 4h, i). Loss of *daf-16* function resulted in an increase of the *fat-7p::fat-7::gfp* reporter signal in *daf-2* mutants in both control and CoCl_2_ conditions (Supplementary Fig. 4h–j), indicating that DAF-16 activity (either directly or indirectly via PQM-1) represses *fat-7* when IIS is downregulated. A similar reporter de-repression was detected in wild-type worms on *daf-16* RNAi and CoCl_2_ versus wild-type control worms exposed to CoCl_2_. Loss of *pqm-1* in a *daf-2(e1370)* mutant increased the *fat-7p::fat-7::gfp* reporter activity (Supplementary Fig. 4h–j), indicating that *pqm-1* may mediate repression of *fat-7* expression when IIS is downregulated. In summary, our data suggest a *fat-7*-independent mechanism might promote elevated lipid levels in *daf-2* mutants, as DAF-16 represses *fat-7* transcription when IIS is reduced. An additional delta-9 desaturase, the palmitoyl-CoA desaturase *fat-5*, is involved in lipid biosynthesis of *daf-2* mutants^28^, which may provide an alternative mechanism for the maintenance of fat levels when IIS is compromised.

### *fat-7* mutants mimic *pqm-1* mutant reduction of oxygen consumption rates

We hypothesized that animals that survive in low oxygen conditions might do so by reducing their oxygen metabolism. We measured the basal and maximum oxygen consumption rates (OCR) of wild-type and *pqm-1* worms, and found that loss of *pqm-1* diminished both the basal and the maximal OCR (Fig. 4g). We then found that *fat-7(wa36)* loss-of-function mutants reduced oxygen consumption to levels comparable to *pqm-1(ok485)* mutants (Fig. 4g). Re-expressing *fat-7* in a *pqm-1(ok485)* mutant partially restored the basal OCR (Supplementary Fig. 4k). These data indicate that changes in *fat-7* expression affect oxygen consumption in worms. Together, our data suggest that *pqm-1* mutants metabolize oxygen at lower rates due to decreased FAT-7 levels, which, in turn, may decrease the negative impact of low oxygen conditions on the worms. *fat-7* appears to be an important target downstream of PQM-1 in the hypoxic response and in *pqm-1’s* oxygen utilization.

### PQM-1 promotes progeny formation and survival in hypoxic stress

Our findings suggested that normal PQM-1 activity is detrimental for hermaphrodites exposed to hypoxic stress through its promotion of fat metabolism and subsequent reduction of survival. Previously, trade-offs between somatic survival and progeny production have been linked to reallocation of lipid stores from the soma to the germline during nutrient and oxidative stress^29^. Therefore, we investigated PQM-1’s effect on progeny survival and their supply of lipids under hypoxic conditions.

To study the effect of hypoxia on progeny development, we examined the formation of embryos in the uterus of hermaphrodites exposed to CoCl_2_. Usually *C. elegans* lays eggs that have developed to the gastrula stage, but chemical hypoxia caused an egg-laying defect, in utero retention of embryos that had developed further than normoxic control embryos (Fig. 5a, b). Moreover, hypoxic wild-type animals contained substantial amounts of lipid that appeared to reallocate to the progeny (Fig. 5b). By contrast, hypoxic *pqm-1* mutants contained less fat, embryos in the uterus were found largely at earlier developmental stages, and the mutants displayed less internal hatching compared to wild-type hypoxic hermaphrodites (Fig. 5a, b).

**Fig. 5:**
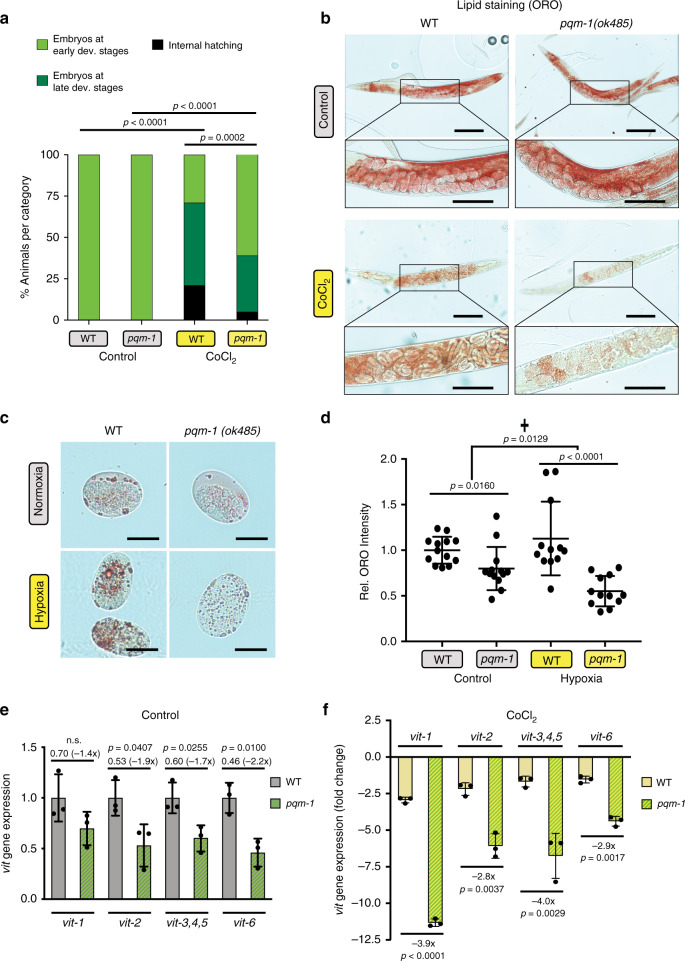
PQM-1 activity regulates vitellogenin expression and lipid content of progeny in hypoxic stress. **a** Quantification of matricide and embryonal stages in the uterus of hermaphrodites from ORO stained animals in (**b**). WT (N2) (*n* = 69) and *pqm-1(ok485)* (*n* = 77) in control condition; WT (N2) (*n* = 70) and *pqm-1(ok485)* (*n* = 65) in CoCl_2_ condition; Chi-square analysis was performed; three independent experiments. **b** Oil Red O-based lipid staining displaying progeny in parental hermaphrodites. Parental hermaphrodites were Oil Red O stained at the day-1 of adulthood stage (control). CoCl_2_ challenged hermaphrodites were exposed to 2.5 mM CoCl_2_ at the day-1 of adulthood stage for 44 h followed by Oil Red O staining. Animals were synchronized at the L4 larval stage for adult analyses. Scale bars: 200 µm, in inset: 100 µm. **c**, **d** Lipid content of eggs (**c**) dissected from Oil Red O stained hermaphrodites challenged with 0.4% oxygen for 44 h and quantification of fat levels in eggs (**d**). WT (N2) eggs (*n* = 13) and *pqm-1(ok485)* eggs (*n* = 13) in control condition; WT (N2) eggs (*n* = 12) and *pqm-1(ok485)* eggs (*n* = 12) in hypoxic condition; scale bars: 25 µm. Two-tailed *t*-test, Two-way ANOVA (✝), mean ± SD, three independent experiments. **e**, **f** *pqm-1-* and CoCl_2_-dependent regulation of endogenous vitellogenins determined by RT-qPCR (*n* = 3 biological replicates) for control condition (**e**) and condition of 5 mM CoCl_2_ exposure (**f**). Reduction of *vit* gene expression in *pqm-1* mutants relative to WT is indicated below the *p*-value and the corresponding fold change value is displayed in brackets (**e**). Quantification values were normalized to mean value of WT control without CoCl_2_ (**e**, **f**). Animals were exposed to 5 mM CoCl_2_ for 6 h at early adulthood. Two-tailed *t*-test (**e**, **f**), mean ± SD, ns = not significant.

To examine the lipid levels in embryos, we quantified ORO staining of eggs in hermaphrodites challenged with the real hypoxia and the hypoxia mimetic (Fig. 5c, d and Supplementary Fig. 5a, b). Eggs dissected out of *pqm-1* mutants contained significantly less fat than embryos of wild-type animals, both in control conditions and when exposed to CoCl_2_ (Supplementary Fig. 5a, b). When eggs were dissected out of ORO-stained hermaphrodites challenged with hypoxia, the lipid content of embryos originating from *pqm-1* mutants was diminished relative to hypoxia-treated wild-type embryos (Fig. 5c, d). Our data suggest that PQM-1 activity enhances lipid accumulation in embryos in both control and hypoxic environments.

Lipids are transported from the *C. elegans* intestine to its developing oocytes by vitellogenins, which are precursor proteins of egg yolk^30^. Vitellogenins are taken up by oocytes through receptor-mediated endocytosis^31^, and are present in developing embryos to promote their survival under stress conditions such as starvation^32,33^. Our microarray data revealed a transcriptional downregulation of vitellogenins in *pqm-1* mutants exposed to CoCl_2_ (Supplementary Fig. 5c, condition 4 in heatmap, Supplementary Data 2). 

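Of the vitellogenin genes *vit-1*, *vit-2*, *vit-4*, *vit-5* and *vit-6* were measured; no probe was matched to *vit-3*. With CoCl2 for 6 h all 5 were lower in *pqm-1(ok485)* than in wild type, with log2 ratios of -1.92 ± 0.13 for *vit-1*, -1.37 ± 0.29 for *vit-2*, -1.81 ± 0.11 for *vit-4*, -1.81 ± 0.17 for *vit-5* and -1.21 ± 0.16 for *vit-6* (SD, n = 3 arrays each). The largest adjusted p of the 5 was 2.3e-05 (limma, *vit-1*). With CoCl2 for 20 h the log2 ratios were -2.01 ± 0.99 for *vit-2*, -2.38 ± 1.10 for *vit-4*, -2.02 ± 0.77 for *vit-5* and -1.93 ± 0.92 for *vit-6* (SD, n = 3 arrays each), all past the threshold. In wild type with CoCl2 at 20 h, 1 probe each of *vit-2* and *vit-5* was saturated on 3 arrays and 1 probe of *vit-4* on 2. The probes of *vit-2* and *vit-5* were also saturated in *pqm-1(ok485)* on 1 of these arrays, where their ratio is neither exact nor a bound; on the others saturation limits the falls. For *vit-1* the ratio at 20 h was -0.31 ± 0.57 (SD, n = 3 arrays; adjusted p = 0.461 from limma), within the spread between replicates. Without CoCl2 in the 6 h set, *vit-2*, *vit-4*, *vit-5* and *vit-6* were also lower in *pqm-1(ok485)*, with log2 ratios of -0.73, -0.80, -0.80 and -0.76. The two-class difference at 6 h passed the threshold for *vit-1* (-1.68) and *vit-4* (-1.002) and, adjusted over the list alone, for 5 of 5, which is not independent evidence where the genes were chosen on these arrays. From the lower vitellogenin expression in mutants under hypoxic stress the paper concludes that PQM-1 normally raises these genes under such stress. It also draws on RT-qPCR and on VIT-2::GFP in embryos.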

A *pqm-1-* and CoCl_2_-dependent regulation of vitellogenins was further validated by quantifying endogenous vitellogenin transcript levels. *pqm-1* loss moderately downregulated vitellogenin expression relative to wild type in control condition (Fig. 5e). Vitellogenin expression was already slightly decreased in wild-type animals treated with CoCl_2_ for 6 h (Fig. 5f), however, a downregulation was more pronounced in CoCl_2_-exposed *pqm-1* mutants for certain vitellogenins such as *vit-1* and *vit-3,4,5*.

Our data point to an important role of PQM-1 in promoting vitellogenin expression in hypoxic stress environments, but the data also suggest that additional vitellogenin regulators could contribute. The transcription factors UNC-62 and CEH-60 co-regulate vitellogenin expression through binding to the promotor regions of vitellogenins^34^. To test whether these transcription factors additively regulate vitellogenin gene expression, we treated wild type and *pqm-1* mutants with either *unc-62* or *ceh-60* RNAi. *vit* gene expression in *pqm-1* mutants was not affected by reduction of either TF in control conditions (Supplementary Fig. 5d, f), or by loss of *unc-62* in CoCl_2_ exposure (Supplementary Fig. 5e), but reduction of *ceh-60* in *pqm-1* mutants slightly abrogated this change in *vit* expression under CoCl_2_ conditions (Supplementary Fig. 5g). ChIP-Seq data indicate that PQM-1 binds to upstream regulatory regions of *ceh-60*^34^. Although *ceh-60* transcript levels were upregulated in chemical hypoxia, loss of *pqm-1* function in hypoxia did not compromise *ceh-60* expression relative to wild-type hypoxic animals (Supplementary Fig. 6a). However, *unc-62* transcript levels decreased in *pqm-1* mutants under hypoxic stress (Supplementary Fig. 6b).

To further address whether *pqm-1* is required for vitellogenin expression in chemical hypoxia, we analyzed its effect on vitellogenin in developing embryos. We found that vitellogenin content was diminished (as shown by VIT-2::GFP translational fusion protein) in *pqm-1* embryos relative to wild-type embryos (Fig. 6a, b). VIT-2::GFP was already reduced in CoCl_2_-treated wild-type embryos compared to control conditions, but this downregulation was more pronounced in *pqm-1* mutants (Supplementary Fig. 6c). An *rme-4* mutant, which is deficient for vitellogenin uptake due to its reduced accumulation of the vitellogenin receptor on developing oocytes plasma membranes^35^, still maintained high levels of VIT-2::GFP, but excluded from the eggs (Fig. 6a, b and Supplementary Fig. 6c). Thus, vitellogenins are usually absorbed by oocytes, resulting in a depletion of the vitellogenin pool in hermaphrodites due to their downregulation under hypoxic stress. Our data suggest that PQM-1 positively regulates vitellogenin expression and promotes lipid reallocation to the progeny in hypoxic stress conditions.

**Fig. 6:**
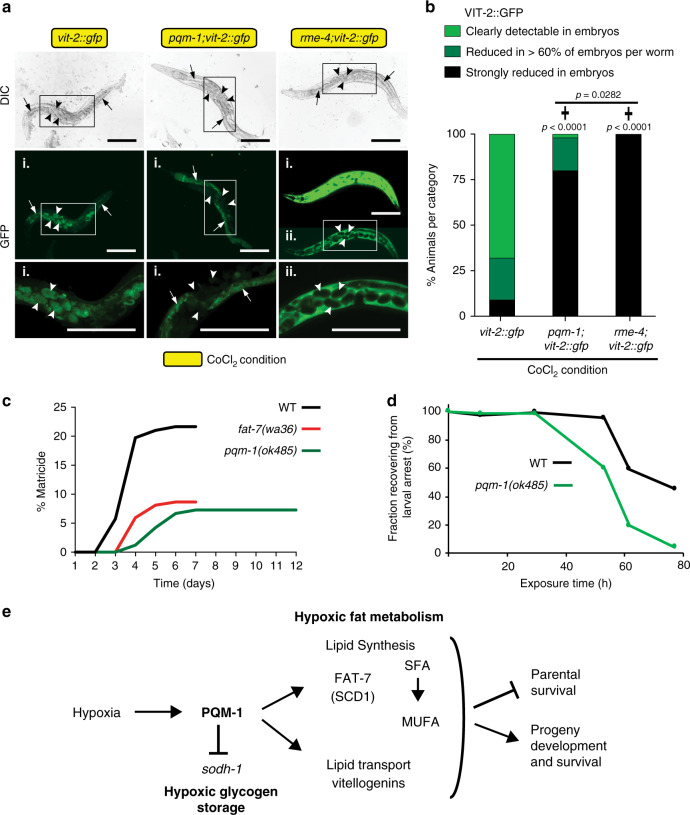
PQM-1 activity promotes vitellogenesis, matricide and progeny survival in hypoxic stress. **a**, **b** Effect of *pqm-1* loss on VIT-2::GFP levels in embryos (**a**) and quantification of VIT-2::GFP localization in embryos (**b**). Animals were synchronized at the L4 larval stage and exposed to 5 mM CoCl_2_ at the day 1 of adulthood stage for 24 h. i and ii indicate long and short exposure times, respectively. Arrows point to intestine; arrowheads point to embryos; scale bars: 200 µm. *vit-2::gfp* (*n* = 53), *pqm-1(ok485);vit-2::gfp* (*n* = 51), *rme-4(b1001);vit-2::gfp* (*n* = 32). Chi-square analysis was performed. (✝) Indicates mutant versus wild type *vit-2::gfp* expressing strain, three independent experiments. **c** Matricide analysis of *C. elegans* strains exposed to 5 mM CoCl_2_ at the L4 larval stage. WT (*n* = 157), *pqm-1(ok485)* (*n* = 165), *fat-7(wa36)* (*n* = 185). **d** Survival analysis of progeny originating from CoCl_2_ exposed hermaphrodites. The ability to exit and survive a developmental arrest caused by CoCl_2_ was analyzed after transferring arrested larvae to regular culture conditions. Chi-square analysis (**c**, **d**); **c** *p*-values for *pqm-1(ok485)* versus WT matricide timepoints: day 3 (*p* = 0.0018), day 4, day 5 (*p* < 0.0001), day 6 (*p* = 0.0001), day 7 (*p* = 0.0002); *fat-7(wa36)* versus WT: day 3 *(p* = 0.0010), day 4 (*p* = 0.0001), day 5 (*p* = 0.0006), day 6 (*p* = 0.0007), day 7 (*p* = 0.0007). **d** *p*-values for *pqm-1(ok485)* versus WT survival timepoints: 11 h, 30 h (ns = not significant), 53 h, 62 h, 77 h (*p* < 0.0001). Three independent experiments (**c**, **d**). **e** Model for PQM-1 as a regulator of hypoxic lipid and glycogen metabolism and survival. PQM-1 activity limits parental survival through promoting lipid biosynthesis via expression of the Δ9 stearoyl-CoA desaturase FAT-7 (SCD1 ortholog) and through positively regulating lipid transport via vitellogenin expression. Fat synthesis and transport support progeny formation and their survival in hypoxic stress conditions. PQM-1 activity represses sorbitol dehydrogenase (*sodh-1*) expression affecting hypoxic glycogen storage. SFA, saturated fatty acid: stearic acid [CH_3_(CH2)_16_COOH]; MUFA, mono-unsaturated fatty acid: oleic acid [CH_3_(CH_2_)_7_CH=CH(CH_2_)_7_COOH].

Internal hatching of progeny in *C. elegans*, also known as “matricide,” has been proposed to be an adaptive response to stress or starvation^36^, enabling the parent to provide nutrients for larval development^29^ at the cost of the mother’s life. To assess the role of matricide in hypoxic survival, we determined the fraction of CoCl_2_-treated worms displaying internal hatching. *pqm-1* mutants reduced the occurrence of matricide relative to wild-type worms (Fig. 6c). Similarly, *fat-7* mutants showed reduced internal hatching under hypoxic stress (Fig. 6c). Together, these data suggest that the conversion of saturated fatty acids (SFAs) to mono-unsaturated fatty acids (MUFAs) during lipid biosynthesis is required to promote egg and progeny production in hypoxic stress.

Worms displaying intrauterine hatching were censored in CoCl_2_ based survival assays. To exclude the possibility that undetected matricide during the assay could contribute to survival effects, we treated worms with fluorodeoxyuridine (FUDR), an inhibitor of DNA synthesis, which suppresses internal hatching of progeny; *pqm-1(ok485)* mutants exposed to FUDR survived better than FUDR treated wild-type animals (Supplementary Fig. 6d). Therefore, these differences in survival are not due to reduction of matricide by *pqm-1* loss.

To address whether PQM-1 is also required for progeny function under hypoxia, we analyzed the ability of progeny of treated mothers to survive and recover from chemical hypoxia. Wild-type *C. elegans* larvae hatched from eggs that are laid by CoCl_2_-exposed hermaphrodites arrest as L1s if maintained on CoCl_2_. These L1-arrested progeny recover and develop into reproductive adults when they are transferred to regular culture conditions (Fig. 6d). However, progeny of CoCl_2_-treated *pqm-1* mothers are impaired in their ability to exit L1 larval arrest (Fig. 6d) and subsequently die, indicating that PQM-1 activity is essential for wild-type progeny to survive under hypoxic stress and subsequent recovery. Taken together, our results point to a balancing role for PQM-1 in hypoxic conditions, promoting progeny survival at the cost of somatic integrity of the parental generation (Fig. 6e).

## Discussion

Here we have found that the zinc finger transcription factor PQM-1 is a regulator of lipid metabolism and subsequent survival in hypoxic conditions, affecting both parental and progeny survival. Organisms metabolize energy sources through the process of respiration, and fatty acids and carbohydrates are the major energetic substrates for ATP production. The volume of oxygen consumed, and the volume of carbon dioxide produced (the “respiratory quotient”) depends on the fuel source. Molecules that are less oxidized, such as fatty acids, require more oxygen to be metabolized to CO_2_ and H_2_O than do fuel sources that are more oxidized, such as carbohydrates. Although lipid oxidation provides more ATP than carbohydrates, it also requires more oxygen per mole of ATP synthesized^37^. Therefore, glycolysis, especially anaerobic glycolysis, is an oxygen-saving but less effective process for energy production, in contrast to lipid catabolism, which consumes oxygen through oxidation of lipids in mitochondria^37^. When oxygen is abundant, fat metabolism is highly efficient and is thus the preferred catabolic pathway, but in hypoxic conditions, the relatively high rate of oxygen consumption can have deleterious effects on a tissue or an organism. Glycogen is the primary energy source for *C. elegans* in anoxia^18^.

We found that *pqm-1(ok485)* mutants maintain higher glycogen levels under chemical hypoxia conditions. Reduction of sorbitol dehydrogenase-1 (*sodh-1*), which is strongly upregulated in the absence of *pqm-1*, diminished the elevated glycogen content of *pqm-1(ok485)* mutants. SODH-1 enzymatic activity converts sorbitol, the sugar alcohol form of glucose, into fructose^21^. Sorbitol is metabolized to glycogen in diapause eggs of insects (*Bombyx mori*) depending on the state of the diapause^25^. SODH-1 activity is upregulated at the termination of diapause and metabolizes sorbitol to fructose, which is further converted to glycogen^25,26,38^. We anticipate that a similar sorbitol-to-glycogen metabolic pathway functions in *C. elegans*. Our data indicate that loss of *pqm-1* and thus elevated *sodh-1* expression is associated with increased glycogen storage, while loss of *pqm-1* resulted in a reduction of *fat-7* desaturase expression and diminished lipid levels under hypoxic stress.

The enzymatic reaction that FAT-7 carries out, desaturation of stearic acid to oleic acid, requires molecular oxygen^39^, and our data suggest that basal and maximal oxygen consumption rates are decreased in both *pqm-1* and *fat-7* mutants. A functional link between the desaturation of lipids and respiration has been previously established in plants^40^, through a deficiency in an ω−6-oleate desaturase, which regulates lipid metabolism and respiration. Similarly, we found that basal and maximal oxygen consumption rates are decreased in both *pqm-1* and *fat-7* mutants. Our data suggest that PQM-1 might act as a metabolic gatekeeper in hypoxia, repressing *sodh-1* expression and glycogen levels, while promoting the expression of the stearoyl-CoA desaturase FAT-7. FAT-7 activity, in turn, regulates lipid biosynthesis and lipid desaturation, which is required for respiratory activity and oxygen consumption.

The suppression of lipid metabolism in a hypoxic tissue that largely relies on carbohydrates (glucose) as an energy source is demonstrated during cardiac development^41^. The developing embryonic heart is exposed to hypoxic conditions, but is highly protected against hypoxic stress through the reduction of lipid metabolic processes^42^. Downregulation of fat metabolism by the activity of the basic helix-loop-helix transcription factor HAND1 decreases both basal and maximal OCRs. The decreased oxygen consumption rate in cardiomyocytes provides a protective metabolic strategy for tissue development under low oxygen tension. Inhibition of cellular lipid metabolism by etomoxir, a carnitine palmitoyltransferase antagonist that prevents mitochondrial long-chain fatty acid import, also decreases OCR and protects against myocardial ischemia^43,44^; downregulation of lipid metabolism and OCRs resulted in a shift of energy metabolism to glycolysis.

Why has a PQM-1-mediated mechanism to boost hypoxic fat levels evolved, if this seems to have negative implications for survival under hypoxic stress? We hypothesize that PQM-1 positively regulates intestinal fat production and transportation to oocytes to fuel reproduction in hypoxic animals. Such a strategy might enable some progeny to escape hypoxic stress conditions, thereby ensuring survival of the population. An investment in reproduction is beneficial for the population, even if detrimental to the individual mother. A similar trade-off between viability and fecundity has been previously described when *C. elegans* is exposed to nutrient-poor and oxidative stress environments^29^. During reproduction, somatic resources, particularly lipids, are reallocated to the germline. Fat is produced in the intestine and the hypodermis and transported by the actions of vitellogenins^45^, which assemble with transport lipids in the form of yolk to shuttle fat from the intestine to the developing oocytes. When resources are limited, lipid reallocation appears to promote fecundity at the cost of somatic integrity of the parental generation. We found that vitellogenins were downregulated in *pqm-1* mutants upon hypoxic stress (Fig. 5e, f and Supplementary Fig. 5c, Supplementary Data 2); thus, vitellogenin genes are normally positively regulated by PQM-1 upon hypoxic stress, to facilitate lipid transport from the mother’s intestine into developing eggs and to support progeny survival. The transcriptional properties of PQM-1 appear to be dependent on additional transcription factors such as CEH-60, which functions as a key regulator for the expression of vitellogenins along with UNC-62^32,34,46,47^. Previously, it was demonstrated that PQM-1 suppresses vitellogenin expression and acts as a downstream transcriptional effector of TORC2 signaling^48^. However, these studies were performed under regular, normoxic growth conditions, rather than hypoxic stress. Thus, it appears that PQM-1 controls vitellogenin expression depending on environmental conditions, which might affect the promoter context of its target genes resulting in different transcriptional responses under stress versus standard growth conditions.

Taken together, PQM-1 activity under hypoxic stress increases lipid levels by positively regulating fatty acid synthesis via *fat-7* expression, and by promoting reallocation of fat to embryos through vitellogenin expression. This, in turn, boosts lipid-dependent embryonic development inside the worm’s uterus (Figs. 5a, b; 6a, b) and promotes progeny survival in a hypoxic environment (Fig. 6d). Somatic allocation of limited lipid resources into the promotion of reproduction during hypoxic stress is detrimental for individual viability, but may increase the chance of species survival through investment in the next generation. Because lipid and carbohydrate-related pathways are well conserved across species, deciphering mechanisms implicated in metabolic remodeling in *C. elegans* will be beneficial for the development of treatment strategies to treat cancer and age-related diseases in humans.

## Methods

### *C. elegans* genetics

All strains were cultured using standard methods^49^. In all experiments, N2 is wild type.

### Strains

CQ200 (*pqm-1(ok485*);*daf-2(e1370)*);

CQ528 (*pqm-1(ok485)*);

CF1041 (*daf-2(e1370*));

CQ565 (*daf-16(mu86);pqm-1(ok485)*)*;*

DMS303 (*nIs590[Pfat-7::fat-7::GFP* + *lin-15(+)]*)*;*

BR8808 (*daf-2(e1370*);*nIs590[Pfat-7::fat-7::GFP* + *lin-15(+)]*)*;*

BR8807 (*pqm-1(ok485*);*daf-2(e1370)*;*nIs590[Pfat-7::fat-7::GFP* + *lin-15(+)]*)*;*

CQ609 (*pqm-1(ok485*);*(nIs590[Pfat-7::fat-7::GFP* + *lin-15(+)]*)*;*

BX153 (*fat-7(wa36)*);

BR8610 (*sodh-1(ok2799)*);

BR8611 (*pqm-1(ok485);sodh-1(ok2799)*);

CF1038 (*daf-16(mu86)*);

CF2124 (*muIs139[dod-11p::RFP(NLS)* + *rol-6(su1006)]*);

BR8809 (*daf-16(mu86)*;*muIs139[dod-11p::RFP(NLS)* + *rol-6(su1006)]*);

RT130 (*pwIs23[vit-2::GFP]*);

BR8724 (*pqm-1(ok485);pwIs23[vit-2::GFP]*);

RT362 (*rme-4(b1001);pwIs32[vit-2::GFP]*); OP201 (*unc-119(tm4063);wgIs201[pqm-1::TY1::EGFP::3xFLAG(92C12) + unc-119(+)]*).

All animals were synchronized at the L4 larval stage for adult analyses, as *pqm-1* mutants develop slower than do wild-type animals^15^.

### Survival analysis

Synchronized L4 larvae were picked onto plates to eliminate any contribution of delayed development into survival analysis. Worm were grown for several generations on 20 °C without starvation. The log-rank (Mantel–Cox) method was used to test the null hypothesis (two-sided hypothesis test) in Kaplan–Meier survival analysis, as previously described^50^, and evaluated using Prism survival analysis software. All survival experiments were carried out at 20 °C; *n* ≥ 60 per strain/trial.

### Cobalt chloride-based survival assays

A 200 mM cobalt chloride (CoCl_2_) stock solution (Cobalt(II) chloride hexahydrate, Sigma-Aldrich) was prepared, and filter sterilized using a 0.22 µm filter as described previously^8^. OP50 bacteria (60 µl bacteria solution) were seeded in the center of 6 cm NG plates previously dried for 3–4 days at room temperature. OP50 bacteria were grown on plates for 18–20 h at room temperature. To prepare CoCl_2_ plates, 250 µl of the 200 mM CoCl_2_ stock solution was added to 6 cm NG plates (contain ~10 ml NG agar) with seeded, over-night grown OP50 bacteria, which results in a 5 mM final concentration of CoCl_2_. The CoCl_2_ solution was immediately distributed equally over the surface of the plate with a spreader (carefully, not to remove seeded OP50; a thin OP50 layer can result in increased bagging of worms during the assay). The CoCl_2_ solution was completely taken up by the plate resulting in dry plates before worms were added. A thin ring of 100% glycerol was added along the plastic wall of the plate to reduce the number of worms crawling off the agar. Plates were incubated with lids facing up, which can reduce the number of worms crawling off CoCl_2_ containing plates. To obtain synchronized worm cultures, 75–180 L4 larvae were picked for each strain, grown for 3 h on OP50 bacteria and added to freshly prepared CoCl_2_ plates (3 h-post-L4 picking, corresponds to first day in survival assay). Droplets of moisture were removed from the inside of the plate’s plastic wall using a sterilized filter paper. Thus, the number of worms escaping into water droplets is reduced during survival assays. Worms displaying intrauterine hatching were censored. Intrauterine hatching is difficult to control in CoCl_2_-based assays and might vary between experiments. The log-rank (Mantel–Cox) method was used to test the null hypothesis (two-sided hypothesis test) in Kaplan–Meier survival analysis, as previously described^50^, and evaluated using Prism survival analysis software.

### Cobalt chloride-based matricide assays

L4-synchronized worms and CoCl_2_-containing plates were prepared as described above for survival assays. Worms are exposed to CoCl_2_ at the L4 stage (Fig. 6c) or the day 1 of adulthood stage (Fig. 4d). Exposure of worms at the L4 stage results in reduced matricide rates over time (e.g. ~10–25% for wild type worms), enabling the calculation of matricide curves (Fig. 6c), whereas challenging day 1 adult worms with CoCl_2_ causes already higher rates of internal hatching after 2 days of CoCl_2_ exposure (Fig. 4d). In experiments for Fig. 4d worms were immediately seeded to CoCl_2_-containing OP50 plates after CoCl_2_ was taken up by the plate.

### Oil Red O-based lipid staining and quantification

Worms were grown for several generations on 20 °C without starvation. For lipid staining experiments, L4-synchronized worms were grown to day 1 of adulthood. OP50 Plates were prepared as described above. CoCl_2_ solution was added to plates (2.5 mM final concentration). 0.5–1 h after adding CoCl_2_ to plates seeded with OP50 bacteria, worms were transferred to CoCl_2_ plates and exposed to CoCl_2_ conditions for 40–52 hr. A 0.5% Oil Red O stock solution was prepared in high-quality 100% isopropanol as described previously^51^. For staining of worms, the stock solution was diluted to 60% with sterile water, incubated on a rocking platform at room temperature overnight and filtered through a 0.45 µm filter. Worms were resuspended in 500 µl 60% isopropanol for fixation. Isopropanol was aspirated, 500 µl of freshly filtered Oil Red O working solution was added and worm strains were incubated in a Thermomixer at 25 °C using mild agitation (550 rpm) for 16 h. Animals were washed three times with 500 µl of 0.01% Triton X-100 in M9 buffer and stored at 4 °C followed by imaging on a Nikon Eclipse Ti microscope (20x objective) or an Axioplan 2 Imaging microscope (Carl Zeiss AG, 10x objective for worms, ×20 objective for eggs). For quantification of the lipid content of eggs based on Oil Red O staining, eggs were dissected out of Oil Red O-stained worms followed by imaging as describe above (20x objective). Oil Red O quantification was performed as previously described^52^. In brief, color images were split into RGB monochromatic images in Image J (Fiji). The Oil Red O intensity was determined by calculating the mean gray value within a worm region or within an egg area (Intensity of the blue channel was used as the signal, adjusted by the intensity in the Red channel as the background).

### RNA collection and microarray hybridization and analysis

RNA was purified from hypochlorite-synchronized populations of early day 1 adults using Trizol (Gibco) and the RNeasy kit (Qiagen)^14,53^. Using the two-color microarray-based gene expression analysis kit from Agilent Technologies, cRNA was synthesized and linearly amplified from 100 ng of total RNA, labeled with Cy3 and Cy5-CTP dyes (Amersham), fragmented and hybridized overnight on Agilent 4 × 44K *C. elegans* arrays at 60 °C. Three biological replicates of CoCl_2_-treated *pqm-1(ok435)* versus CoCl_2_-treated wild type were compared to untreated *pqm-1(ok435)* versus untreated wild type_._ In addition, CoCl_2_-treated *pqm-1(ok435)* versus untreated *pqm-1(ok435)* were compared to CoCl_2_-treated WT versus untreated WT. Significant differentially-expressed gene sets were identified using one or two-class SAM^54^. Gene ontology analysis (GO) was performed utilizing DAVID (Database for Annotation, Visualization and Integrated Discovery)^55^ and g:Profiler^56^. GO categories were visualized with REVIGO (Reduce and Visualize Gene Ontology)^57^. The accession number for the microarray experiments reported in this paper is: GSE139562 (NCBI Gene Expression Omnibus (GEO) repository).

### Quantitative RT–PCR

Total RNA was isolated as described above for microarray analysis. Quantitative RT**–**PCR was performed as described previously^58^. SybrGreen real-time PCR experiments were performed with a 1:8 dilution of cDNA using a LightCycler 96 Instrument (Roche Life Science) following the manufacturer’s instructions. Data were analyzed with the standard curve method using the geometric mean of *cdc-42*, *pmp-3* and Y45F10D.4 as an endogenous control^59^. Primers for the quantification of vitellogenin and *ceh-60* expression have been described previously^34^. Additional primers utilized for real-time PCR of *sodh-1, fat-7, and unc-62* are listed in Supplementary Table 1.

### Glycogen staining

Worm strains were exposed at the L4 larval stage to 5 mM CoCl_2_ for 4–5 days. Differences in glycogen levels between strains were more pronounced when worms were exposed to CoCl_2_ for a longer time period such as 4–5 days. To reduce lethality or matricide of worms for a prolonged incubation with CoCl_2_, the CoCl_2_ solution was added to OP50 seeded plates 0.5 h to 1 h before worms were added. Worms displaying internal hatching during prolonged CoCl_2_ exposure were not used for the Glycogen straining. Following CoCl_2_ exposure, two worm strains were pairwise compared by picking individuals into an M9 droplet on an agar pad (two small agar pads were placed next to each other on the same slide). As soon as the M9 droplets were largely evaporated, the pads were inverted over the opening of a 50 g bottle of iodine crystal chips (Sigma, St. Louis, MO) for 90 s^18^. After the iodine stained color of the agar pads disappeared (non-specific staining), worms (about 10–15 worms per treatment) were immediately imaged on a Nikon Eclipse Ti microscope (×20 objective) or an Axioplan 2 Imaging microscope (Carl Zeiss AG, 10x objective). Image J (Fiji) was used to determine the mean intensity of iodine staining within a worm region after the background was subtracted.

### Measurement of oxygen consumption rate (OCR)

OCR measurement was carried out as previously described^60^. Worms were synchronized at the L4 stage and OCR measurement was performed at early adulthood (day 1 of adulthood stage). Approximately 15–20 animals were pipetted into each well of a Seahorse XF96 utility plate. Six replicates per strain were used (6 biological repeats). The Seahorse program was set up in a way that each oxygen consumption measurement consisted of a two-minute mix cycle, followed by a one-minute wait period (to allow worms to settle), and finally a 2-min interval for measurement of oxygen levels. OCRs were normalized by worm number and worm body area. To determine the basal OCR, we averaged the first tree measurements. The uncoupler FCCP was injected twice (10 µM each injection) followed by sodium acid injection (40 mM). The first two measurements after FCCP injection were variable. Therefore, we averaged measurements 3–10 after FCCP injection to obtain the maximal OCR.

### Hypoxic incubation

Survival analysis of worms in a hypoxic glove box (Ruskinn Invivo 400 Hypoxic Workstation) were performed as previously published^17^. Worms at the day 1 of adulthood stage (synchronized at the L4 stage) were exposed in 200 µl M9 buffer in a 1.5 ml tube to <0.3% O_2_ (balanced with nitrogen) for 16 hr at 26 °C followed by an 8 h or one-day recovery period on OP50 plates in room air at 20 °C. Oxygen levels in the hypoxic glove box were additionally monitored using a Greisinger GMH 3692 oxygen meter with a Greisinger GGO 370 oxygen sensor.

### L1 arrest-based survival assay of progeny

L1 larvae were hatched from eggs laid on OP50 plates containing 5 mM CoCl_2_. Larvae did not develop further and arrested when exposed to CoCl_2_. 60–180 arrested larvae per strain were transferred every day to fresh OP50 plates without CoCl_2_ and analyzed for their ability to exit and survive the larval arrest and develop to adulthood.

### RNAi treatment

RNAi-treated worm strains were fed *E. coli* (OP50(xu363))^61^ containing an empty-vector construct or a construct expressing double-stranded RNA (dsRNA) against the gene of interest. *pqm-1(ok485)*-mediated survival extension in CoCl_2_ assays is dependent on the OP50 bacterial background. All RNAi-mediated knock down experiments were performed in the OP50(xu363) bacterial background, except knock downs of *ceh-60* and *unc-62* for RT-qPCR experiments were performed in the HT115 bacterial background, because the *ceh-60* construct inhibited growth of OP50(xu363) bacteria.

### Statistics and reproducibility

All data in this article are expressed as mean ± standard deviation (SD) unless otherwise noted. Two-tailed *t*- test analysis, two-way ANOVA analysis, and two-sided Chi-square analysis were performed to compare different groups in this study (without adjustments for multiple comparisons). Confidence intervals of 95% were chosen for two-tailed *t* -test and Chi-square analysis. Probability values below 0.05 were considered statistically significant. Kaplan–Meier analysis with log-rank (Mantel–Cox) method was applied using a two-sided hypothesis test (with Prism) to compare survival curves of different groups. Three independent experiments were performed unless otherwise noted, and representative results were shown. RT-qPCR experiments were performed once using three to four biological replicates to validate microarray and reporter-based analysis. Significant differentially-expressed gene sets originating from microarrays were identified by one or two-class SAM^54^. SAM uses two-sided statistical testing and reports q-values, which are false discovery rates (multiple comparisons are performed).

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

Microarray datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository under the GEO accession number GSE139562. All other data that support the findings of this study are available from the corresponding authors upon request. Following databases/analysis tools have been used for data analysis in this study: DAVID, Database for Annotation, Visualization and Integrated Discovery [https://david.ncifcrf.gov/]; g:Profiler [https://biit.cs.ut.ee/gprofiler/gost]; REVIGO, Reduce and Visualize Gene Ontology [http://revigo.irb.hr/]; SAM, Significance Analysis of Microarrays [https://statweb.stanford.edu/~tibs/SAM/] and Princeton University MicroArray database, PUMAdb [https://puma.princeton.edu/about.shtml]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: PQM-1 controls hypoxic survival via regulation of lipid metabolism
**Source:** Nat Commun. 2020 Oct 2;11:4627. doi: 10.1038/s41467-020-18369-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **PQM-1 controls hypoxic survival via regulation of lipid metabolism**

**Heimbucher et al.**

**Supplementary Figure 1:** *pqm-1* inactivation increases hypoxic survival independently of *daf-16*

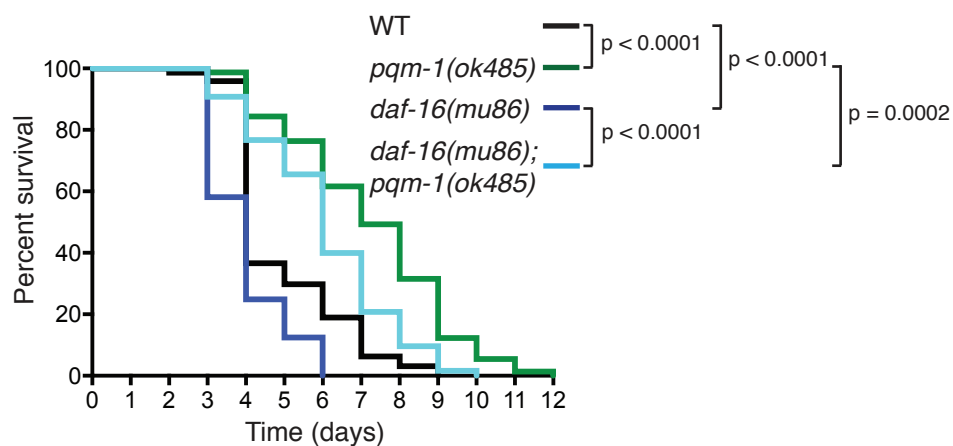

Survival analysis of animals exposed to 5 mM CoCl<sub>2</sub> at the L4 larval stage. WT (N2) (n = 58), *pqm-1(ok485)* (n = 74), *daf-16(mu86)* (n = 51), *daf-16(mu86);pqm-1(ok485)* (n = 63). Log-rank analysis (two-sided), three independent repeats. Source data are provided as a Source Data file for Supplementary Fig. 1.

**Supplementary Figure 2:** Gene expression changes and Gene Ontology analysis of CoCl<sub>2</sub> and *pqm-1*- regulated genes

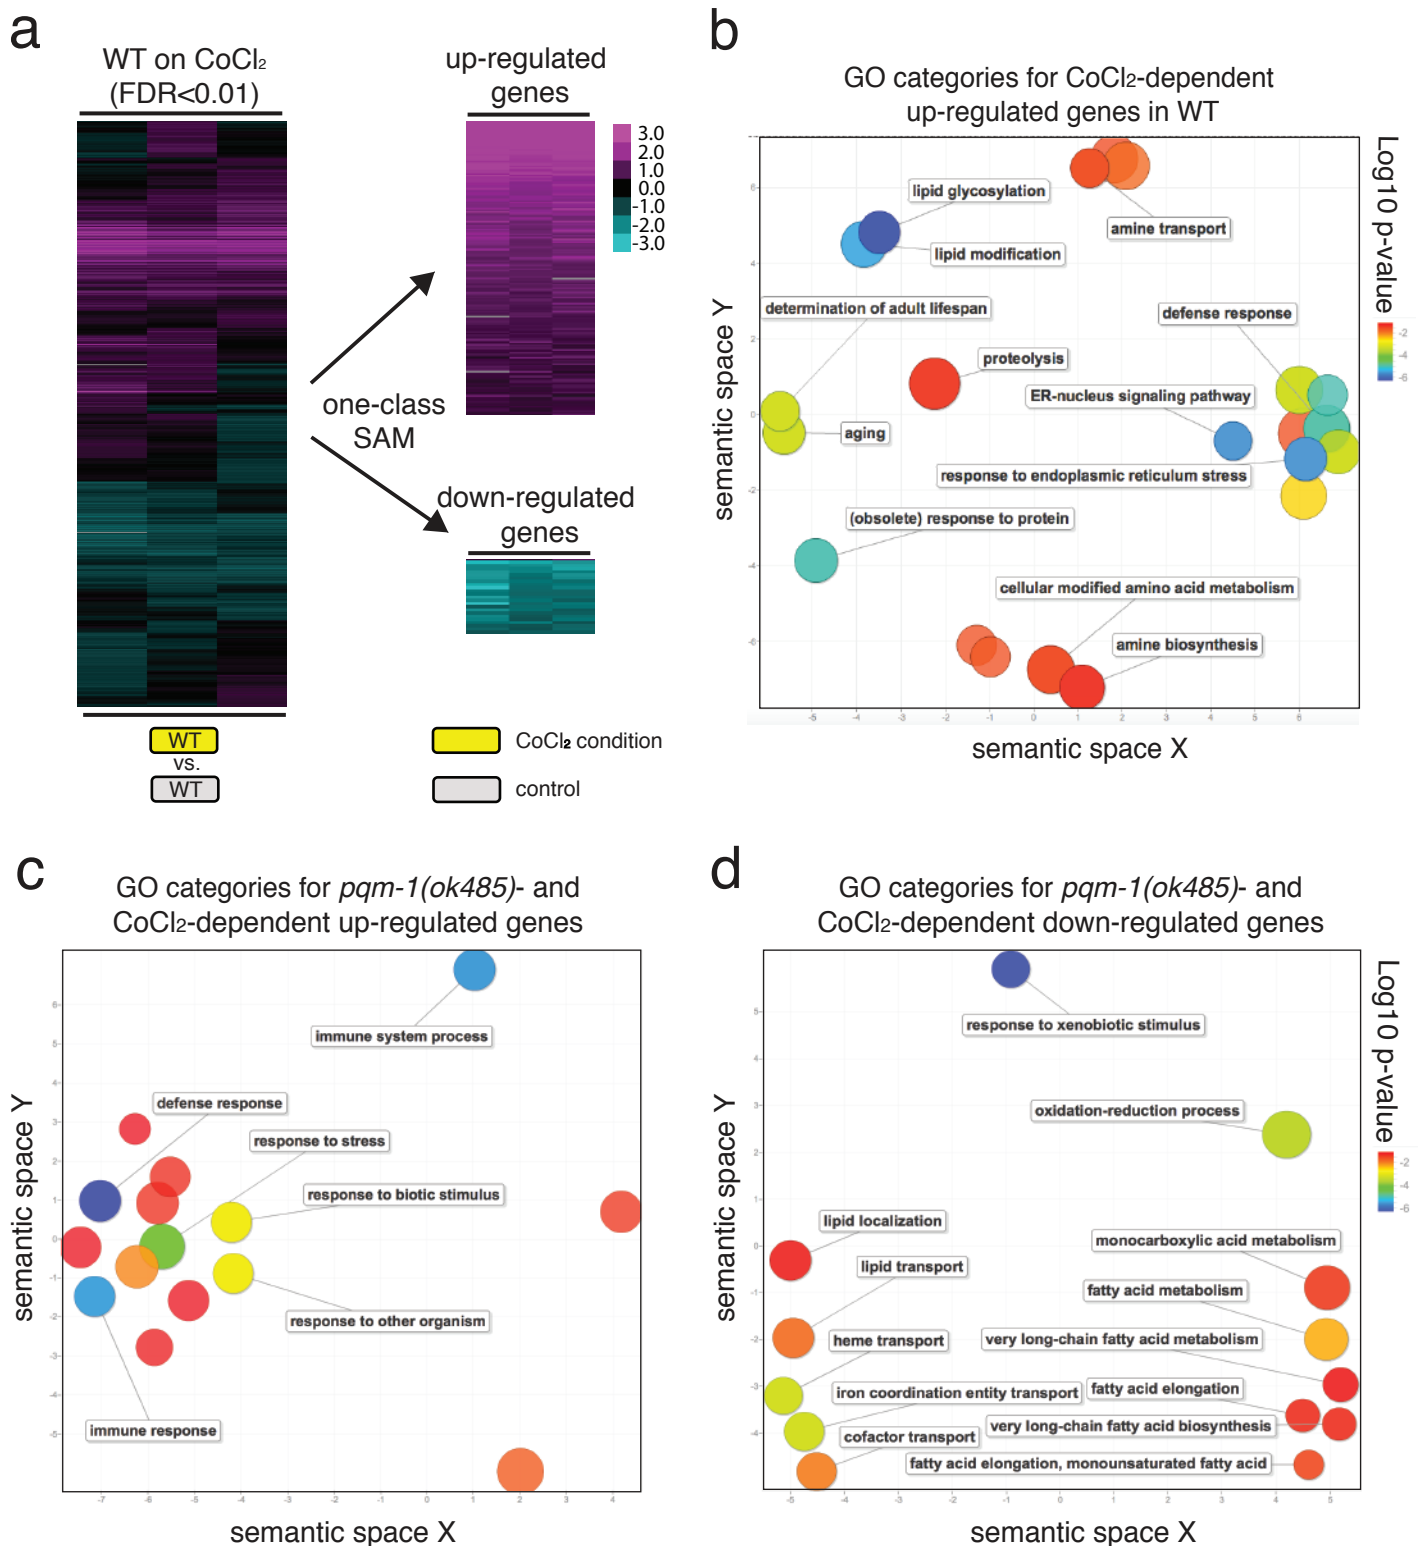

a, b) Gene expression (a) and Gene Ontology (GO)-based analysis (b) of CoCl<sub>2</sub>-regulated target genes in wild-type (WT) animals. One-class SAM (WT +CoCl<sub>2</sub> versus WT -CoCl<sub>2</sub>) identified 366 upregulated and 56 downregulated genes (Supplementary Table 1). c, d) GO term enrichment analysis (biological processes) of genes up-regulated (c) and downregulated (d) in CoCl<sub>2</sub>-treated *pqm-1(ok485)* mutants versus CoCl<sub>2</sub>-treated WT (Supplementary Table 2). GO term enrichment analysis was performed using g:Profiler and plotted by REVIGO. The size of the circles is indicative of the number of genes annotated with that GO term; circles are color-coded according to significance (blue color indicates highest significance).

# Supplementary Figure 3: GO term enrichment analysis and *sodh-1* expression study

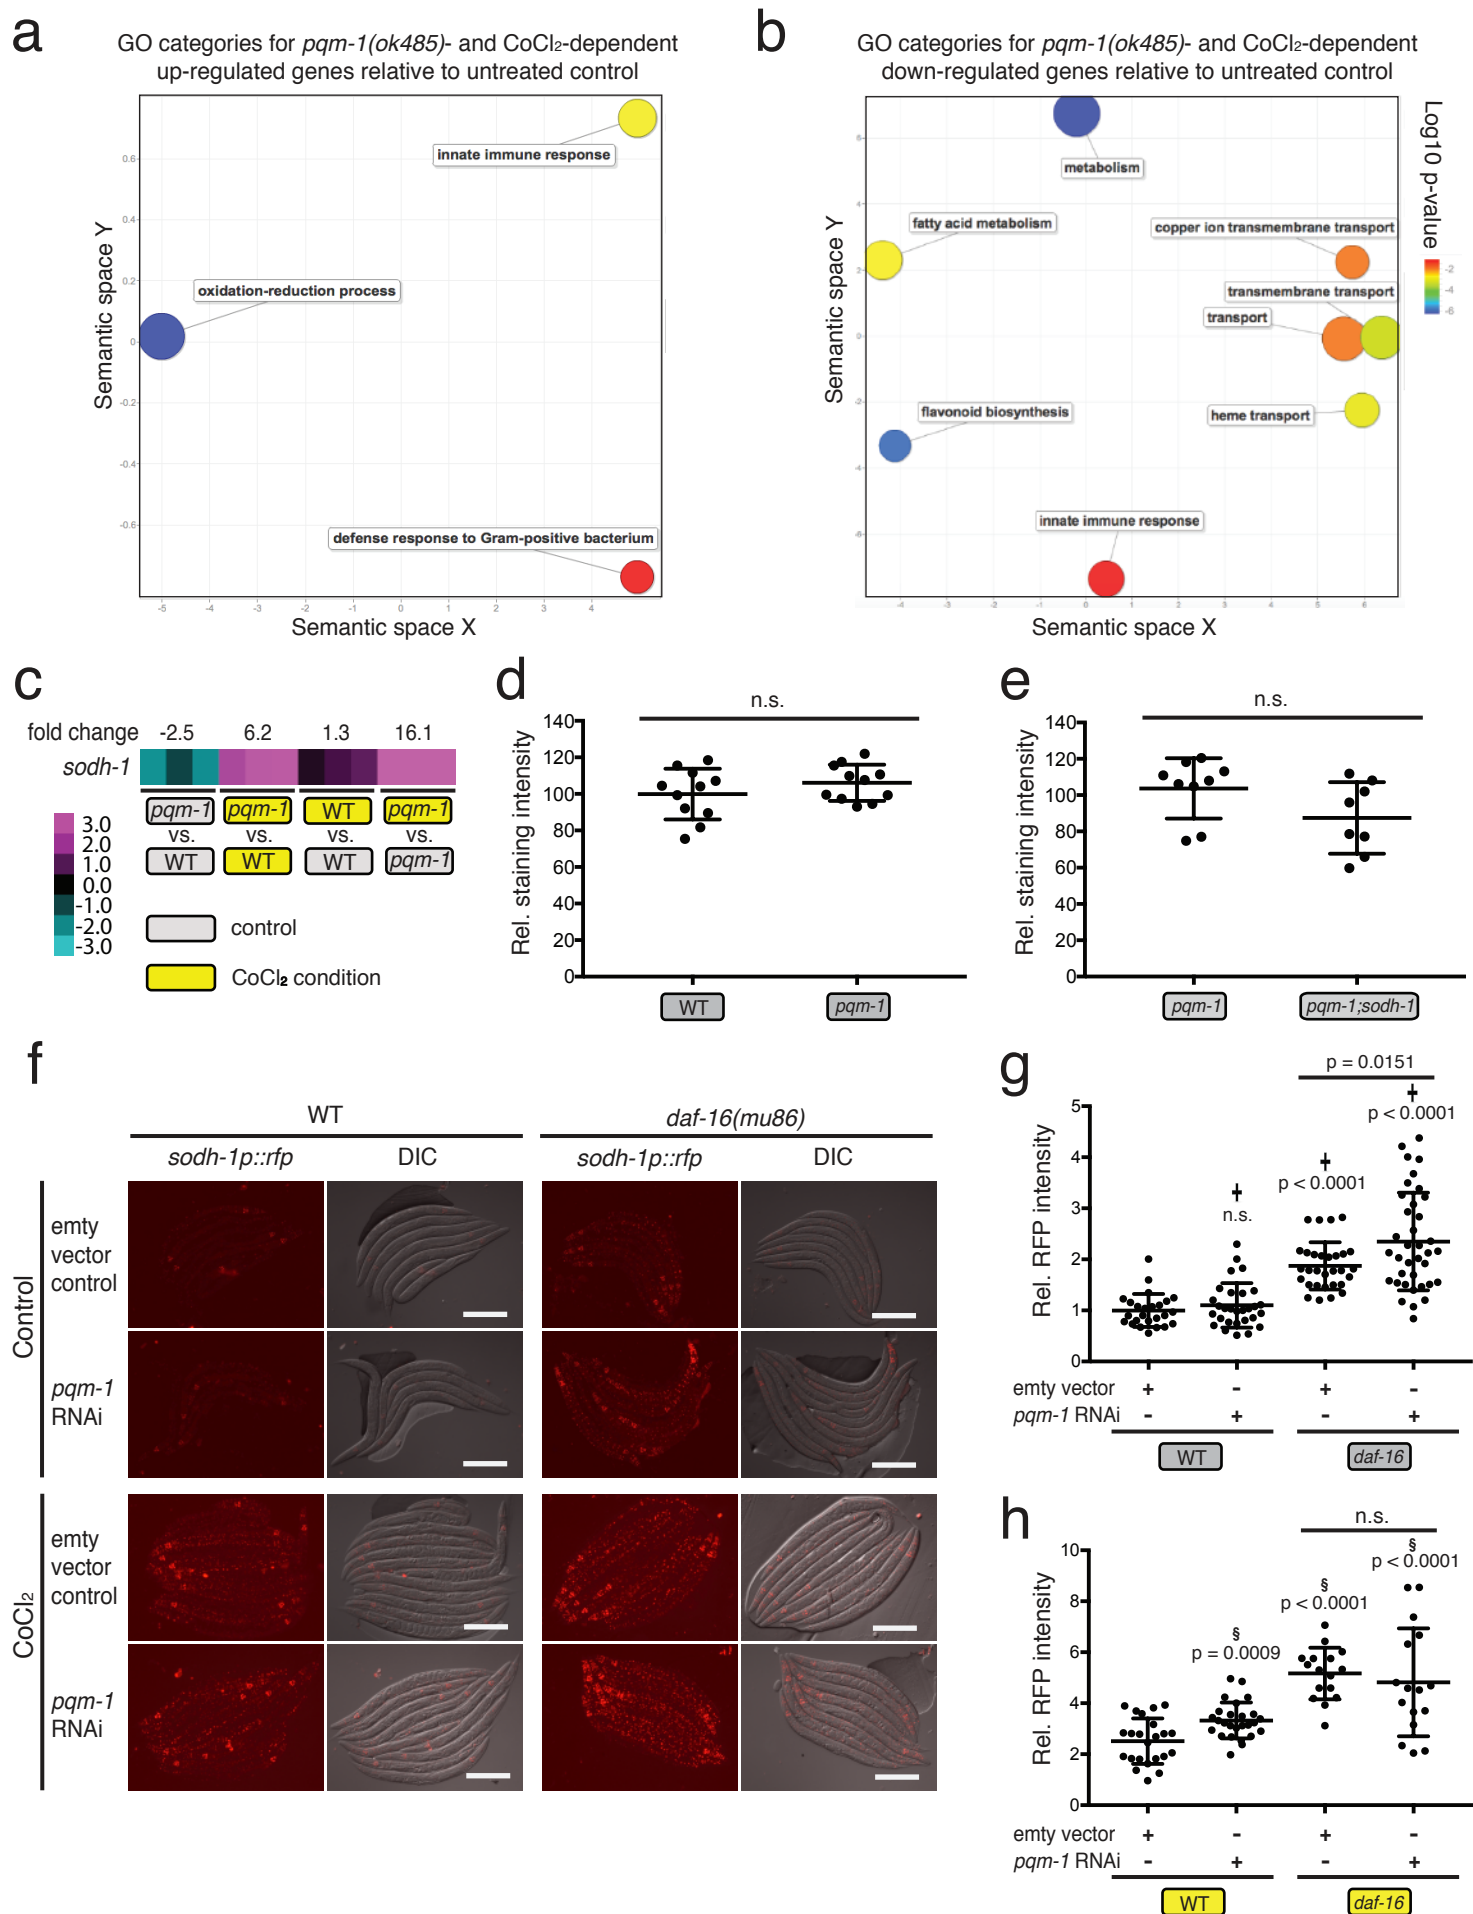

a, b) GO term enrichment analysis (biological processes) of upregulated genes (a) and downregulated genes (b) identified with two-class SAM in *pqm-1(ok485)* mutants challenged with CoCl<sub>2</sub> versus wild type (WT) with CoCl<sub>2</sub> compared to *pqm-1(ok485)* control versus WT control conditions (Fig. 2b, c). GO analysis was performed using DAVID and plotted by REVIGO. The size of the circles is indicative of the number of genes annotated with that GO term; circles are color-coded according to significance (blue color indicates highest significance). c) *pqm-1*- and CoCl<sub>2</sub>-dependent expression changes for endogenous *sodh-1* based on heat maps originating from microarrays (Fig. 2b, Supplementary Table 3). Animals were exposed to 5 mM CoCl<sub>2</sub> for 6 hr at early adulthood. d, e) Quantification of glycogen levels determined by iodine vapor staining (d) in wild type (n = 11), *pqm-1(ok485)* (n = 11), and (e) in *pqm-1(ok485)* (n = 9) and *pqm-1(ok485);sodh-1(ok2799)* mutants (n = 8) for control conditions. Quantification values were normalized to mean value of WT control worms without CoCl<sub>2</sub>. Two-tailed t-test, mean  $\pm$  SD; ns = not significant, three independent experiments. f-h) *sodh-1p::rfp* reporter activity in control conditions and after 12 hr of 5 mM CoCl<sub>2</sub> exposure at a late larval (L4) stage; (g, h) quantification of reporter activity in (f). Quantification values were normalized to mean value of WT empty vector control without CoCl<sub>2</sub>. Two-tailed t-test (g, h), mean  $\pm$  SD, (+) indicates statistical significance for conditions without CoCl<sub>2</sub> versus wild-type empty vector control without CoCl<sub>2</sub> (g). WT (N2) (n = 25) and *daf-16(mu86)* (n = 30) on empty vector; WT (N2) (n = 29) and *daf-16(mu86)* (n = 37) on *pqm-1* RNAi; (§) indicates statistical significance for conditions with CoCl<sub>2</sub> versus wild-type empty vector control exposed to CoCl<sub>2</sub> (h). WT (N2) (n = 23) and *daf-16(mu86)* (n = 16) on empty vector; WT (N2) (n = 26) and *daf-16(mu86)* (n = 16) on *pqm-1* RNAi; ns = not significant; scale bars: 200  $\mu$ m. Three independent experiments were performed. Source data are provided as a Source Data file for Supplementary Fig. 3d, e, g, h.

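In the 4 comparisons at 6 h, *sodh-1* rose with CoCl2 by a log2 ratio of 3.40 ± 0.42 (SD, n = 3 arrays) in *pqm-1(ok485)* and by 0.61 ± 0.20 (SD, n = 3 arrays) in wild type. The rise in wild type was not past the threshold (adjusted p = 0.0656 from limma). With CoCl2, *sodh-1* was higher in *pqm-1(ok485)* than in wild type by 2.53 ± 0.29 (SD, n = 3 arrays). Without CoCl2 it was lower in *pqm-1(ok485)*, with a log2 ratio of -0.87 ± 0.45 (SD, n = 3 arrays; adjusted p = 0.00296 from limma). That lower level of *sodh-1* no longer passed when replicate 1 (-0.65) or replicate 3 (-0.87) was left out, with only the arrays compared in the fit or when the arrays were only centered on their median.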

# Supplementary Figure 4: *fat-7* analysis

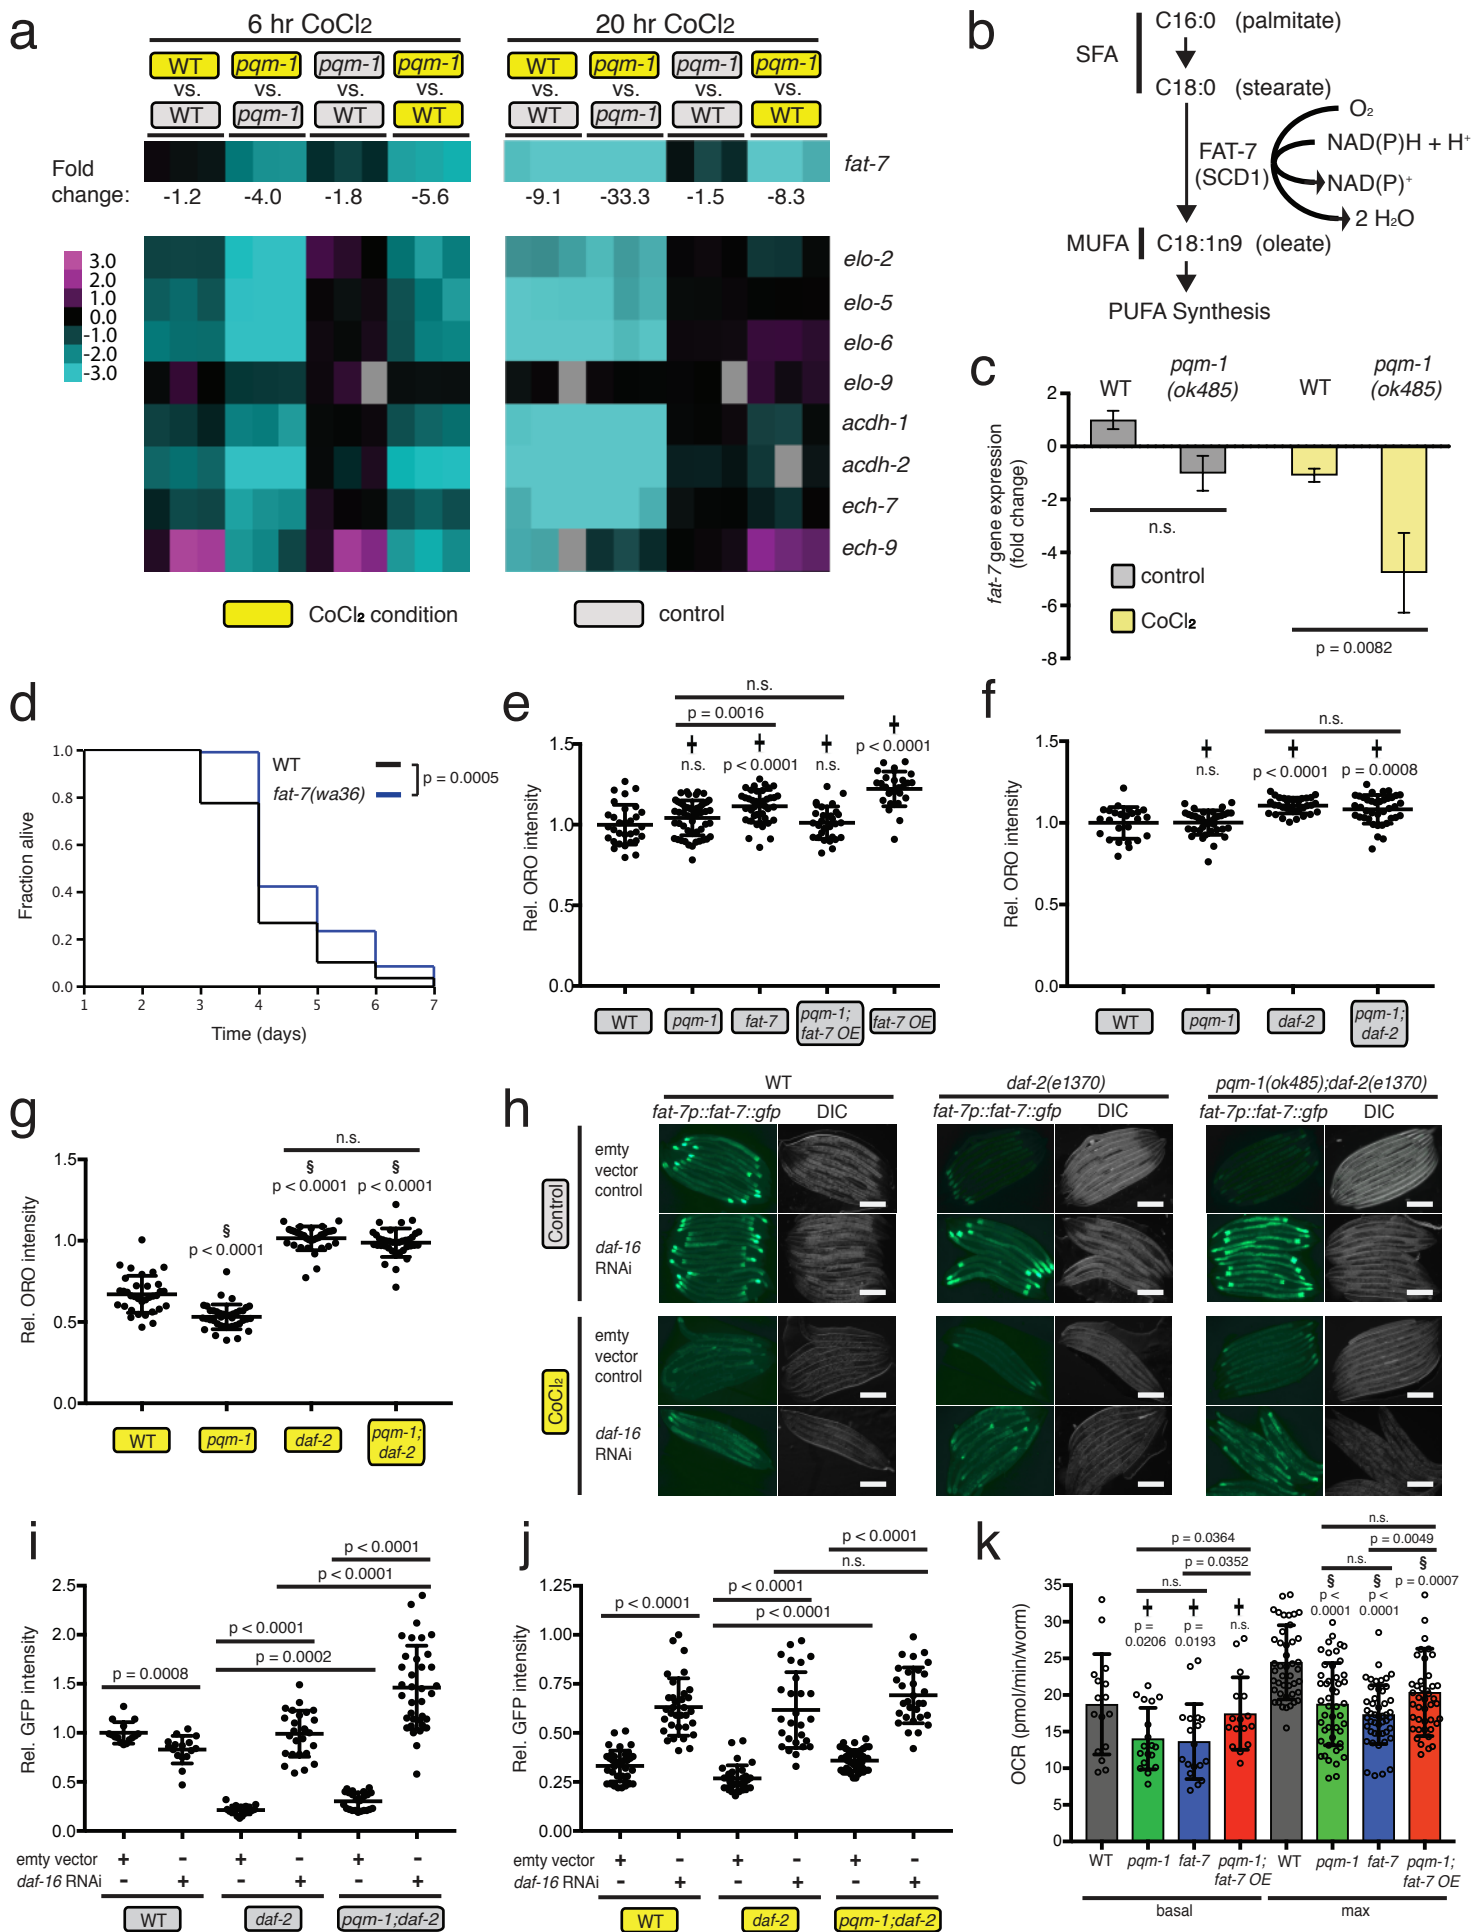

a) Gene expression analysis-based heat maps indicating a PQM-1 and CoCl<sub>2</sub>-dependent expression of *fat-7* upon 6 hr and 20 hr exposure of animals to 5 mM CoCl<sub>2</sub> at the early adulthood stage. Additional indicated lipid regulators down-regulated at 6 hr CoCl<sub>2</sub> exposure are not significantly down-regulated in a *pqm-1* dependent way at 20 hr CoCl<sub>2</sub> exposure (in critical 4th condition of heat map). Heat maps depict individual genes (rows), with columns representing individual microarrays. b) The  $\Delta 9$  stearoyl-CoA desaturase (SCD1) ortholog FAT-7 desaturates stearate to oleate and requires oxygen as an electron acceptor. SFA, saturated fatty acid; MUFA, mono-unsaturated fatty acid; PUFA, poly-unsaturated fatty acid; c) *pqm-1*- and CoCl<sub>2</sub>-dependent regulation of endogenous *fat-7* determined by RT-qPCR (n = 3 biological replicates) following 5 mM CoCl<sub>2</sub> exposure for 6 hr at early adulthood. Two-tailed *t*-test, mean  $\pm$  SD, ns = not significant. d) Survival analysis of *fat-7* loss-of-function mutants exposed to 5 mM CoCl<sub>2</sub> at the L4 larval stage. WT (n = 65), *fat-7(wa36)* (n = 82), log-rank analysis (two-sided), three independent repeats. e) Whole worm quantification of fat levels for control conditions based on the Oil Red O staining for Fig. 4e, f. WT (N2) (n = 31), *pqm-1(ok485)* (n = 51), *fat-7(wa36)* (n = 39), *pqm-1(ok485);fat-7 OE* (n = 29), *fat-7 OE* (n = 26); three independent experiments. f, g) Oil Red O based whole worm quantification of fat levels for control conditions (f) and worms exposed to 2.5 mM CoCl<sub>2</sub> at the day 1 of adulthood stage for 52 hr (g). Quantification values were normalized to mean value of WT control without CoCl<sub>2</sub> (e-g). Two-tailed *t*-test (e-g), mean  $\pm$  SD, (+) indicates mutant versus wild type strains for control conditions; WT (N2) (n = 25), *pqm-1(ok485)* (n = 36), *daf-2(e1370)* (n = 33), *pqm-1(ok485);daf-2(e1370)* (n = 39). (§) indicates mutant versus wild type strains for CoCl<sub>2</sub> conditions; WT (N2) (n = 34), *pqm-1(ok485)* (n = 39), *daf-2(e1370)* (n = 34), *pqm-1(ok485);daf-2(e1370)* (n = 37), ns = not significant; two independent experiments. h-j) *fat-7p::fat-7::gfp* reporter activity in control conditions and after 25 hr of 5 mM CoCl<sub>2</sub> exposure at a late larval (L4) stage; (i, j) quantification of reporter activity in (h). Quantification values were normalized to mean value of WT empty vector control without CoCl<sub>2</sub> for control condition (i) and CoCl<sub>2</sub> exposure (j). (i) WT (n = 15), *daf-2(e1370)* (n = 20), *pqm-1(ok485);daf-2(e1370)* (n = 23) on empty vector. WT (n = 16), *daf-2(e1370)* (n = 26), *pqm-1(ok485);daf-2(e1370)* (n = 36) on *daf-16* RNAi. (j) WT (n = 37), *daf-2(e1370)* (n = 31), *pqm-1(ok485);daf-2(e1370)* (n = 44) on empty vector. WT (n = 33), *daf-2(e1370)* (n = 27), *pqm-1(ok485);daf-2(e1370)* (n = 30) on *daf-16* RNAi. Two-tailed *t*-test (i, j), mean  $\pm$  SD, ns = not significant; scale bars: 200  $\mu$ m. Three independent experiments were performed. k) Measurement of oxygen consumption rates for a rescue of *fat-7* expression in a *pqm-1(ok485)* mutant. The uncoupler FCCP was injected twice (10  $\mu$ M each injection) to obtain maximal oxygen consumption rates. For each strain six biological repeats, each consisting of 15-20 worms, have been repeatedly measured to obtain OCR values (source data file). Two-tailed *t*-test, mean  $\pm$  SD. (+) indicates statistical significance for mutant versus wild type strains for basal OCR. (§) indicates statistical significance for mutant versus wild type strains for maximal OCR, ns = not significant. Animals were synchronized at the L4 larval stage for adult analyses (d-k). Source data are provided as a Source Data file for Supplementary Fig. 4c-g, i-k.

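After 6 h of CoCl2, *fat-7* was lower in *pqm-1(ok485)* than in wild type by a log2 ratio of -2.26 ± 0.092 (SD, n = 3 arrays; adjusted p = 2.56e-08 from limma). It fell with CoCl2 in *pqm-1(ok485)* by a log2 ratio of -1.801 ± 0.20 (SD, n = 3 arrays), while in wild type the ratio was -0.21 ± 0.24 (SD, n = 3 arrays; adjusted p = 0.375 from limma), with 2 of 3 arrays lower. Without CoCl2 the log2 ratio of *fat-7* between the strains was -0.62 ± 0.16 (SD, n = 3 arrays) in the 6 h set and -0.66 ± 0.31 (SD, n = 3 arrays) in the 20 h set, the former past the threshold, except when the arrays were only centered on their median, and the latter not, except with only the arrays compared in the fit.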

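At 20 h the two-class difference of the 17 genes drawn as downregulated in Fig. 3a had a median of 0.052 on the log2 scale (camera, adjusted p = 0.801), with none past the threshold in the negative direction. The differences of *elo-2* (-0.23), *elo-5* (0.24), *elo-6* (0.40), *elo-9* (0.016), *acdh-1* (-0.47), *acdh-2* (-0.0090), *ech-7* (0.11) and *ech-9* (0.48) were not past the threshold. Those of *oac-6* (1.62) and *dhs-7* (0.90) were positive and past it. The call of *dhs-7* was lost when any array of these comparisons but replicate 3 of wild type was left out. Of the upregulated genes, *acs-2* (1.22) and *acs-17* (0.64) passed and *far-7* (0.41) did not. That of *acs-17* failed without replicate 1 or 3 of wild type or replicate 1 or 2 of *pqm-1(ok485)*, with normexp with no offset, the scanner software's ratios or the series table. The calls of *acs-17*, *dhs-7* and *acs-2* were also lost with the slide as a block and when the arrays were only centered on their median, those of *acs-17* and *dhs-7* with only the arrays compared in the fit, and all of these and that of *oac-6* with the dyes of the source names. In the direct comparison of the strains with CoCl2 at 20 h, *elo-2* (-0.44, adjusted p = 0.00423 from limma) and *acdh-1* (-0.64, adjusted p = 0.00994) were lower in *pqm-1(ok485)*, both no longer past the threshold without replicate 1 or 2 or under several other alternatives, while *elo-6* (0.79), *elo-9* (0.33), *ech-9* (0.74), *sptl-2* (0.56), *dhs-7* (0.82) and *oac-6* (1.80) were higher. The call of *elo-9* was lost without replicate 1 (0.23) or 3 (0.32), with normexp with no offset, with the scanner software's ratios and the series table, in the loop model, with the slide as a block, with only the arrays compared in the fit and when the arrays were only centered on their median (0.17). The direct comparisons of *sptl-2*, *dhs-7* and *oac-6* were not run under the alternatives. In the direct comparison *acdh-2*, not past the threshold here, passed it under 2 of 16 alternatives. With the other pair of comparisons *elo-2* (-0.63) and *dhs-25* (-0.53) passed the threshold with a negative difference, and *ech-9* (0.70) with a positive one. Among all 20 alternatives the two-class difference of *ech-9* passed under 5, with values from 0.059 to 2.14. That of *sur-5* passed under 1, with values from -0.57 to -0.25. Those of *elo-6* and *far-7* passed under 1 each, with positive values throughout. In wild-type worms 15 of the 17 genes were lower with CoCl2 at 20 h, with a median log2 ratio of -1.74. Of the 5 probes of *acdh-2*, 1 was at background in wild type with CoCl2, where its fall is a lower bound.

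**Figure D1:**
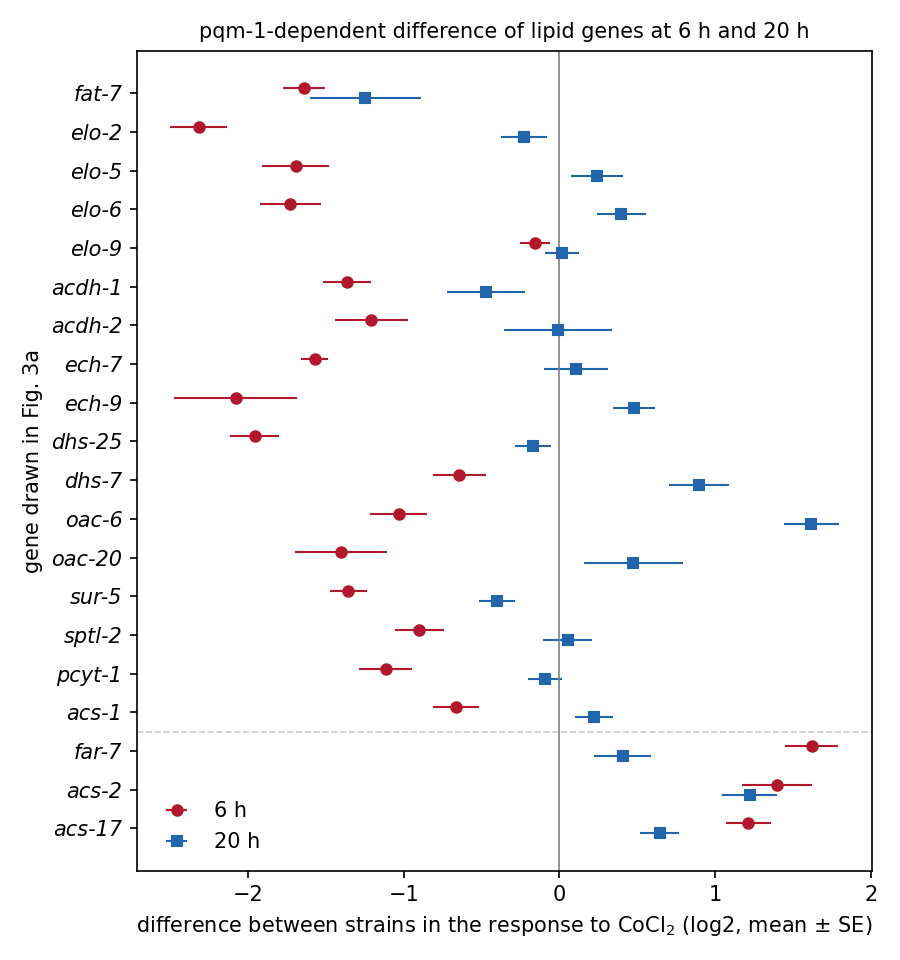
Two-class difference between *pqm-1(ok485)* and wild type in the response to CoCl2 (log2, horizontal axis) for the genes drawn in Fig. 3a (vertical axis), at 6 h (circles) and 20 h (squares). Points are the fitted means and bars their standard errors; the dashed line separates the 17 genes drawn as downregulated from the 3 drawn as upregulated; the 17 have a median of -1.36 at 6 h and 0.052 at 20 h.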

**Supplementary Figure 5: PQM-1 promotes embryonic lipid levels and affects CEH-60-dependent hypoxic vitellogenin expression**

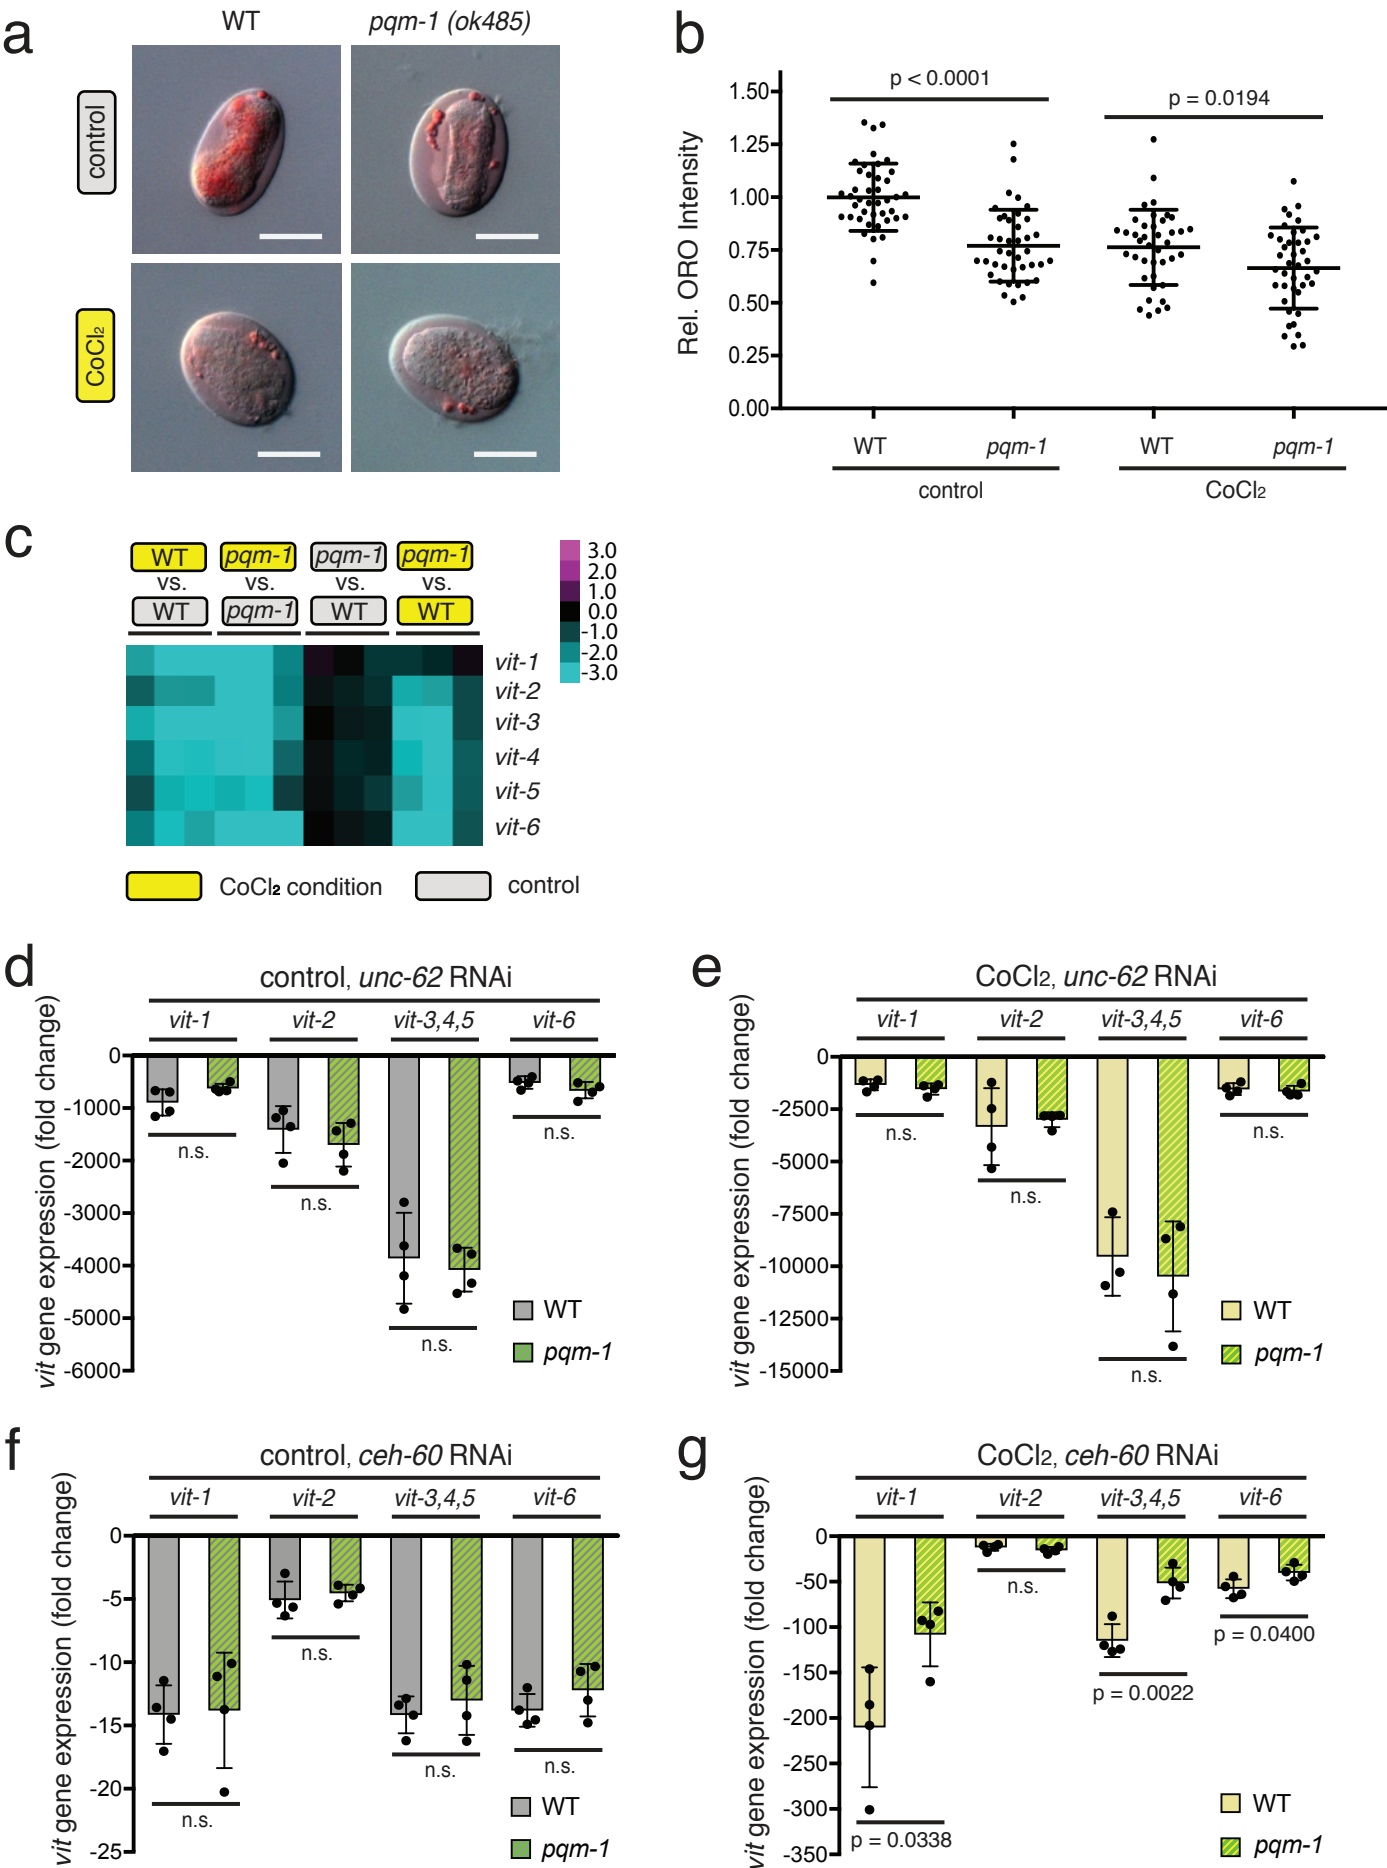

a, b) Lipid content of eggs (a) dissected from Oil Red O-stained hermaphrodites challenged with 2.5 mM CoCl<sub>2</sub> at the day 1 of adulthood stage for 52 hr and quantification of fat levels in eggs (b). WT (N2) (n = 42), *pqm-1(ok485)* (n = 40) in control condition; WT (N2) (n = 40), *pqm-1(ok485)* (n = 41) in CoCl<sub>2</sub> condition; Scale bars: 25  $\mu$ m; two-tailed *t*-test, mean  $\pm$  SD, two independent experiments. c) Gene expression analysis-based heat maps indicating a PQM-1 and CoCl<sub>2</sub>-dependent expression of vitellogenins. Heat maps depict individual vitellogenin genes (rows) with columns representing individual microarrays. Animals were exposed to 5 mM CoCl<sub>2</sub> for 20 hr at early adulthood. d, e) *pqm-1*- and CoCl<sub>2</sub>-dependent regulation of endogenous vitellogenins in *unc-62* RNAi treated animals determined by RT-qPCR. f, g) *pqm-1*- and CoCl<sub>2</sub>-dependent regulation of endogenous vitellogenins in *ceh-60* RNAi treated animals determined by RT-qPCR. Values for vitellogenin expression were normalized to wild-type empty vector control without CoCl<sub>2</sub> (d-g). Animals were exposed to 5 mM CoCl<sub>2</sub> for 20 hr at early adulthood (d-g). Three to four biological replicates were used. Two-tailed *t*-test (d-g), ns = not significant. Source data are provided as a Source Data file for Supplementary Fig. 5b, d-g.

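In wild-type worms CoCl2 for 20 h lowered all 5 measured vitellogenin genes, with log2 ratios of -3.25 for *vit-1*, -2.12 for *vit-2*, -2.45 for *vit-4*, -2.04 for *vit-5* and -2.03 for *vit-6*. The calls of *vit-5* and *vit-2* were lost without replicate 2 (-1.802 and -1.90), and that of *vit-5* also without replicate 3 (-1.78) and with only the arrays compared in the fit. In *pqm-1(ok485)* the ratios were -3.18, -3.12, -2.55, -2.06 and -3.09 for *vit-1*, *vit-2*, *vit-4*, *vit-5* and *vit-6*. In untreated worms none of the 5 passed the threshold between the strains at this time, with ratios from -0.40 for *vit-2* to -0.21 for *vit-6*, and for *vit-1* a ratio that is not exact, since its probe was saturated in untreated *pqm-1(ok485)* on 2 arrays. Probes of all 5 genes were saturated in the untreated channel on at least 1 array, which limits the falls. The two-class difference at 20 h ranged from -1.06 for *vit-6* (adjusted p = 0.129 from limma) to 0.066 for *vit-1* (adjusted p = 0.952), and its median was -0.094 (camera, adjusted p = 0.221). It subtracts responses whose untreated channel was saturated on 3 arrays in *pqm-1(ok485)* and on 2 in wild type, so that it is neither exact nor a bound. For the vitellogenins, two-class comparison, 20 h, the median lay between -0.65 and 0.34 with 1 array left out and passed without replicate 3 of *pqm-1(ok485)* (-0.65). With the other pair of comparisons it was -1.69 and passed (camera, adjusted p = 0.016); in the loop model it was -1.07 and did not (camera, adjusted p = 0.0522).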

**Supplementary Figure 6: PQM-1 promotes *unc-62* expression and embryonic VIT-2 levels in hypoxic stress**

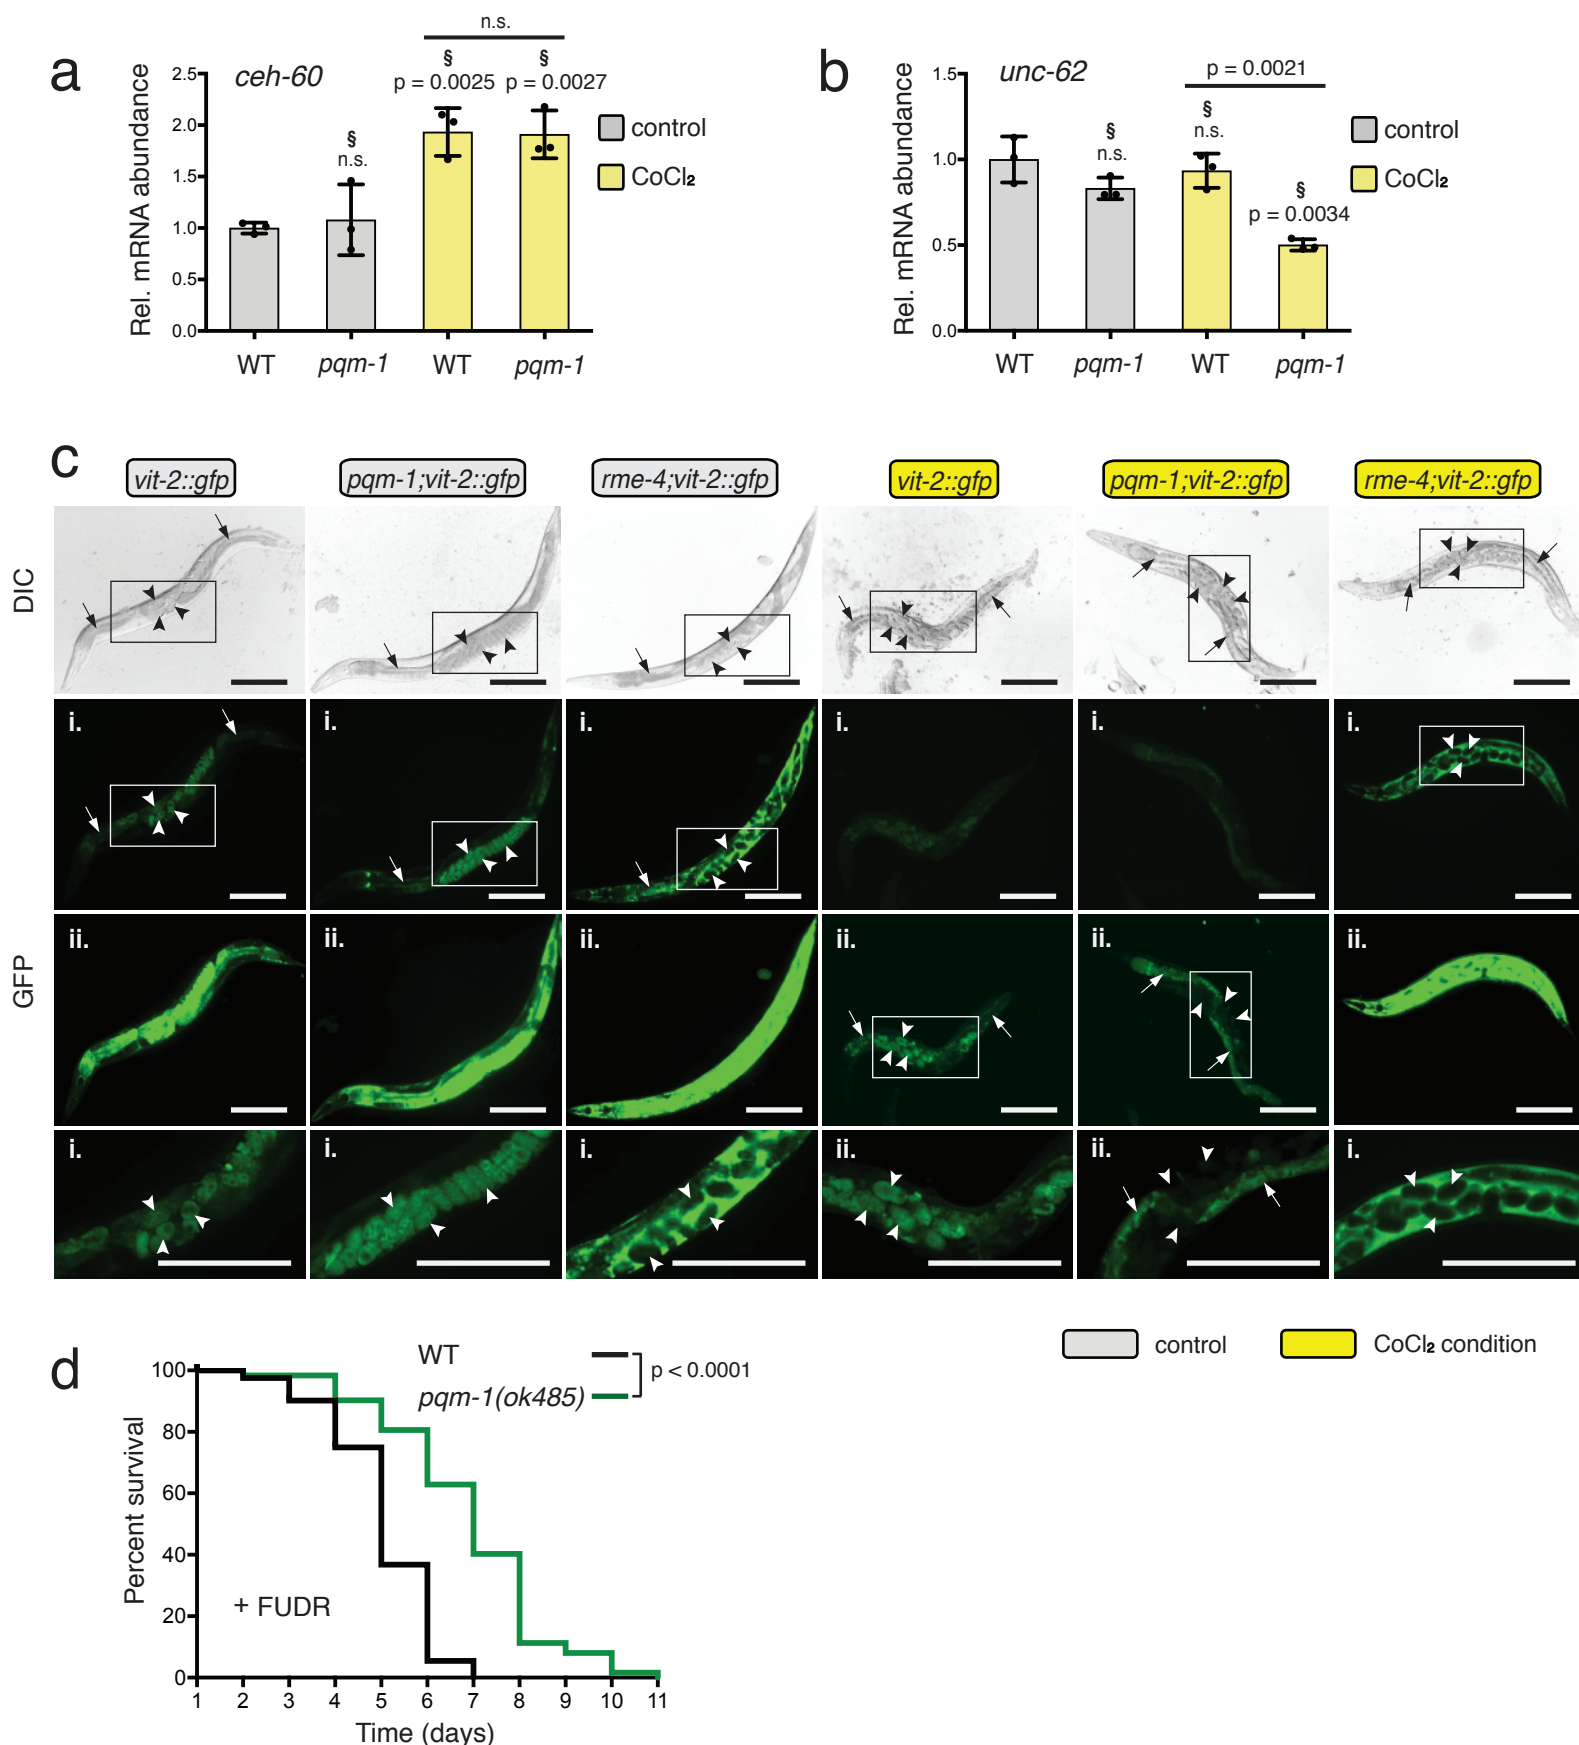

a, b) CoCl<sub>2</sub>- and *pqm-1*-dependent regulation of endogenous *ceH-60* (a) and *unc-62* (b) determined by RT-qPCR (n = 3 biological replicates) following 5 mM CoCl<sub>2</sub> exposure for 20 hr at early adulthood. Two-tailed *t*-test (a, b), mean  $\pm$  SD, (§) indicates statistical significance for displayed

conditions versus wild-type control without CoCl<sub>2</sub>. ns = not significant. c) Effect of *pqm-1* loss on VIT-2::GFP levels in embryos of control worms and worms exposed to 5 mM CoCl<sub>2</sub> for 24 hr. i and ii indicate short and long exposure times, respectively. Animals were synchronized at the L4 larval stage for adult analyses. Arrows point to intestine; arrowheads point to embryos; scale bars: 200  $\mu$ m. d) Survival analysis of animals exposed to 5 mM CoCl<sub>2</sub> and 400  $\mu$ M FUDR at the L4 larval stage. Log-rank analysis was performed, WT (N2) (n = 75), *pqm-1(ok485)* (n = 62), three independent repeats. Source data are provided as a Source Data file for Supplementary Fig. 6a, b, d.

**Supplementary Table 1.** qRT-PCR primers used in this study

| mRNA target      | Direction | Primer Sequence (5' to 3') | Source                    |
|------------------|-----------|----------------------------|---------------------------|
| <i>fat-7</i>     | Forward   | ATCAACAGCGCTGCTCACTAT      | This study                |
|                  | Reverse   | AACGGCGGAAACAGAAGTATC      |                           |
| <i>sodh-1</i>    | Forward   | CTGGATGGCAACTTGGAGAC       |                           |
|                  | Reverse   | AATTCGCAGTTGAGGCAGTT       |                           |
| <i>unc-62</i>    | Forward   | AGCGGCGACTCAAAAGTGTG       |                           |
|                  | Reverse   | CGTTCTCTCGTTTGATGCTC       |                           |
| <i>cdc-42</i>    | Forward   | CTGCTGGACAGGAAGATTACG      | Hoogewijs, D. et al. 2008 |
|                  | Reverse   | CTCGGACATTCTCGAATGAAG      |                           |
| <i>pmp-3</i>     | Forward   | GTTCCCGTGTTCACTCAT         |                           |
|                  | Reverse   | ACACCGTCGAGAAGCTGTAGA      |                           |
| <i>Y45F10D.4</i> | Forward   | GTCGCTTCAAATCAGTTCAGC      |                           |
|                  | Reverse   | GTTCTTGTCAAGTGATCCGACA     |                           |
| <i>vit-1</i>     | Forward   | GAGGTTGCTTTGACGGATA        | Downen, R.H., 2019        |
|                  | Reverse   | GGCTTCACATTCCTCGTTCT       |                           |
| <i>vit-2</i>     | Forward   | GACACCGAGCTCATCCGCCA       |                           |
|                  | Reverse   | TTCCTTCTCTCCATTGACCT       |                           |
| <i>vit-3,4,5</i> | Forward   | CATGTGCACCATCGAAGAACTC     |                           |
|                  | Reverse   | CCAATGTGGTTTCAATGACAAGTTG  |                           |
| <i>vit-6</i>     | Forward   | TTCACCCAGAAGCCAGTTC        |                           |
|                  | Reverse   | AGGATGGGAGGCAGTAGAC        |                           |
| <i>ceh-60</i>    | Forward   | AGTTCTACGTTGCATCTTCG       |                           |
|                  | Reverse   | AGTGTGGCTGATGGAGAAAC       |                           |

# Supplementary material for: PQM-1 controls hypoxic survival via regulation of lipid metabolism
**Source:** Nat Commun. 2020 Oct 2;11:4627. doi: 10.1038/s41467-020-18369-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Significant gene expression changes in wild-type animals exposed to CoCl<sub>2</sub> for 6 hr. Gene list was generated by one-class SAM (WT +CoCl<sub>2</sub> versus WT -CoCl<sub>2</sub>). SAM uses twosided statistical testing and reports q-values, which are false discovery rates (multiple comparisons are performed).

**File Name:** Supplementary Data 2

**Description:** Significant gene expression changes in pqm-1(ok485) mutants exposed to CoCl<sub>2</sub> for 6 hr. Gene list was generated by one-class SAM (pqm-1(ok485) +CoCl<sub>2</sub> versus WT +CoCl<sub>2</sub>). SAM uses two-sided statistical testing and reports q-values, which are false discovery rates (multiple comparisons are performed).

**File Name:** Supplementary Data 3.

**Description:** Significant gene expression changes in pqm-1(ok485) mutants versus WT animals exposed to CoCl<sub>2</sub> for 6 hr. Gene list was generated by two-class SAM (pqm-1(ok485) +CoCl<sub>2</sub> versus WT +CoCl<sub>2</sub> compared to pqm-1(ok485) -CoCl<sub>2</sub> versus WT -CoCl<sub>2</sub>). SAM uses twosided statistical testing and reports q-values, which are false discovery rates (multiple comparisons are performed).

**File Name:** Supplementary Data 4

**Description:** Significant gene expression changes in pqm-1(ok485) mutants versus WT animals exposed to CoCl<sub>2</sub> for 20 hr. Gene list was generated by two-class SAM (pqm-1(ok485) +CoCl<sub>2</sub> versus pqm-1(ok485) -CoCl<sub>2</sub> compared to WT +CoCl<sub>2</sub> versus WT -CoCl<sub>2</sub>). SAM uses twosided statistical testing and reports q-values, which are false discovery rates (multiple comparisons are performed).

How the deposited data were processed for this re-analysis (not part of the article)

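Gene expression was measured on 24 Agilent 4x44K arrays, 12 for worms exposed to 5 mM CoCl2 for 6 h and 12 for 20 h, with 3 arrays in each of 4 comparisons per time. Each array was hybridized with 2 RNAs, 1 labeled with Cy3 and 1 with Cy5, and the 24 arrays lay on 7 slides.

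According to the file headers, the spot intensities were extracted by the authors with the scanner's Feature Extraction software as the median pixel brightness of each spot and of its local background, with no further correction. The processed intensity values in the same files were background-subtracted and dye-normalized by that software, per the file headers. The log10 values in the same files were made by that software, per the file headers, as the log10 of the processed Cy5 signal over the processed Cy3 signal. The log2 values of the series table were made by the authors from the same scanner ratio, with the sign turned on 11 of the 24 arrays, and they lie within 0.006 of it.

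All values given here were computed from the spot intensities. The plan had named the mean signal of each spot; the files hold the median signal, which was used. Background was corrected with normexp (offset 50), the log ratios were normalized by loess within each array, and control spots and spots the scanner software marked as outliers were left out, while saturated spots were kept. Spots of a probe and then probes of a gene were averaged. Of 43603 probes, 34515 were matched to a gene in the RefSeq table by sequence name or accession; the other probes kept their own names. A probe was tested where it stood above background in at least 1 channel on every array of at least 1 comparison at that time. A gene was tested where at least 2 arrays of each comparison gave a value, a rule added after the data had been examined. This left 22052 genes at 6 h and 23044 genes at 20 h. For *vit-3* no probe was matched.

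The sign of each array came from its strain and treatment fields. The source names give the other sign on 11 arrays, and were tried as an alternative. On 1 array, replicate 2 of *pqm-1(ok485)* with CoCl2 against untreated *pqm-1(ok485)* at 6 h, the source name of the Cy3 channel gives wild type with CoCl2, where the title and the strain field give *pqm-1(ok485)*. The fields were followed; the replicates of that comparison correlated with r of 0.731 to 0.907, and 2397 genes passed with this array and 1349 without it. Replicates labeled 1b, on 3 arrays, were taken as replicate 1.

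The 12 arrays of a time point were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 1 mean per comparison, 8 residual degrees of freedom and the Benjamini-Hochberg adjusted p over all genes tested. Genes below 0.01 are called differentially expressed. The two-class comparison was the difference between 2 comparison means, with the pair of comparisons that the paper uses at that time. Differences between the times were tested in a fit of all 24 arrays. Lists of genes fixed before the data were examined (vitellogenins, lipid genes of Fig. 3a, HIF-1 targets, cuticle collagens, major sperm proteins, oocyte and eggshell genes, cytochromes P450, glutathione S-transferases, short-chain dehydrogenases and *hsp-16* genes) were tested with camera from limma at an inter-gene correlation of 0.01, adjusted over the lists of a comparison, with a threshold of 0.05. The rotation test fry was the alternative. The paper had selected the lipid genes of Fig. 3a on the arrays of the two-class comparison at 6 h. Set tests of these genes in that comparison are therefore not independent evidence. Among the lists tested on the wild-type response to CoCl2 at 6 h, the call of the vitellogenins did not hold under fry (adjusted p = 0.0549 from limma). A list of male sensory genes was written later, before the values of its genes were looked at.

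Genes are named where the paper names them for these arrays, where they belong to a fixed list, or where they are among the 5 largest rises or 5 largest falls past the threshold in a comparison. The heme-responsive *hrg* genes other than *hrg-7*, *hrg-4* and *hrg-2* were chosen after their values had been seen.

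The alternatives, set before the data were examined, were SAM (own implementation) at a false discovery rate of 0.01, an adjusted p below 0.05, normexp with no offset, centering on the median in place of loess, the scanner software's ratios, the series table, no filter and a strict filter on dim probes, each probe tested on its own, only the arrays compared in the fit, a dye term, the slide as a fixed or a random block, the replicate number as a block, a loop model, the other pair of comparisons, the dyes of the source names, and each replicate left out in turn. Leaving out the minimum number of arrays, and camera on the untreated strains, were added after the data had been examined.

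The probes above background in either channel made up 68.5% to 92.0% of an array. Correlations between replicates across genes, which are not independent of each other, lay between 0.674 and 0.961. The 4 comparisons of a time point close a loop; the direct and the indirect estimate of the last comparison correlated across genes with r = 0.952 at 6 h and 0.924 at 20 h. The fits were tested on simulated data with 200 genes changed by 1.5 on the log2 scale: 98% were recovered in a one-class comparison and 95% in the two-class comparison at 6 h, 98% and 92.5% at 20 h, with 0 to 2 false calls. The simulated noise was independent between arrays, with no dye or slide effect. The real arrays of a slide correlated by 0.45 at 6 h and 0.20 at 20 h, so the simulation does not measure false calls in the real data. The GO enrichment was not recomputed, and the RT-qPCR, reporter, lipid and survival measurements of the paper were not analyzed here.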

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

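The tests on the background, on the arrays the lipid genes were chosen on, on wild-type worms reaching the lower level, on the sign at both times and on the dye at the sperm protein probes, and camera on the untreated strains, were chosen only after the result was seen.

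The *pqm-1* signal drew attention because the strains differed in it by a test of the difference. At 6 h the log2 ratio of *pqm-1(ok485)* to wild type was 2.23 higher with CoCl2 than without (SE 0.17, adjusted p = 1.74e-05 from limma), and at 20 h the CoCl2 response of *pqm-1* was 1.17 higher in *pqm-1(ok485)* than in wild type (SE 0.23, adjusted p = 0.00481). The signal rose with CoCl2 in wild type (0.77 at 6 h and 1.98 at 20 h) and in *pqm-1(ok485)* (2.69 and 3.16), past the threshold in each; the call in wild type at 6 h was lost without replicate 2 (0.69) or replicate 3 (0.76), when centered on the median and with normexp with no offset. With 1 array left out the difference at 6 h lay between 2.14 and 2.35 and kept its call; it lost it when centered on the median (2.27) and with the dyes of the source names (0.73). At 20 h the range was 0.86 to 1.39, and the call was lost without replicate 1 (1.12) or replicate 3 (1.03) of wild type or replicate 1 of *pqm-1(ok485)* (1.27), when centered on the median (1.48), with only the arrays compared in the fit, with the slide as a block (1.37) and with the dyes of the source names. Wild-type RNA among the mutant samples with CoCl2 would bring genes that are far lower in the untreated mutant near to wild type. The median of the 3 such genes, *col-74*, NM_077386 and TC191869, was -3.27 with CoCl2 at 6 h and -3.41 at 20 h (highest single value -2.68, of *col-74*), against -3.43 without CoCl2 at 6 h. Of these *col-74* moved toward wild type at 6 h, from -4.34 without to -2.68 with CoCl2, and not at 20 h (-3.42 and -3.58). As all 3 stayed far below wild type, this argues against wild-type RNA as the whole reason for a *pqm-1* signal level with wild type; a small share of it is not excluded. With a dye term the difference at 6 h was 2.13 (adjusted p = 3.01e-06 from limma), which argues against a dye bias at the probe; at 20 h the dyes are arranged alike in the compared arrays, so a dye term cannot change the value. Where the probe lies relative to the *ok485* lesion was not tested. A transcript of the mutated gene that CoCl2 raises may remain in the mutant, which is a hypothesis found on these data.

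The 17 lipid genes drawn as downregulated in Fig. 3a drew attention because their differences between the strains differed between the times. Their two-class difference at 20 h minus that at 6 h had a median of 1.43 on the log2 scale with the strains compared with and without CoCl2, and 1.25 with the CoCl2 responses of the strains compared; in a fit of all 24 arrays 11 of the 17 genes were higher at 20 h past the threshold in each (15 and 12 adjusted over the list alone, which is not independent evidence). This difference between the times was not run under the alternatives. Of all 20 genes of Fig. 3a, 10 had the same sign at both times, which argues against a *pqm-1* dependence of the whole list that holds at both. In *pqm-1(ok485)* with CoCl2 at 20 h, 0 of the 17 genes lacked a probe above background on all 3 arrays, which argues against signals at the background (a count of probes, with no test). The median in the other pair of comparisons at 6 h was -1.29, against -1.36 on the arrays on which the genes were chosen. The arrays of the other pair may carry the same RNA samples, so this argues against the noise of the arrays alone. The response to CoCl2 was lower at 20 h than at 6 h for 13 of the 17 genes in wild type (median difference -1.36), and for 2 in *pqm-1(ok485)*, with 1 higher (median 0.26). With CoCl2 the strains differed less at 20 h, by a median of 1.14 with 15 genes past the threshold; without CoCl2 the median was -0.14. A candidate explanation is that wild-type worms reach the lower level later than the mutant. A difference in developmental stage between the strains stays open and was not tested for these genes.

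Major sperm protein genes drew attention as a signal in genes that the paper does not discuss. They were higher in untreated *pqm-1(ok485)* than in untreated wild type, with a median log2 ratio of 3.34 at 6 h (27 of 27 genes past the threshold; camera, adjusted p = 1.83e-44; fry, 4.67e-05) and 2.35 at 20 h (24 of 26; camera, adjusted p = 4.74e-45; fry, 0.00153). With 1 array left out the medians were 3.14 to 3.63 and 2.34 to 2.38, and with the dyes of the source names 1.47 and 0.82, with the set test past its threshold in each. With a dye term the median at 6 h was 3.25 (adjusted p = 1.87e-41 from limma's camera), which argues against a dye bias. Males among the mutant worms cannot be told apart from another origin of these transcripts: the 7 male sensory genes had a median of 0.0315, but only 3 of them stood above background. A difference in the timing or number of sperm between the strains stays open and was not tested. The paper reports slower development of *pqm-1* mutants than of wild type. For this reason it synchronized animals for adult analyses at the L4 stage. For the array RNA it names early adults of populations synchronized with hypochlorite.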

How the results depend on the processing

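The removal of the minimum number of arrays was tried only after the result was seen. Except for the source names, the numbers of differentially expressed genes that moved by more than 1.5 times are given here; the cause was not tested for any of them. All 10 numbers stayed within 1.5 times without the filter on dim probes, with the strict filter, with each probe tested on its own and without the minimum number of arrays. With all arrays and the settings of the passages the numbers were 937 for the response of wild type at 6 h, 2397 for the response of *pqm-1(ok485)* at 6 h, 3036 for the untreated strains at 6 h, 4322 for the strains with CoCl2 at 6 h, 668 for the two-class comparison at 6 h, 3668 for the response of wild type at 20 h, 8118 for the response of *pqm-1(ok485)* at 20 h, 999 for the untreated strains at 20 h, 8604 for the strains with CoCl2 at 20 h and 2049 for the two-class comparison at 20 h. With the other pair of comparisons the numbers were 373 for the two-class comparison at 6 h and 3282 for the two-class comparison at 20 h. With an adjusted p below 0.05 the numbers were 3861 for the response of *pqm-1(ok485)* at 6 h, 4625 for the untreated strains at 6 h, 1399 for the two-class comparison at 6 h, 5916 for the response of wild type at 20 h, 1898 for the untreated strains at 20 h and 3714 for the two-class comparison at 20 h. With SAM the numbers were 348 for the response of *pqm-1(ok485)* at 6 h, 1693 for the untreated strains at 6 h, 1581 for the two-class comparison at 6 h, 1928 for the response of wild type at 20 h, 2445 for the untreated strains at 20 h and 150 for the two-class comparison at 20 h. Normexp with no offset gave 392 for the two-class comparison at 6 h, 5424 for the strains with CoCl2 at 20 h and 790 for the two-class comparison at 20 h. Centering on the median gave 288 for the response of wild type at 6 h, 831 for the response of *pqm-1(ok485)* at 6 h, 1137 for the untreated strains at 6 h, 1663 for the strains with CoCl2 at 6 h, 12 for the two-class comparison at 6 h, 1443 for the response of wild type at 20 h, 4527 for the response of *pqm-1(ok485)* at 20 h, 223 for the untreated strains at 20 h and 106 for the two-class comparison at 20 h. The scanner software's ratios gave 1859 for the untreated strains at 20 h. The series table gave 1858 for the untreated strains at 20 h. With only the arrays compared in the fit the numbers were 881 for the response of *pqm-1(ok485)* at 6 h, 1514 for the untreated strains at 6 h, 1153 for the response of wild type at 20 h, 4902 for the response of *pqm-1(ok485)* at 20 h, 2519 for the untreated strains at 20 h and 576 for the two-class comparison at 20 h. A dye term gave 1033 for the two-class comparison at 6 h. The slide as a block gave 1460 for the response of wild type at 6 h, 4460 for the response of *pqm-1(ok485)* at 6 h, 4897 for the untreated strains at 6 h, 6690 for the strains with CoCl2 at 6 h, 1627 for the two-class comparison at 6 h, 1742 for the response of wild type at 20 h and 380 for the two-class comparison at 20 h. The slide as a random block gave 1604 for the response of wild type at 6 h, 4502 for the response of *pqm-1(ok485)* at 6 h, 5073 for the untreated strains at 6 h, 6918 for the strains with CoCl2 at 6 h and 1752 for the two-class comparison at 6 h. The replicate number as a block gave 441 for the two-class comparison at 6 h. The loop model gave 3694 for the response of *pqm-1(ok485)* at 6 h, 1658 for the two-class comparison at 6 h, 1505 for the untreated strains at 20 h and 5333 for the two-class comparison at 20 h.

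With the dyes as the source names give them, limma called 0 genes in the response of wild type at 6 h (0; unadjusted p below 0.05 for 1433 genes, against 2862 with the fields), the response of *pqm-1(ok485)* at 6 h (0; unadjusted p below 0.05 for 1846 genes, against 6217 with the fields), the untreated strains at 6 h (0; unadjusted p below 0.05 for 2442 genes, against 6777 with the fields), the strains with CoCl2 at 6 h (0; unadjusted p below 0.05 for 1989 genes, against 8412 with the fields), the two-class comparison at 6 h (0; unadjusted p below 0.05 for 471 genes, against 3844 with the fields), the response of wild type at 20 h (0; unadjusted p below 0.05 for 361 genes, against 8306 with the fields), the response of *pqm-1(ok485)* at 20 h (0; unadjusted p below 0.05 for 190 genes, against 12401 with the fields), the untreated strains at 20 h (0; unadjusted p below 0.05 for 100 genes, against 4191 with the fields), the strains with CoCl2 at 20 h (0; unadjusted p below 0.05 for 393 genes, against 13181 with the fields) and the two-class comparison at 20 h (0; unadjusted p below 0.05 for 569 genes, against 6381 with the fields). This assignment turns the sign of 1 or 2 of the 3 arrays of each comparison.

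Leaving out 1 array at a time, which leaves fewer values per comparison, gave ranges of 563 to 664 for the response of wild type at 6 h, 1349 to 2771 for the response of *pqm-1(ok485)* at 6 h, 1924 to 2893 for the untreated strains at 6 h, 2757 to 3583 for the strains with CoCl2 at 6 h, 268 to 729 for the two-class comparison at 6 h, 2210 to 3711 for the response of wild type at 20 h, 5706 to 7142 for the response of *pqm-1(ok485)* at 20 h, 238 to 459 for the untreated strains at 20 h, 5211 to 7250 for the strains with CoCl2 at 20 h and 837 to 2335 for the two-class comparison at 20 h. Past 1.5 times the number moved for the response of wild type at 6 h without replicate 2 (563); for the response of *pqm-1(ok485)* at 6 h without replicate 1 (1380) and replicate 2 (1349); for the untreated strains at 6 h without replicate 1 (1924) and replicate 2 (1933); for the strains with CoCl2 at 6 h without replicate 2 (2757); for the two-class comparison at 6 h without replicate 1 of the untreated strains (279), replicate 2 of the untreated strains (330), replicate 2 of the strains with CoCl2 (268) and replicate 3 of the strains with CoCl2 (391); for the response of wild type at 20 h without replicate 1 (2210) and replicate 2 (2369); for the untreated strains at 20 h without replicate 1 (334), replicate 2 (238) and replicate 3 (459); for the strains with CoCl2 at 20 h without replicate 1 (5211); for the two-class comparison at 20 h without replicate 1 of the response of wild type (837), replicate 3 of the response of wild type (1151), replicate 1 of the response of *pqm-1(ok485)* (884) and replicate 2 of the response of *pqm-1(ok485)* (1217). The spread of a comparison with fewer arrays is taken from all arrays of its time.

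Under the dyes of the source names 34 results of lists stayed on their side of the threshold, 21 lost their call, 3 gained one and 8 changed direction. As that assignment turns only some arrays of each comparison, it shrinks or reverses means by itself. Among those that lost it were the medians of 0.014 for the glutathione S-transferases in the response of wild type at 6 h, -0.11 for the short-chain dehydrogenases in the response of wild type at 6 h, 1.28 for the hsp-16 genes in the response of wild type at 6 h and -0.23 for the lipid genes drawn as upregulated in the two-class comparison at 6 h, the last with the other sign. Those that changed direction, in the median or in the set test, were 0.74 for the vitellogenins in the two-class comparison at 6 h, 0.17 for the lipid genes drawn as downregulated in the two-class comparison at 6 h, 0.26 for the oocyte and eggshell genes in the two-class comparison at 6 h, -0.16 for the glutathione S-transferases in the two-class comparison at 6 h, -0.26 for the major sperm proteins in the response of wild type at 20 h, -0.036 for the glutathione S-transferases in the response of wild type at 20 h, 0.30 for the hsp-16 genes in the untreated strains at 20 h and 0.088 for the cuticle collagens in the two-class comparison at 20 h. Without replicate 2 the median was -0.24 for the major sperm proteins in the response of wild type at 6 h (leaving out 1 array gave -0.24 to 0.58) and its direction changed. Without the genes that the paper selected on these arrays the median was 0.010 for the short-chain dehydrogenases in the response of wild type at 6 h and the call was lost. With the other pair of comparisons the median was -0.52 for the major sperm proteins in the two-class comparison at 20 h and its direction changed; this is not exact, as 2 of its genes, *msp-19* and *msp-59*, were saturated in *pqm-1(ok485)* with CoCl2 on 3 of 3 arrays. The cause was not tested. On their side of the threshold and in their direction stayed, of the results of lists, with normexp with no offset 64 (1 lost, 1 gained), centering on the median 61 (3 lost, 2 gained), the scanner software's ratios 62 (3 lost, 1 gained), the series table 62 (3 lost, 1 gained), no filter on dim probes 63 (1 lost, 2 gained), the strict filter 64 (1 lost, 1 gained), only the arrays compared 65 (1 lost), a dye term 63 (1 lost, 2 gained), the slide as a block 60 (3 lost, 3 gained), the slide as a random block 64 (2 gained), the loop model 65 (1 lost), the other pair of comparisons 17 (2 lost, 2 gained), fry 59 (3 lost, 4 gained), the genes that the paper selected left out 8 (3 lost, 1 gained) and leaving out 1 array 246 (5 lost, 12 gained).

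Of the results for named genes, 58 changed direction under the dyes of the source names, 95 lost their call and 45 did neither. The log2 values of those that changed direction were then for the response of *pqm-1(ok485)* at 6 h, *pqm-1* -1.11, *sodh-1* -1.08, *fat-7* 0.74, *nhr-57* -0.65, F22B5.4 -0.85, *hrg-1* 0.29, *hrg-2* 0.47, *hrg-4* 0.92, *hrg-6* 0.47 and *hrg-7* 0.57; for the strains with CoCl2 at 6 h, *sodh-1* -0.79, *fat-7* 0.77, *vit-1* 0.70, *vit-2* 0.66, *vit-4* 0.69, *vit-5* 0.72, *vit-6* 0.53, NM_077386 1.19, *clec-190* 1.23, TC191869 1.17, M79.2 0.92, *col-74* 0.88, *col-162* -1.37, C48E7.7 -1.46, *msp-19* -1.24, *msp-59* -1.16 and ZK546.3 -1.26; for the two-class comparison at 6 h, *sodh-1* -0.50, *fat-7* 0.94, *elo-2* 0.17, *elo-5* 0.26, *elo-6* 0.32, *acdh-1* 0.32, *acdh-2* 0.74, *ech-7* 0.32, *ech-9* 0.15, *dhs-25* 0.15, *oac-6* 0.24, *sur-5* 0.087, *far-7* -0.42, *acs-17* -0.23, Y49G5A.1 0.31, F18E3.12 0.24, F46C5.1 -0.25, C23G10.11 -0.55, *hrg-3* 0.81 and *hrg-6* 0.094; for the strains with CoCl2 at 20 h, *sodh-1* -0.71, *fat-7* 0.71, *vit-2* 1.42, *vit-4* 1.60, *vit-5* 1.23, *vit-6* 1.33, *elo-2* 0.37, *elo-6* -0.34, *elo-9* -0.097, *acdh-1* 0.63 and *ech-9* -0.29. That assignment turns the sign of some arrays of each comparison and not of the others, which by itself shrinks or reverses a mean. The authors' series table has the direction of the fields on 24 of 24 arrays. Under the other alternatives no named gene past the threshold changed direction, and on their side of the threshold stayed with normexp with no offset 191 (6 lost, 1 gained), centering on the median 151 (47 lost), the scanner software's ratios 190 (3 lost, 5 gained), the series table 190 (3 lost, 5 gained), no filter on dim probes 195 (3 lost), the strict filter 188, only the arrays compared 179 (16 lost, 3 gained), a dye term 195 (1 lost, 2 gained), the slide as a block 186 (9 lost, 3 gained), the slide as a random block 195 (3 gained), the loop model 189 (2 lost, 7 gained), the other pair of comparisons 58 (7 lost, 3 gained) and leaving out 1 array 725 (71 lost, 2 gained). The strict filter gave no value for some results of F53F1.4, M79.2, *hrg-3*, *hrg-5*, *ins-19* and *nspe-7*. SAM, the adjusted p below 0.05 and each probe on its own were run for the numbers of genes.

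The scanner software's ratios shift the median log2 ratio of all genes to -0.11 (against -0.0059) for the untreated strains at 6 h, -0.17 (against -0.0088) for the response of *pqm-1(ok485)* at 20 h and -0.10 (against 0.0089) for the strains with CoCl2 at 20 h, and values under that setting are relative to it. The share of higher genes among those past the threshold moved by more than 10 points with another scaling or centering where it was 60.5% for the response of wild type at 6 h (70.8% with centering), 76.6% for the untreated strains at 6 h (88.4% with centering, 61.1% with the scanner software's ratios and the series table), 72.3% for the strains with CoCl2 at 6 h (89.8% with centering, 58.2% with the scanner software's ratios and the series table), 56% for the two-class comparison at 6 h (25% with centering), 56.4% for the response of wild type at 20 h (31.6% with centering), 64.7% for the response of *pqm-1(ok485)* at 20 h (47.9% with the scanner software's ratios and the series table), 71% for the untreated strains at 20 h (86.5% with centering), 63.5% for the strains with CoCl2 at 20 h (52.7% with the scanner software's ratios and the series table) and 91.7% for the two-class comparison at 20 h (80% with the scanner software's ratios and the series table). Signal over background limits what can be measured: 68.5% to 92.0% of the probes on an array stood above background in either channel.

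Arrays of different comparisons that share a replicate number and a dye order deviated from their comparison means with a median correlation of 0.35 at 6 h and 0.17 at 20 h, against 0.30 and 0.11 for different numbers; with opposite dye orders it was -0.37 and -0.083 for the same number and -0.22 and -0.16 for different ones. With the number as a block 9 of the 10 numbers of genes, 65 results of lists and 193 of named genes kept their side. Of the other results for named genes 4 lost their call and 1 gained one. The correlation of arrays within a slide was 0.45 at 6 h and 0.20 at 20 h.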

Differences from the paper's values

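The paper gives 366 upregulated genes for the response of wild type at 6 h, and 567 genes called higher were found here; that number came within 1.5 times the paper's under SAM (547), normexp with no offset (449), the scanner software's ratios (488), the series table (488), no filter on dim probes (548), the strict filter (533), only the arrays compared in the fit (480), the replicate number as a block, leaving out replicate 1 (437), leaving out replicate 2 (390) and leaving out replicate 3 (404), and under no other alternative set before the data were examined. The paper gives 56 downregulated genes for the response of wild type at 6 h, and 370 genes called lower were found here; that number came within 1.5 times the paper's under centering on the median (84), and under no other alternative set before the data were examined. The paper gives 1650 upregulated genes for the strains with CoCl2 at 6 h, and 3124 genes called higher were found here; that number came within 1.5 times the paper's under centering on the median (1494), leaving out replicate 1 (2226) and leaving out replicate 2 (2194), and under no other alternative set before the data were examined. The paper gives 629 downregulated genes for the strains with CoCl2 at 6 h, and 1198 genes called lower were found here; that number came within 1.5 times the paper's under only the arrays compared in the fit (772), the replicate number as a block, leaving out replicate 1 (688), leaving out replicate 2 (563) and leaving out replicate 3 (897), and under no other alternative set before the data were examined. The paper gives 152 upregulated genes for the two-class comparison at 6 h, and 374 genes called higher were found here; that number came within 1.5 times the paper's under the other pair of comparisons (167), normexp with no offset (185), leaving out replicate 1 of the untreated strains (142), leaving out replicate 2 of the untreated strains (167), leaving out replicate 1 of the strains with CoCl2 (217), leaving out replicate 2 of the strains with CoCl2 (132) and leaving out replicate 3 of the strains with CoCl2 (224), and under no other alternative set before the data were examined.

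The log2 ratios of the paper are taken from its supplement, as means of its arrays, and the alternatives named were set before the data were examined. The paper's values for the response of wild type at 6 h include a log2 ratio of hsp-70 of 3.523 (here 3.16); within the replicate SD of the paper's value were the results under normexp with no offset, centering on the median, the scanner software's ratios, the series table and leaving out replicate 2, and under no other alternative. The paper's values for the response of wild type at 6 h include a log2 ratio of irg-1 of 3.817 (here 2.87), a log2 ratio of dod-22 of 3.783 (here 3.36), a log2 ratio of dod-17 of 3.763 (here 3.53), a log2 ratio of cyp-14A2 of -1.837 (here -1.22), a log2 ratio of dhs-2 of -1.463 (here -0.997) and a log2 ratio of lips-14 of -2.7 (here -1.46); within the replicate SD of the paper's values were the results under the scanner software's ratios and the series table, and under no other alternative. The paper's values for the response of wild type at 6 h include a log2 ratio of irg-2 of 3.173 (here 2.85); within the replicate SD of the paper's value were the results under normexp with no offset, centering on the median, the scanner software's ratios, the series table, a dye term, the slide as a block, the slide as a random block and leaving out replicate 1, and under no other alternative. The paper's values for the response of wild type at 6 h include a log2 ratio of cyp-25A2 of -1.727 (here -1.60) and a log2 ratio of cyp-34A9 of -1.347 (here -1.10); within the replicate SD of the paper's values were the results under normexp with no offset, the scanner software's ratios, the series table and leaving out replicate 3, and under no other alternative. The paper's values for the response of wild type at 6 h include a log2 ratio of acdh-2 of -1.557 (here -1.27); within the replicate SD of the paper's value were the results under normexp with no offset, the scanner software's ratios and the series table, and under no other alternative. The paper's values for the two-class comparison at 6 h include a log2 ratio of sodh-1 of 4.163 (here 3.40); within the replicate SD of the paper's value were the results under normexp with no offset, the scanner software's ratios and the series table, and under no other alternative. The paper's values for the two-class comparison at 6 h include a log2 ratio of fat-7 of -2.133 (here -1.64), a log2 ratio of ech-7 of -1.737 (here -1.57), a log2 ratio of dhs-7 of -1.797 (here -0.64), a log2 ratio of acs-1 of -1.083 (here -0.67) and a log2 ratio of acs-17 of 1.66 (here 1.21); no alternative came within the replicate SD of the paper's values. The paper's values for the two-class comparison at 6 h include a log2 ratio of acdh-2 of -2.813 (here -1.21) and a log2 ratio of ech-9 of -3.877 (here -2.08); within the replicate SD of the paper's values were the results under the scanner software's ratios and the series table, and under no other alternative. The paper's values for the two-class comparison at 6 h include a log2 ratio of dhs-25 of -2.303 (here -1.96); within the replicate SD of the paper's value were the results under normexp with no offset, the scanner software's ratios, the series table, a dye term, leaving out replicate 2 of the untreated strains, leaving out replicate 3 of the untreated strains, leaving out replicate 1 of the strains with CoCl2 and leaving out replicate 3 of the strains with CoCl2, and under no other alternative. The paper's values for the two-class comparison at 6 h include a log2 ratio of oac-6 of -1.593 (here -1.03); within the replicate SD of the paper's value were the results under the other pair of comparisons, normexp with no offset, the scanner software's ratios and the series table, and under no other alternative. The paper's values for the two-class comparison at 6 h include a log2 ratio of pcyt-1 of -1.533 (here -1.12); within the replicate SD of the paper's value were the results under normexp with no offset, the scanner software's ratios, the series table, leaving out replicate 3 of the untreated strains, leaving out replicate 1 of the strains with CoCl2 and leaving out replicate 3 of the strains with CoCl2, and under no other alternative. The paper's values for the two-class comparison at 6 h include a log2 ratio of far-7 of 2.257 (here 1.62); within the replicate SD of the paper's value were the results under the scanner software's ratios, the series table and the strict filter, and under no other alternative.

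The alternatives named for fold changes were set before the data were examined. The paper's fold change of sodh-1 (negative where lower) for the untreated strains at 6 h is about -2.5 in Supplementary Fig. 3c, read by eye, and -1.83 here; within the replicate SD of the paper's value were the results under normexp with no offset, centering on the median, the scanner software's ratios, the series table and leaving out replicate 2, and under no other alternative. The paper's fold change of sodh-1 (negative where lower) for the response of wild type at 6 h is about 1.3 in Supplementary Fig. 3c, read by eye, and 1.53 here; within the replicate SD of the paper's value were the results under the loop model and leaving out replicate 3, and under no other alternative. The paper's fold change of sodh-1 (negative where lower) for the response of *pqm-1(ok485)* at 6 h is about 16 in Supplementary Fig. 3c, read by eye, and 10.6 here; within the replicate SD of the paper's value were the results under normexp with no offset, the scanner software's ratios, the series table and leaving out replicate 1, and under no other alternative. The paper's fold change of fat-7 (negative where lower) for the response of *pqm-1(ok485)* at 6 h is about -4 in Supplementary Fig. 4a, read by eye, and -3.48 here; within the replicate SD of the paper's value were the results under normexp with no offset, centering on the median, the scanner software's ratios, the series table, the loop model and leaving out replicate 3, and under no other alternative. The paper's fold change of fat-7 (negative where lower) for the untreated strains at 6 h is about -1.8 in Supplementary Fig. 4a, read by eye, and -1.54 here; within the replicate SD of the paper's value were the results under the scanner software's ratios, the series table and leaving out replicate 1, and under no other alternative. The paper's fold change of fat-7 (negative where lower) for the strains with CoCl2 at 6 h is about -5.6 in Supplementary Fig. 4a, read by eye, and -4.79 here; within the replicate SD of the paper's value were the results under normexp with no offset, the scanner software's ratios and the series table, and under no other alternative. The paper's fold change of fat-7 (negative where lower) for the response of *pqm-1(ok485)* at 20 h is about -33 in Supplementary Fig. 4a, read by eye, and -16.1 here; within the replicate SD of the paper's value were the results under normexp with no offset, the scanner software's ratios, the series table and leaving out replicate 3, and under no other alternative. The paper's fold change of fat-7 (negative where lower) for the strains with CoCl2 at 20 h is about -8.3 in Supplementary Fig. 4a, read by eye, and -4.38 here; within the replicate SD of the paper's value were the results under the scanner software's ratios and the series table, and under no other alternative.

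The paper draws *elo-9*, *dhs-7*, *oac-20* and *acs-1* among the downregulated lipid genes of the two-class comparison at 6 h. Here none of these was past the threshold: *elo-9* -0.16 (adjusted p = 0.488 from limma), *dhs-7* -0.64 (adjusted p = 0.0479 from limma), *oac-20* -1.40 (adjusted p = 0.0137 from limma) and *acs-1* -0.67 (adjusted p = 0.018 from limma). With a threshold of 0.05 *dhs-7*, *oac-20* and *acs-1* pass and *elo-9* does not. At 0.01 the alternatives that call them are for *dhs-7* the scanner software's ratios (-1.48), the series table (-1.48), only the arrays compared in the fit, the slide as a block (-0.67) and the slide as a random block (-0.66); for *oac-20* a dye term (-1.62), the slide as a block (-1.67), the slide as a random block (-1.59), the loop model (-1.44) and leaving out replicate 1 of the strains with CoCl2 (-1.70); for *acs-1* the scanner software's ratios (-0.91), the series table (-0.91), only the arrays compared in the fit, a dye term (-0.57), the slide as a block (-0.61), the slide as a random block (-0.63) and the loop model (-0.62); and for *elo-9* none of those run.

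The paper names *fat-7* as the lipid gene lowered with the most significance under chemical hypoxia. For this it cites Supplementary Fig. 4a and Supplementary Data 4, its two-class SAM at 20 h. The responses of each strain given first here are another measure. All ranks here are by limma and not by SAM. In the response of wild type at 20 h, 16 of the 20 genes of Fig. 3a were lower, and 8 of these had a smaller adjusted p than *fat-7* (7.67e-06 from limma); in that of *pqm-1(ok485)* 15 were lower and 7 had a smaller one (1.96e-07). The smallest was that of *dhs-25* in each (6.63e-10 and 2.2e-10). Between the strains with CoCl2 *fat-7* had the smallest adjusted p of the lower genes at 20 h (3.11e-05) and at 6 h (2.56e-08). In the two-class comparison at 6 h 17 of the 20 were lower, and 3 of these had a smaller adjusted p than *fat-7* (3.61e-05), the smallest that of *ech-7* (4.14e-06). In the two-class comparison at 20 h *sur-5* had a smaller one (0.0335) than *fat-7* (-1.25, 0.0337), and neither passed 0.01, while both are below 0.05. For *fat-7* the threshold of 0.01 was passed under the scanner software's ratios (-2.14), the series table (-2.14), the loop model (-1.36) and leaving out replicate 3 of the response of *pqm-1(ok485)* (-1.67). For *sur-5* it was passed under 1 of 20 alternatives.

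The legend of Supplementary Fig. 4a states that the other lipid genes lowered at 6 h are not significantly lower in a *pqm-1*-dependent way at 20 h. Of the 20 genes of Fig. 3a, 3 were lower past the threshold between the strains with CoCl2 at 20 h; besides *fat-7* these were *elo-2* (-0.44, adjusted p = 0.00423 from limma) and *acdh-1* (-0.64, adjusted p = 0.00994 from limma). Not past it, as the paper states, was *elo-2* under normexp with no offset (-0.46), centering on the median (-0.12), only the arrays compared in the fit, the loop model (-0.34), leaving out replicate 1 (-0.34) and leaving out replicate 2 (-0.37); and *acdh-1* under normexp with no offset (-0.68), centering on the median (-0.32), the scanner software's ratios (-0.81), the series table (-0.81), no filter on dim probes, only the arrays compared in the fit, a dye term (-0.61), the slide as a block (-0.51), leaving out replicate 1 (-0.49) and leaving out replicate 2 (-0.48). With the dyes of the source names both were higher (0.37 for *elo-2* and 0.63 for *acdh-1*). The gene *acdh-2*, not past the threshold here, passed it under 2 of 16 alternatives. Its log2 ratio lay between -0.76 and 0.025 over these 16.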

Other observations

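The dye test on the *hrg* genes, the choice of these genes other than *hrg-7*, *hrg-4* and *hrg-2*, the test without the minimum number of arrays, and camera on the untreated strains were chosen only after the result was seen.

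Past the threshold were 2397 genes (1330 higher and 1067 lower) in the response of *pqm-1(ok485)* at 6 h, 3668 genes (2070 higher and 1598 lower) in the response of wild type at 20 h, 8118 genes (5250 higher and 2868 lower) in the response of *pqm-1(ok485)* at 20 h, 999 genes (709 higher and 290 lower) in the untreated strains at 20 h and 8604 genes (5464 higher and 3140 lower) in the strains with CoCl2 at 20 h. For each of the 8 comparisons of 1 class, 1 of 4 sign patterns of the 3 arrays, the real one, gave as many genes, and for each of the 2 two-class comparisons 1 of 10 splits of the 6 arrays did, so that chance cannot be excluded by such a count in a design of this size. At 20 h *sodh-1* had log2 ratios of 2.23 in the response of wild type, 3.99 in that of *pqm-1(ok485)*, -0.20 between the untreated strains (adjusted p = 0.572 from limma) and 1.55 between the strains with CoCl2, and a two-class difference of 1.76 (adjusted p = 0.00025). Of the 2 probes of *sodh-1*, 1 was saturated in *pqm-1(ok485)* with CoCl2, on 3 of 3 arrays against wild type and on 1 of 3 against untreated *pqm-1(ok485)*, so that 1.55, 3.99 and 1.76 are limited by saturation.

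Without CoCl2 more genes differed between the strains in the 6 h set (3036) than in the 20 h set (999). The order was the other with SAM (1693 and 2445) and with only the arrays compared in the fit (1514 and 2519). With 1 array left out the numbers were 1924 to 2893 at 6 h, lowest without replicate 1, and 238 to 459 at 20 h, lowest without replicate 2. A difference between the times was past the threshold for 53 of 21796 genes. With all 24 arrays in 1 fit the numbers were 2846 and 1484, a ratio of 1.92. A fit with 1 variance per gene for all arrays does not test the spread of the arrays, so that a different spread at the 2 times stays open. At 6 h the cuticle collagens were higher in *pqm-1(ok485)* (median log2 ratio 0.49, 76 higher and 5 lower of 147; camera, adjusted p = 4.56e-45) and the oocyte and eggshell genes lower (median -0.28, 1 of 10 past the threshold and 5 adjusted over the list alone; camera, adjusted p = 0.00162). Mutant worms behind wild type in the last molt and the start of egg production at 6 h would give both results, as a hypothesis. The paper reports slower development of the mutant. The call of the oocyte and eggshell genes was lost with the dyes of the source names (-0.042). At 20 h the collagens were higher as well (median 0.29, 52 higher and 3 lower of 146; camera, adjusted p = 4.12e-67), which a delay at 6 h alone does not give. The oocyte and eggshell genes then had a median of -0.13 (camera, adjusted p = 0.054), past the threshold with a dye term (-0.18), the slide as a block (-0.18) or as a random block (-0.15), without replicate 1 (-0.20) or replicate 2 (-0.15), and of the other sign when centered on the median (0.052).

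For the HIF-1 targets the response of wild type at 6 h had a median of 0.062 over 5 genes (camera, adjusted p = 0.0132), with F22B5.4 (1.29, adjusted p = 0.000126 from limma) and *nhr-57* (0.92, adjusted p = 0.000671) higher past the threshold. Both calls were lost when centered on the median (1.32 and 0.97), and that of *nhr-57* without replicate 2 (0.83). Whether CoCl2 raises the list as a whole cannot be told apart from a rise of these 2 genes, since *egl-9* (0.062), *cysl-2* (0.062) and *phy-2* (-0.099) lay near 0 and the call of the list was lost without replicate 3 (0.081). For the list a need of *pqm-1* was not seen: its two-class difference had a median of -0.16 (camera, adjusted p = 0.356), F22B5.4 (1.49) and *nhr-57* (1.06) rose in *pqm-1(ok485)* too (for *nhr-57* not past the threshold with only the arrays compared in the fit), and their two-class differences were 0.69 (adjusted p = 0.0833) and 0.39 (adjusted p = 0.314). Of the single genes *phy-2* had a negative two-class difference past the threshold (-0.87, adjusted p = 0.00585) and fell with CoCl2 in *pqm-1(ok485)* (-0.80); these 2 results of *phy-2* were not run under the alternatives. At 20 h the median of the two-class difference was 0.53 (camera, adjusted p = 0.0234), with *nhr-57* past the threshold (1.24, adjusted p = 9.05e-05); the call of the list was lost with the other pair of comparisons (0.51), normexp with no offset (0.55), the scanner software's ratios and the series table (0.38), the slide as a block (0.59) and without replicate 3 of wild type (0.44). The gene *rhy-1* was not tested at 6 h for lack of values; without the minimum number of arrays its log2 ratio was 1.26 in wild type (adjusted p = 1.78e-05 from limma) and 0.14 in *pqm-1(ok485)* (adjusted p = 0.37), with a two-class difference of -0.64 (adjusted p = 0.0855).

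Several heme-responsive genes were higher with CoCl2 at 6 h in wild type, past the threshold, with log2 ratios of 1.59 for *hrg-1*, 1.06 for *hrg-2*, 3.35 for *hrg-3*, 1.04 for *hrg-4* and 1.63 for *hrg-7*; *hrg-5* (0.093) and *hrg-6* (-0.21) were not. In *pqm-1(ok485)* the log2 ratios were -0.92 for *hrg-1*, -0.99 for *hrg-2*, 0.17 for *hrg-3*, -1.70 for *hrg-4* and -1.94 for *hrg-7* and, for *hrg-6*, -0.98, past the threshold except for *hrg-3*; the call of *hrg-2* was lost without replicate 2 (-0.79), with only the arrays compared in the fit and when centered on the median, as was that of *hrg-1* (-1.16). These genes were also higher in untreated *pqm-1(ok485)* than in untreated wild type, by 1.58 for *hrg-1*, 1.36 for *hrg-2*, 0.82 for *hrg-3*, 1.65 for *hrg-4* and 2.30 for *hrg-7*, so that the fall in the mutant starts from a higher level; the values of the untreated strains were not run under the alternatives. The calls of *hrg-2* and *hrg-4* in wild type were lost without replicate 1 (1.13 and 1.13), replicate 2 (1.10 and 1.15) or replicate 3 (0.97 and 0.83), and when centered on the median, as was that of *hrg-7* (1.73), and that of *hrg-4* with normexp with no offset. The two-class difference at 6 h was past the threshold and negative for 6 of the 7 *hrg* genes tested, with -2.41 for *hrg-1*, -2.12 for *hrg-2*, -1.93 for *hrg-3* and -1.12 for *hrg-6* beside *hrg-4* and *hrg-7*, and not for *hrg-5* (-0.075). Of these only *hrg-4* kept its call when centered on the median. Among 19 alternatives, single arrays left out included, *hrg-3* changed sign under 1, the dyes of the source names, which also turned *hrg-6*. Under 6 others *hrg-3* lost its call. That of *hrg-3* was also lost without replicate 2 of the untreated strains (-1.68) or of the strains with CoCl2 (-1.62), with only the arrays compared in the fit and with the slide as a block (-2.19); that of *hrg-6* without replicate 1 of the untreated strains (-1.04) or replicate 2 of the strains with CoCl2 (-1.07) and with the other pair of comparisons (-0.76). With a dye term in the fit 6 were past the threshold, which argues against a dye bias at these probes. At 20 h the two-class difference was past it for *hrg-1* (-1.49), *hrg-2* and *hrg-7* (-1.35), and not for *hrg-3* (-1.48, adjusted p = 0.0283 from limma), *hrg-4* (-0.19, adjusted p = 0.513), *hrg-5* (-0.12) or *hrg-6* (-0.10, adjusted p = 0.728). For *hrg-4* the response was lower in both strains at 20 h, -0.98 in wild type and -1.17 in *pqm-1(ok485)*, past the threshold. The 20 h values of the *hrg* genes other than the two-class difference of *hrg-2*, and that of *nhr-57* above, were not run under the alternatives. The text of the paper does not discuss these genes. No biological explanation was tested.

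In the response of wild type at 6 h the medians not given elsewhere were -0.31 for the vitellogenins (adjusted p = 0.0257; 1 lower of 5), -0.66 for the lipid genes drawn as downregulated (adjusted p = 1.04e-11; 2 higher and 9 lower of 17), -0.10 for the lipid genes drawn as upregulated (adjusted p = 0.634; 1 lower of 3), -0.031 for the cuticle collagens (adjusted p = 0.235; 1 higher and 1 lower of 147), 0.23 for the major sperm proteins (adjusted p = 0.285) and 0.0044 for the oocyte and eggshell genes (adjusted p = 0.941), with camera from limma. The call or sign was lost for the vitellogenins with centering on the median (-0.19), leaving out replicate 3 (-0.32) and fry; gained for the major sperm proteins with centering on the median (0.32) and leaving out replicate 1 (0.58); reversed for the major sperm proteins with leaving out replicate 2 (-0.24). Each of the 5 vitellogenin genes had at least 1 probe that was saturated on 3 of 3 arrays in the untreated channel and on 0 to 2 with CoCl2, so that their median and set result are not exact.

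For the untreated strains at 6 h they were -0.76 for the vitellogenins (adjusted p = 0.00102; 4 lower of 5), 0.30 for the lipid genes drawn as downregulated (adjusted p = 0.206; 2 higher and 1 lower of 17), -0.32 for the lipid genes drawn as upregulated (adjusted p = 0.0877; 1 lower of 3), -0.11 for the HIF-1 targets (adjusted p = 0.663; 1 higher of 5), -0.10 for the cytochromes P450 (adjusted p = 2.4e-06; 2 higher and 19 lower of 71), 0.22 for the glutathione S-transferases (adjusted p = 0.00159; 12 higher of 41), -0.069 for the short-chain dehydrogenases (adjusted p = 0.299; 2 higher and 2 lower of 29) and 1.06 for the *hsp-16* genes (adjusted p = 0.00158; 4 higher of 6), with camera from limma. The call or sign was gained for the lipid genes drawn as downregulated with fry; gained for the lipid genes drawn as upregulated with the slide as a block (-0.29), leaving out replicate 3 (-0.39) and fry; lost for the glutathione S-transferases with centering on the median (0.24).

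The two-class differences at 6 h had medians of -1.002 for the vitellogenins (adjusted p = 1.08e-06; 2 lower of 5), -0.015 for the cuticle collagens (adjusted p = 0.292; 3 higher and 3 lower of 147), -0.084 for the major sperm proteins (adjusted p = 0.618), -0.090 for the oocyte and eggshell genes (adjusted p = 0.33), 0.096 for the cytochromes P450 (adjusted p = 0.000879; 7 higher and 1 lower of 71), 0.20 for the glutathione S-transferases (adjusted p = 0.00932; 2 higher and 1 lower of 41), 0.13 for the short-chain dehydrogenases (adjusted p = 0.292; 2 higher and 1 lower of 29) and 0.17 for the *hsp-16* genes (adjusted p = 0.0638; 1 higher of 6), with camera from limma. With 1 array left out the median of the major sperm proteins lay between -0.37 and 0.19, without a call. That of the cuticle collagens lay between -0.086 and 0.0056, so that the sign of neither list is settled. The call or sign was gained for the cuticle collagens with leaving out replicate 3 of the untreated strains (-0.086); of the other sign in the median for the cuticle collagens with centering on the median; of the other sign in the median for the oocyte and eggshell genes with the scanner software's ratios and the series table; lost for the cytochromes P450 with the scanner software's ratios (0.17) and the series table (0.17); gained for the short-chain dehydrogenases with the other pair of comparisons (0.18) and the genes that the paper selected left out (0.15); gained for the *hsp-16* genes with no filter on dim probes and leaving out replicate 1 of the strains with CoCl2 (0.27); of the other sign in the median for the *hsp-16* genes with the scanner software's ratios and the series table.

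Wild type with CoCl2 for 20 h gave medians of -2.12 for the vitellogenins (adjusted p = 0.000199; 5 lower of 5), -1.74 for the lipid genes drawn as downregulated (adjusted p = 2.22e-47; 15 lower of 17), 1.66 for the lipid genes drawn as upregulated (adjusted p = 2.74e-06; 3 higher of 3), 0.33 for the HIF-1 targets (adjusted p = 0.109; 2 higher of 6), -0.012 for the cuticle collagens (adjusted p = 0.876; 9 higher and 10 lower of 146), 1.86 for the major sperm proteins (adjusted p = 9.37e-10; 22 higher of 26), 0.0094 for the oocyte and eggshell genes (adjusted p = 0.656; 2 higher of 10), -0.11 for the cytochromes P450 (adjusted p = 0.000197; 8 higher and 19 lower of 71), 0.41 for the glutathione S-transferases (adjusted p = 2.07e-15; 20 higher and 6 lower of 42), -0.21 for the short-chain dehydrogenases (adjusted p = 0.00106; 4 higher and 9 lower of 29) and 5.15 for the *hsp-16* genes (adjusted p = 2.3e-20; 4 higher of 6), with camera from limma. The call or sign was gained for the HIF-1 targets with normexp with no offset (0.31), the scanner software's ratios (0.34), the series table (0.34), leaving out replicate 3 (0.43) and fry; of the other sign in the median for the HIF-1 targets with centering on the median; of the other sign in the median for the oocyte and eggshell genes with normexp with no offset, centering on the median, the scanner software's ratios and the series table; lost for the short-chain dehydrogenases with the genes that the paper selected left out (-0.15). Probes of the vitellogenins were saturated in the untreated channel on 1 or 2 of the 3 arrays, which limits their median.

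Untreated worms of the 20 h set gave -0.33 for the vitellogenins (adjusted p = 0.52), -0.0056 for the lipid genes drawn as downregulated (adjusted p = 0.333; 2 higher of 17), -0.18 for the lipid genes drawn as upregulated (adjusted p = 0.333), -0.046 for the HIF-1 targets (adjusted p = 0.718), -0.054 for the cytochromes P450 (adjusted p = 0.0473; 1 higher and 2 lower of 71), 0.13 for the glutathione S-transferases (adjusted p = 4.05e-05; 6 higher of 42), -0.050 for the short-chain dehydrogenases (adjusted p = 0.333; 1 higher and 1 lower of 29) and 1.03 for the *hsp-16* genes (adjusted p = 0.000495; 3 higher of 6), with camera from limma. The call or sign was of the other sign in the median for the lipid genes drawn as downregulated with centering on the median, the scanner software's ratios and the series table; of the other sign in the median for the HIF-1 targets with centering on the median; lost for the cytochromes P450 with centering on the median (-0.055), no filter on dim probes (-0.043), the strict filter (-0.062), only the arrays compared in the fit, a dye term (-0.051), the slide as a block (-0.053), leaving out replicate 1 (-0.028), fry and the genes that the paper selected left out (-0.050); of the other sign in the median for the short-chain dehydrogenases with centering on the median. The probe of *vit-1* was saturated in untreated *pqm-1(ok485)* on 2 arrays, so that its part in the vitellogenin result is not exact.

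Among the two-class differences at 20 h they were 0.64 for the lipid genes drawn as upregulated (adjusted p = 0.00752; 2 higher of 3), 0.36 for the cuticle collagens (adjusted p = 2.34e-13; 52 higher and 1 lower of 146), 0.92 for the major sperm proteins (adjusted p = 0.00581; 1 higher of 26), -0.57 for the oocyte and eggshell genes (adjusted p = 9.44e-06; 1 lower of 10), 0.23 for the cytochromes P450 (adjusted p = 0.00581; 13 higher of 71), 0.25 for the glutathione S-transferases (adjusted p = 0.0591; 3 higher of 42), 0.22 for the short-chain dehydrogenases (adjusted p = 0.00581; 7 higher of 29) and -0.18 for the *hsp-16* genes (adjusted p = 0.647), with camera from limma. The call or sign was lost for the lipid genes drawn as upregulated with the scanner software's ratios (0.44) and the series table (0.44); lost for the cuticle collagens with the other pair of comparisons (0.11); lost for the major sperm proteins with the slide as a block (0.86), the loop model (0.20), leaving out replicate 3 of the response of wild type (0.48) and fry; reversed for the major sperm proteins with the other pair of comparisons (-0.52); gained for the glutathione S-transferases with centering on the median (0.40), no filter on dim probes, the strict filter (0.29), a dye term, the slide as a block (0.30), the slide as a random block (0.26), leaving out replicate 1 of the response of wild type (0.28), leaving out replicate 2 of the response of wild type (0.36), leaving out replicate 1 of the response of *pqm-1(ok485)*, leaving out replicate 3 of the response of *pqm-1(ok485)* (0.26) and fry. For the major sperm proteins, the probes of *msp-19* and *msp-59* were saturated in *pqm-1(ok485)* with CoCl2 at 20 h, on 3 of 3 arrays against wild type and on 1 or 2 against untreated *pqm-1(ok485)*; the other genes of the list were not looked at for saturation. The values of the list with either pair of comparisons are therefore not exact, and its change of direction rests on them. Of the oocyte and eggshell genes, *rme-2* had a probe saturated without CoCl2 on 2 of 3 arrays in each strain, and *perm-2* in wild type.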
